# In Situ Programming of the Tumor Microenvironment to Alleviate Immunosuppression for Pancreatic Cancer Immunotherapy

**DOI:** 10.1002/advs.202504008

**Published:** 2025-06-23

**Authors:** Man Sun, Huan Zhang, Yarui Ma, Simiao Wang, Jiayi Chen, Yaxin Cui, Yun Zhang, Siyuan Hu, Dan Zhou, Pengchen Zhang, Yahui Liu, Betty Y.S. Kim, Wen Jiang, Xiaobing Wang, Zhaogang Yang

**Keywords:** cancer immunotherapy, cGAS‐STING, drug delivery, exosomes, pancreatic cancer

## Abstract

Recent studies have highlighted the pivotal role of the cGAS‐STING pathway in cancer immunotherapy. However, clinical trials with cGAS‐STING pathway agonists have faced setbacks thanks to their short biological half‐life, lack of tumor specificity, and potential to promote tumor immune evasion. To address these challenges, a novel exosome‐based drug delivery platform, termed cmExo^aCD11b^ is developed, designed to precisely target and reprogram the tumor microenvironment (TME) in situ for pancreatic cancer immunotherapy. cmExo^aCD11b^ is engineered to encapsulate high copy numbers of IL‐12 mRNA and 2′3’‐cGAMP (cGAMP) and is functionalized with CD11b antibodies for targeted delivery to macrophages. Notably, cmExo^aCD11b^ facilitated the repolarization of M2 macrophages to M1 phenotype, thereby reprogramming the TME and enhancing the secretion of pro‐inflammatory cytokines. This immunomodulatory effect reversed the immunosuppressive milieu of the TME and significantly inhibited tumor progression. More importantly, cmExo^aCD11b^ exhibited robust therapeutic efficacy in both murine pancreatic cancer and patient‐derived xenograft models. These results suggest that cmExo^aCD11b^ represents a promising approach for overcoming immunosuppression in pancreatic cancer, paving the way for its potential application in cancer immunotherapy.

## 1 Introduction

Over the past few years, STING (stimulator of interferon genes) receptors have emerged as pivotal activators of both innate and adaptive immune responses against cancer through the activation of the interferon (IFN) signaling pathway.^[^ ^1^ ^]^ A common therapeutic strategy for leveraging the STING pathway involves the direct delivery of agonists to tumor sites. However, this approach is hindered by the tumor's capacity to induce STING‐mediated T cell death.^[^ ^2^ ^]^ Moreover, clinical trials utilizing intratumoral injection of STING agonists have been discontinued due to their limited efficacy.^[^ ^3^, ^4^ ^]^ Although some studies have attempted to address these challenges by delivering agents to antigen‐presenting cells (APCs), this method has inadvertently resulted in the enhanced expression of PD‐L1 on cancer cells, promoting immune escape.^[^ ^5^, ^6^, ^7^ ^]^ To counteract this, researchers have explored combining STING pathway activation with immune checkpoint blockade to amplify the anti‐cancer immunity. However, immune checkpoint blockade has demonstrated sustained efficacy in only a limited subset of cancer patients, with many experiencing tumor recurrence after initial responses.^[^ ^8^, ^9^ ^]^ Furthermore, the efficacy of PD‐L1 antibodies is significantly limited by their rapid degradation and clearance via the reticuloendothelial system (RES) following systemic administration.^[^ ^10^, ^11^ ^]^ This underscores the urgent need for an intelligent delivery platform capable of effectively activating the STING pathway while circumventing tumor immunosuppression. Such a platform would also need to elicit a sustained immunotherapeutic response, ultimately improving the overall efficacy of cancer immunotherapy.

Interleukin‐12 (IL‐12) is a pro‐inflammatory cytokine with potent tumor‐suppressive properties. It plays a pivotal role in modulating the tumor microenvironment (TME) by promoting macrophage polarization toward the M1 phenotype, thereby inducing the secretion of additional pro‐inflammatory cytokines and enhancing antitumor immune responses.^[^ ^12^ ^]^ Upon activation, M1 macrophages not only facilitate the infiltration of CD8^+^ T cells but also suppress the expansion of immunosuppressive regulatory T cells (Tregs), thereby serving as critical mediators in reversing immunosuppression and bolstering a robust innate immune response.^[^ ^13^ ^]^ Based on these immunomodulatory properties, we sought to further reprogram the TME by incorporating IL‐12 mRNA into our therapeutic strategy. Exosome (Exo), characterized by their superior biocompatibility, biosafety, notable stability, and ability to penetrate physiological barriers, has emerged as promising drug carriers.^[^ ^14^, ^15^, ^16^, ^17^ ^]^ However, their potential as a platform for selectively activating the STING pathway and alleviating tumor immunosuppression remains underexplored. To address this problem, we engineered a novel Exo‐based delivery system, termed cmExo^aCD11b^, designed to activate the STING signaling, reprogram tumor‐associated macrophages (TAMs), reducing the tumor immunosuppression in TME. Specifically, cmExo^aCD11b^ was engineered using cellular nanoporation (CNP) technology to efficiently encapsulate high copy numbers of IL‐12 mRNA, thereby enhancing its therapeutic efficacy.^[^ ^18^ ^]^ 2′3’‐cGAMP (cGAMP) was then co‐encapsulated within Exo to ensure robust activation of the STING pathway. Meanwhile, cmExo^aCD11b^ activated the STING pathway by specifically targeting macrophages, facilitated by the modification of anti‐CD11b antibodies (aCD11b) on the surface of Exo, leading to stable and sustained expression of IFN. Upon reaching the TME, cmExo^aCD11b^ induced the repolarization of immunosuppressive M2 macrophages into pro‐inflammatory M1 phenotype, thereby promoting the proliferation and activation of CD8^+^ T cells and reversing the immunosuppressive state of the TME (**Figure** **1**). This innovative Exo‐based delivery platform offers a promising strategy for achieving stable STING pathway activation and precise immune modulation within the TME using a single integrated system, ultimately improving the efficacy and safety of pancreatic cancer immunotherapy.

**Figure 1:**
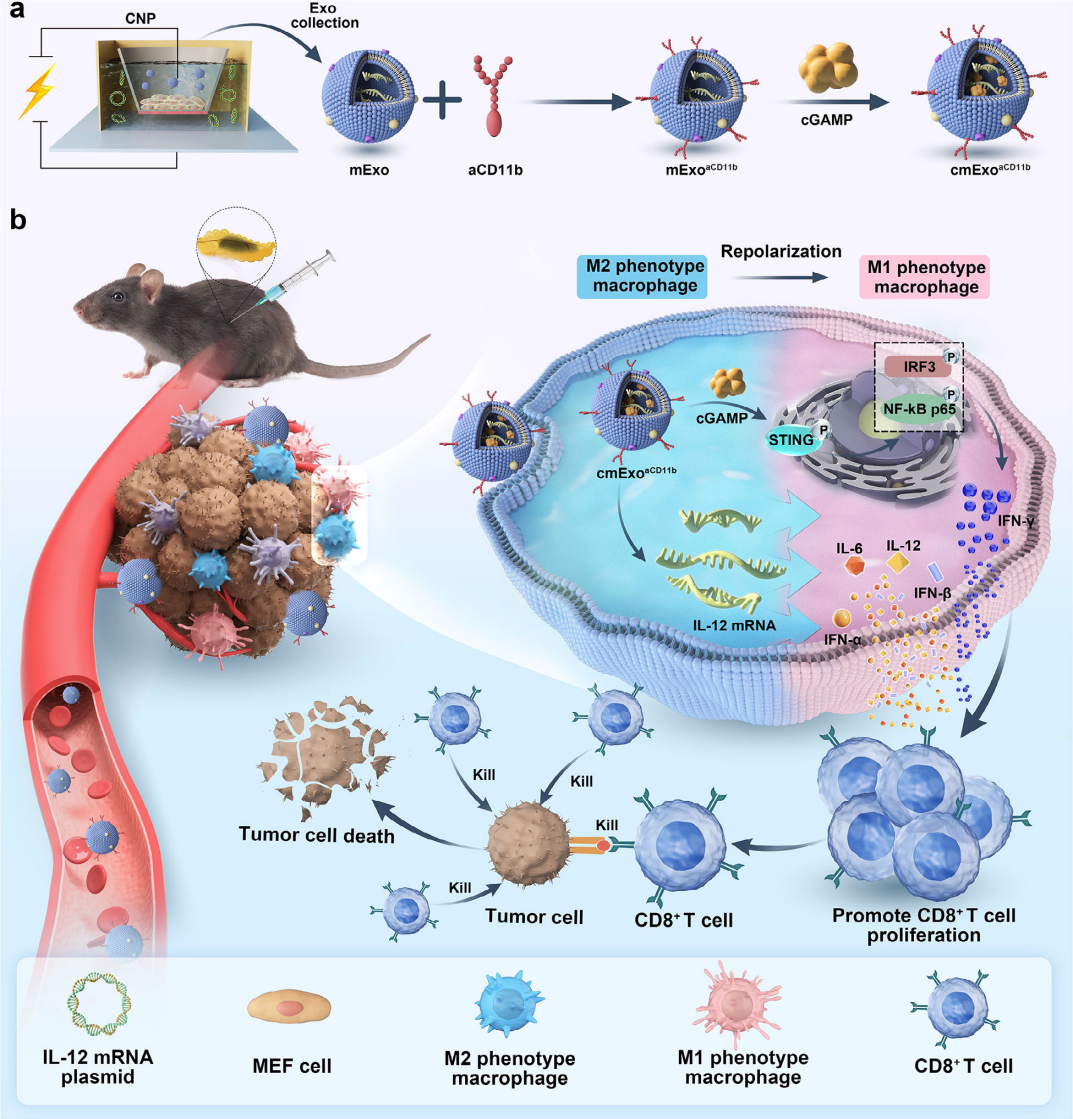
Schematic representation of the preparation and immune activation process of cmExo^aCD11b^ for pancreatic cancer immunotherapy. a) Construction of cmExo^aCD11b^: IL‐12 mRNA plasmids were transiently transfected into mouse embryonic fibroblasts (MEF) via CNP technology, facilitating the endogenous loading of IL‐12 mRNA into Exo. Subsequently, anti‐CD11b antibodies (aCD11b) were coupled onto the Exo surface via lipid embedding, and 2′3’‐cGAMP (cGAMP) was loaded into Exo using a sonication method. b) Therapeutic mechanism of cmExo^aCD11b^: Upon delivery to the TME, cGAMP activates the cGAS‐STING pathway, enhancing IFN production and promoting T cell activation. Concurrently, IL‐12 promotes the repolarization of M2 macrophages into M1 phenotype, effectively reversing the immunosuppressive tumor microenvironment (iTME) and promoting CD8^+^ T cell proliferation, and ultimately suppressing tumor growth. Abbreviations: mExo: Exo containing IL‐12 mRNA; mExo^aCD11b^: mExo modified with aCD11b; cmExo^aCD11b^: mExo^aCD11b^ loaded with cGAMP.

## 2 Results and Discussion

### 2.1 Preparation and Characterization of cmExo^aCD11b^

In this work, we developed a novel Exo‐based drug delivery system co‐loaded with IL‐12 mRNA and cGAMP using CNP technology and sonication method. This system is designed to active the cGAS‐STING pathway and promote the polarization of M2 macrophages into M1 phenotype, aiming to achieve efficient immunotherapy for pancreatic cancer. First, we utilized CNP technology to generate Exo containing IL‐12 mRNA (mExo), achieving a ≈ 3300‐fold increase in IL‐12 mRNA loading within Exo compared to the control group (**Figure** **2**a). To specifically target macrophages in the TME, mExo was further modified with aCD11b, leveraging the high expression of CD11b on macrophage surfaces. The successful attachment of aCD11b to the mExo was confirmed using laser confocal microscopy (Figure 2b). Additionally, the optimal conjugation ratio of mExo to aCD11b was determined to be 1:6 (mExo:DSPE‐PEG2000‐aCD11b‐PE, m:m) (Figure 2c), ensuring efficient targeting and functionality. Next, cGAMP through sonication was further loaded into the mExo^aCD11b^ obtained in the previous step, and the final product, cmExo^aCD11b^, was obtained. Additionally, the loading efficiency of cGAMP in cmExo^aCD11b^ was assessed, achieving a drug loading efficiency of 3.06 ± 0.04% when the mass ratio of mExo^aCD11b^ and cGAMP was 5:1 (Table S1, Supporting Information). Furthermore, signature exosomal proteins, such as CD9 and CD63, were significantly enriched in both the Exo and cmExo^aCD11b^ groups, indicating successful preparation of cmExo^aCD11b^ (Figure S1, Supporting Information). Moreover, cryogenic transmission electron microscopy (cryo‐TEM) analysis revealed a typical circular bilayer vesicle structure with uniform size distribution in the cmExo^aCD11b^ group (Figure 2d; Figure S2, Supporting Information). The particle size of cmExo^aCD11b^, measured by Nanoparticle Tracking Analyzer (NTA), showed an average diameter of ≈150 nm (Figure 2e). After the modification of aCD11b on the surface of cmExo^aCD11b^, its ζ‐potential changed from −12.4 to −10.2 mV, as compared to Exo (Figure S3, Supporting Information). Furthermore, cmExo^aCD11b^ exhibited excellent stability, maintaining a consistent particle size over a 7‐day period and preserving the integrity of encapsulated IL‐12 mRNA in whole blood within 24 h (Figure S4a,b, Supporting Information). The uptake of cmExo^aCD11b^ in RAW264.7 cells was higher than that of Exo, attributed to the coupling of aCD11b (Figure 2f–h). Similar results were also observed in THP‐1 cells (Figure S5a–c, Supporting Information). In contrast, in Panc02 cells, which are CD11b negative, the overall uptake was lower than that in RAW264.7 and THP‐1 cells, with no difference in uptake between the cmExo^aCD11b^ and Exo groups (Figure S5c,d, Supporting Information). These results demonstrated that cmExo^aCD11b^ exhibits a strong targeting ability toward macrophages. In addition, the cellular uptake mechanism of cmExo^aCD11b^ was also investigated. The results displayed high co‐localization of cmExo^aCD11b^ with dextran, as along with partial co‐localization with other endocytosis biomarkers, suggesting that the cmExo^aCD11b^ primarily enters macrophages through macropinocytosis‐mediated endocytosis (Figure 2i; Figure S6, Supporting Information). Interestingly, this phenomenon was inhibited by Cytochalasin D, an endocytosis blocker, further confirming the importance of macropinocytosis‐mediated endocytosis in the cellular uptake of cmExo^aCD11b^ (Figure 2j). Additionally, IL‐12 protein expression was successfully detected 24 h after cmExo^aCD11b^ treatment in both RAW264.7 cells and THP‐1 cells, thereby establishing a foundation for subsequent IL‐12‐mediated immunotherapy (Figure S7, Supporting Information). Based on these findings, it was demonstrated that cmExo^aCD11b^, encapsulating high copy numbers of IL‐12 mRNA and cGAMP, was successfully prepared and holds potential for pancreatic cancer immunotherapy through macrophage targeting.

**Figure 2:**
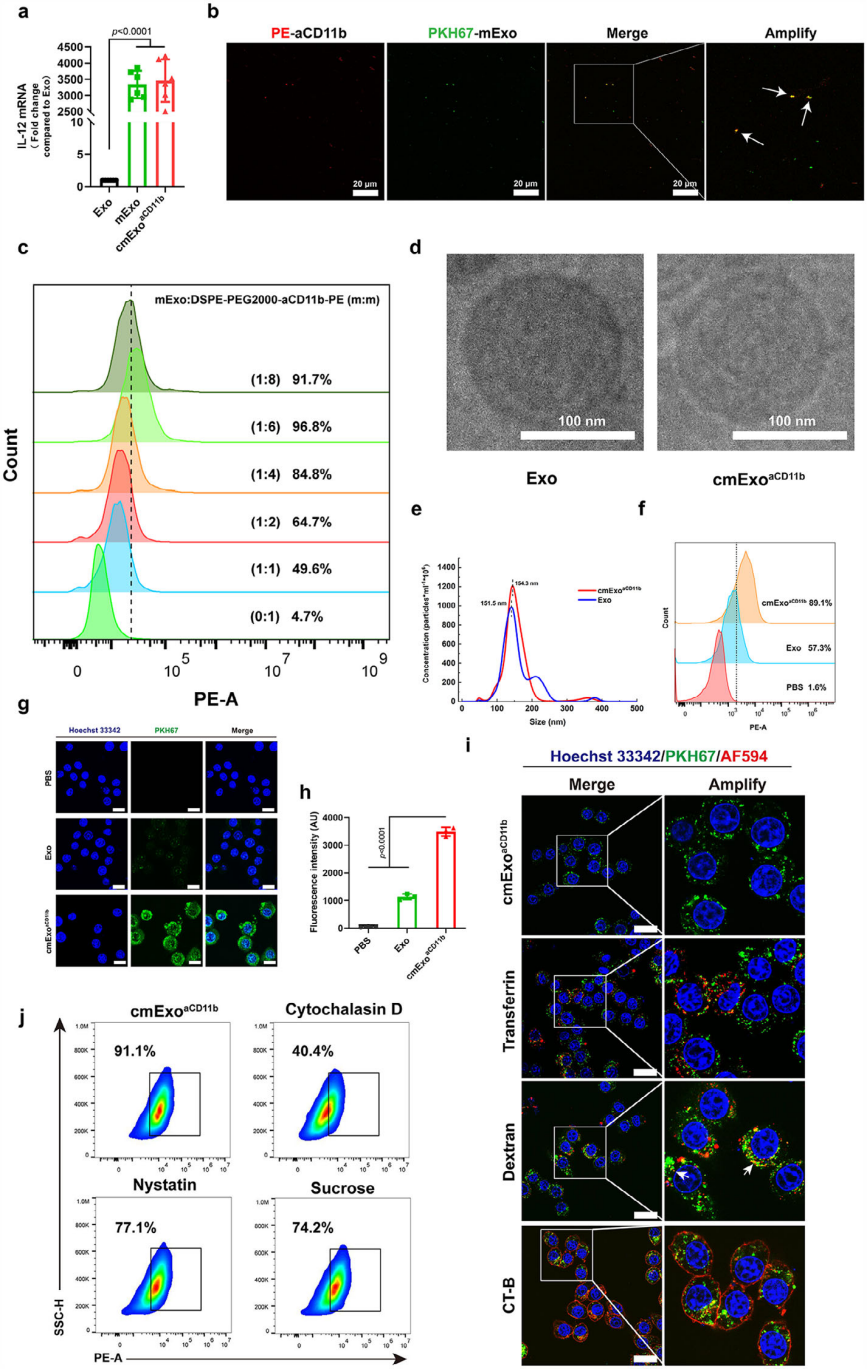
Construction and characterization of cmExo^aCD11b^. a) Loading capacity of IL‐12 mRNA into cmExo^aCD11b^, analyzed by RT‐qPCR. b) Representative confocal laser scanning microscopy images showing the successful coupling of mExo with aCD11b. Arrow: mExo with aCD11b adsorbed. Scale bar: 20 µm. c) Binding affinity of mExo to aCD11b‐PE, measured by flow cytometry. d) Cryo‐TEM images showing the double‐layered vesicle structure both cmExo^aCD11b^ and Exo. Scale bar: 100 nm. e) Particle size distributions of cmExo^aCD11b^ and Exo determined by NTA. f) Flow cytometric quantification of PKH26‐cmExo^aCD11b^ uptake in RAW264.7 cells after 4 h incubation. g) Cellular uptake of PKH67‐cmExo^aCD11b^ by RAW264.7 cells, determined by confocal laser scanning microscopy. Scale bar: 20 µm. h) Average fluorescence intensity of cellular uptake, detected by confocal laser scanning microscopy. i) Cellular uptake mechanisms of cmExo^aCD11b^ by RAW264.7 cells, determined by confocal laser scanning microscopy. Arrow: cmExo^aCD11b^ co‐localized with Dextran. Scale bar: 20 µm. CT‐B: Cholera toxin subunit B conjugates. j) Results of inhibitor experiments quantified by flow cytometry demonstrated that RAW264.7 cells internalize cmExo^aCD11b^ via macropinocytosis‐mediated endocytosis. SSC‐H: Side Scatter Height. Data are presented as mean ± s.d.; statistical significance was calculated by one‐way ANOVA followed by Tukey’s multiple comparisons test.

### 2.2 The Immune Activation by cmExo^aCD11b^ In Vitro

To validate that STING can be activated by cmExo^aCD11b^, we examined the phosphorylation status of STING and IFN regulatory factor 3 (IRF‐3). As expected, strong phosphorylation of STING and IRF‐3 was observed in both RAW264.7 and THP‐1 cells after 6 h of treatment with cmExo^aCD11b^. In contrast, no significant phosphorylation was detected in cells treated with cGAMP alone, likely due to its limited cellular uptake (**Figure** **3**a; Figure S8, Supporting Information). Furthermore, to confirm the activation of the STING signaling, we investigate the nuclear translocation of phospho‐IRF‐3 in both RAW264.7 and THP‐1 cells using confocal laser scanning microscopy. Nuclear translocation of phospho‐IRF‐3 was clearly observed in macrophages after 6 h of treatment with cmExo^aCD11b^, suggesting that phospho‐IRF‐3 was activated as a transcription factor for pro‐inflammatory genes (Figure 3b,c; Figure S9, Supporting Information). Similarly, phospho‐NF‐κB p65, another key downstream component of the cGAS‐STING signaling, was also activated following this treatment (Figure 3d; Figure S10, Supporting Information). Additionally, the nuclear translocation of phospho‐NF‐κB p65 in macrophages further confirmed the activation of NF‐κB (Figure 3e,f; Figure S11, Supporting Information). Since the activation of both IRF‐3 and NF‐κB signaling pathway triggers the production of IFN, ultimately leading to T cell activation, we investigated the expression of IFN in the supernatant of both RAW264.7 and THP‐1 cells following cmExo^aCD11b^ treatment. The results showed that the STING activation induced a type I IFN pro‐inflammatory pathway, with increased expression of IFN‐α and IFN‐β (Figure 3g,h; Figure S12, Supporting Information).

**Figure 3:**
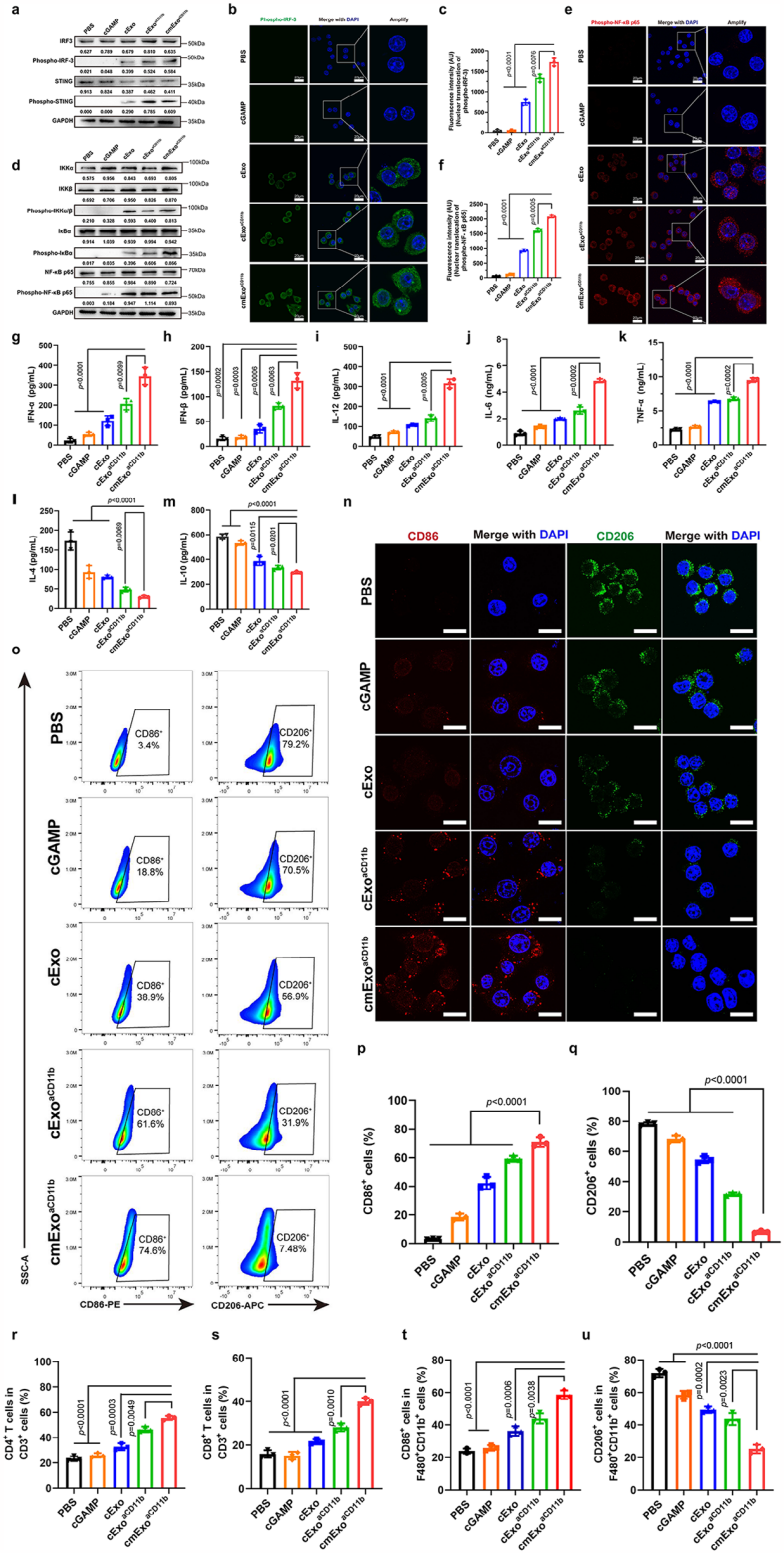
Activation of the STING pathway by cmExo^aCD11b^. a) Western blot analysis of STING‐IRF3 pathway proteins in RAW264.7 cells treated with cGAMP, cExo, cExo^aCD11b^, or cmExo^aCD11b^ for 6 h. Both cExo^aCD11b^ and cmExo^aCD11b^ strongly activated the STING‐IRF3 pathway. Band intensities were quantified using ImageJ software, and the expression of each protein was normalized to the corresponding GAPDH signal. b) Confocal laser scanning microscopy images showing nuclear translocation of activated IRF3 (phospho‐IRF‐3, green) in RAW264.7 cells (blue) after treatment with cmExo^aCD11b^ for 6 h. Both cExo^aCD11b^ and cmExo^aCD11b^ induced nuclear translocation, with cmExo^aCD11b^ exhibiting a stronger nuclear translocation effect. Scale bar: 20 µm. c) Average fluorescence intensity of phospho‐IRF‐3 nuclear translocations in each group. d) Western blot analysis of activated NF‐κB p65 in RAW264.7 cells treated with cGAMP, cExo, cExo^aCD11b^, or cmExo^aCD11b^ for 6 h. Both cExo^aCD11b^ and cmExo^aCD11b^ strongly activated the NF‐κB pathway. Band intensities were quantified using ImageJ software, and the expression of each protein was normalized to the corresponding GAPDH signal. e) Confocal laser scanning microscopy images of the nuclear translocation of activated phospho‐NF‐κB p65 in RWA264.7 cells. Scale bar: 20 µm. f) Average fluorescence intensity of phospho‐NF‐κB p65 nuclear translocations in each group. g,h) After 6 h of co‐incubation of RAW264.7 cells with drugs from each experimental group, the levels of IFN‐α and IFN‐β in the cell culture supernatants were analyzed using ELISA (*n* = 3). i–m) Following a 48 h co‐incubation of RAW264.7 cells with drugs from each experimental group, cytokine secretion levels in the cell culture supernatants were quantified via ELISA (*n* = 3). n) The level of CD86 and CD206 in RAW264.7 cells, as determined by confocal laser scanning microscopy. Scale bar: 10 µm. o) Flow cytometry analysis of CD86 and CD206 level in RAW264.7 cells (*n* = 3). SSC‐A: Side Scatter Area. p,q) Proliferation ratio of CD86^+^ and CD206^+^ cell in each group. r,s) Proliferation of CD4^+^ and CD8^+^ T cells in CD3^+^ cells measured by flow cytometry after activation of bone marrow‐derived macrophages (BMDMs) by cmExo^aCD11b^ and OVA peptides for 72 h (*n* = 3). t,u) Proliferation rate of CD86^+^ and CD206^+^ cells in F480^+^CD11b^+^ cells measured by flow cytometry after activation of BMDMs with cmExo^aCD11b^ and OVA peptides for 72 h (*n* = 3). Data are presented as mean ± s.d.; statistical significance was calculated by one‐way ANOVA followed by Tukey’s multiple comparisons test (c, f, g‐m, p‐u).

To evaluate the potential of cmExo^aCD11b^ in regulating macrophage repolarization, RAW264.7 cells were first stimulated and polarized into M2 phenotype macrophages using IL‐4 and IL‐13 cytokine in vitro as described (Figure S13, Supporting Information).^[^ ^19^ ^]^ After treating M2 phenotype RAW264.7 cells with cmExo^aCD11b^ for 48 h, the secretion of pro‐inflammatory cytokines (IL‐12, IL‐6, and TNF‐α), was significantly enhanced. In contrast, the releases of anti‐inflammatory cytokines, such as IL‐4 and IL‐10, were downregulated, suggesting the successful repolarization of M2 macrophages into the M1 phenotype (Figure 3i–m). Moreover, these findings were also observed in THP‐1 cells (Figure S14, Supporting Information). To further confirm macrophage repolarization, the expression of M1 (CD86) and M2 (CD206) phenotype biomarkers was measured using confocal laser scanning microscopy. Compared to other groups, the cmExo^aCD11b^ treated group showed significantly higher CD86 expression and significantly lower CD206 expression (Figure 3n; Figure S15, Supporting Information). Furthermore, flow cytometry results corroborated that M2 phenotype macrophages were repolarized into M1 phenotype (Figure 3o–q; Figure S16, Supporting Information), consistent with the findings above. Additionally, to further investigate the effects of cmExo^aCD11b^, we simulated the TME in vitro. The number of CD4^+^ and CD8^+^ T cells was dramatically increased in the cmExo^aCD11b^ group (Figure 3r,s). There was also an increase in the proportion of M1 phenotype and a dramatical decrease in the proportion of M2 phenotype (Figure 3t,u). These results suggest that cmExo^aCD11b^ effectively enhances STING activation within the TME, promotes macrophage repolarization, and facilitates T cell activation.

### 2.3 The Systemic Antitumor Response by cmExo^aCD11b^

To assess the therapeutic potential of cmExo^aCD11b^ for cancer immunotherapy in vivo, its biosafety was first assessed using a hemolysis assay. Erythrocyte precipitation was observed, but no obviously hemolysis was detected in the cmExo^aCD11b^ group across various concentrations tested (Figure S17, Supporting Information). Furthermore, biochemical markers of liver and kidney function, including alanine aminotransferase (ALT), aspartate aminotransferase (AST), creatinine, and blood urea nitrogen (BUN), showed no significant difference between cmExo^aCD11b^‐treated and PBS‐treated mice 24 h post‐ administration, indicating excellent biosafety (Figure S18, Supporting Information). Collectively, these results demonstrate that cmExo^aCD11b^ exhibits excellent biosafety for in vivo administration.

To assess the therapeutic efficacy of cmExo^aCD11b^ for pancreatic cancer in vivo, an orthotopic pancreatic cancer mouse model was first established. cmExo^aCD11b^ was administered intraperitoneally every 3 days from day 7 post‐modeling, as illustrated in **Figure** **4**a. Compared to other treatment groups, cmExo^aCD11b^ administration resulted in a remarkable inhibition of tumor growth, as evidenced by a substantial reduction in tumor volume and weight 22 days after tumor implantation, with minimum effects on the body weight of mice (Figure 4b–e). Meanwhile, the median survival time was dramatically extended from 16 days in the control group to over 45 days in the cmExo^aCD11b^ group (Figure 4f). Immunohistochemical (IHC) staining of tumor sections further confirmed the inhibitory effect of cmExo^aCD11b^ on tumor cell proliferation, as evidenced by the inhibited expression of Ki67 in the cmExo^aCD11b^ group. Notably, minimal inhibitory effects on tumor cell proliferation were observed in other groups (Figure S19, Supporting Information). In addition, H&E staining of organs from each treatment group revealed no signs of tissue damage (Figure S20, Supporting Information). Additionally, pro‐inflammatory cytokines, such as IL‐12, IL‐6, TNF‐α, IFN‐α, and IFN‐β, were dramatically increased. In contrast, anti‐inflammatory cytokines, including IL‐10 and IL‐4, were reduced in the peripheral blood of mice treated with cmExo^aCD11b^ in 24 h after drug administration (Figure 4g–m). To further assess the immune response within the tumor tissue, immunofluorescence staining of the tumor tissue was conducted. The results showed an enhanced presence of both CD4^+^ and CD8^+^ T cells in cmExo^aCD11b^ group compared to other groups, aligning with our expectations (Figure 4n,o). Moreover, the number of CD86^+^ cells, representing M1 macrophages, was marked increased in the tumor tissue of the cmExo^aCD11b^ group (Figure 4p,q; Figure S21, Supporting Information). In contrast, the number of CD206^+^ cells, representing M2 macrophages, was decreased. These findings suggest that cmExo^aCD11b^ treatment effectively induced the repolarization of M2 macrophages into M1 macrophages within the TME.

**Figure 4:**
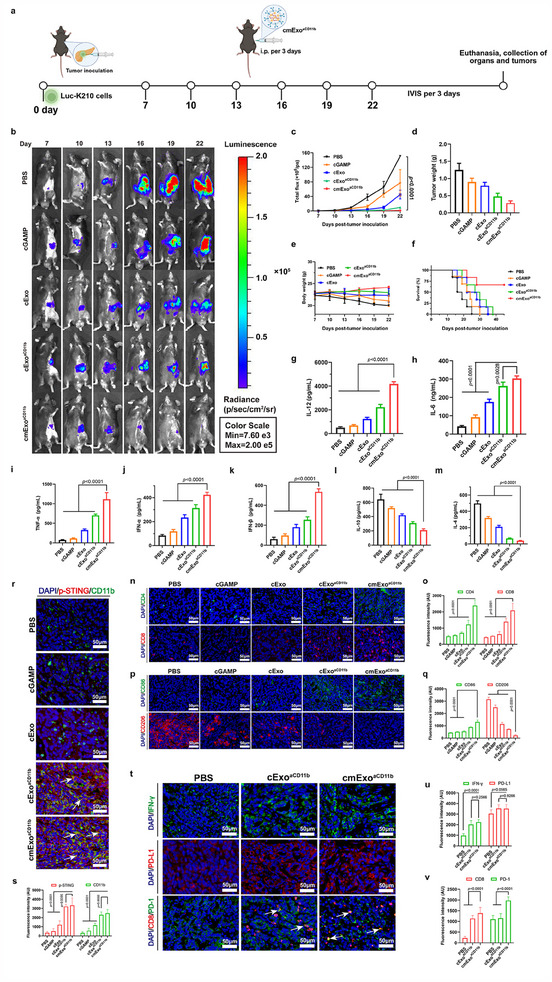
In vivo evaluation of cmExo^aCD11b^ for pancreatic cancer immunotherapy. a) Schematic representation of the cancer therapeutic process. Mice were subjected to IVIS monitoring and intraperitoneal injection at 3‐day intervals (*n* = 6). b,c) Representative IVIS images and quantified signal intensity of Luc‐K210 cells pancreatic tumors over 22 days. d) Tumor weight of mice in each group. e) Body weight changes of mice monitored over a 22‐day period. f) Survival rates of mice in each experimental group monitored over 45 days, with survival curves generated accordingly. g–m) Serum levels of cytokines IL‐12, IL‐6, TNF‐α, IFN‐α, IFN‐β, IL‐10, and IL‐4 evaluated by ELISA (*n* = 3). n) Immunofluorescence staining of CD4^+^ and CD8^+^ T cells in tumor tissues. Scale bar: 50 µm. o) Quantification of average fluorescence intensity for CD4 and CD8 T cells. p) Immunofluorescence staining of CD86 and CD206 in tumor tissues. Scale bar: 50 µm. q) Quantification of average fluorescence intensity for CD86 and CD206 cells. r) Immunofluorescence staining of p‐STING in CD11b^+^ cells within tumor tissues. Arrow: p‐STING co‐localized with CD11b. Scale bar: 50 µm. s) Quantification of average fluorescence intensity for p‐STING and CD11b protein. t) Immunofluorescence staining of IFN‐γ and PD‐L1 in tumor tissues. PD‐1 expression in CD8^+^ T cells within tumor samples was investigated. Arrow: PD‐1 co‐localized with CD8. Scale bar: 50 µm. u,v) Quantification of average fluorescence intensity for IFN‐γ, PD‐L1, CD8, and PD‐1 expression. All data are presented as mean ± s.d.; statistical significance was calculated by one‐way ANOVA followed by Tukey’s multiple comparisons test (c‐m, o, q, s, u, v).

Next, to elucidate the molecular mechanism underlying cmExo^aCD11b^‐mediated tumor eradication, we performed immunofluorescence analysis of tumor tissues 22 days post‐administration. The results showed that cmExo^aCD11b^ effectively activated the STING pathway in vivo. Moreover, co‐localization analysis of CD11b with phospho‐STING (p‐STING) demonstrated that STING pathway activation predominantly occurs in CD11b‐positive cells (Figure 4r,s). Various reports have confirmed that activation of the STING signaling stimulates the release of IFN‐γ from APCs, which subsequently induces PD‐L1 expression in tumor cells, facilitating tumor immune escape from T cell eradication.^[^ ^20^, ^21^, ^22^ ^]^ Consistent with these findings, our results showed a significant enhancement in IFN‐γ expression in the cExo^aCD11b^ group (Figure 4t). Correspondingly, PD‐L1 expression was notably increased in the tumor tissue following cExo^aCD11b^ treatment (Figure 4t–v). A similar trend in both IFN‐γ and PD‐L1 expression was recorded in the cmExo^aCD11b^ group, compared to cExo^aCD11b^ treatment. Moreover, in the cmExo^aCD11b^ group, an enhanced expression of PD‐1 on CD8^+^ T cells was observed within the TME. Based on these findings, cmExo^aCD11b^ exhibits significant potential for tumor elimination by facilitating the repolarization of M2 macrophages into M1 phenotype within the TME.

### 2.4 cmExo^aCD11b^ Causes Reorganization of Macrophages in the TME

To investigate the immune landscape modulated by the cmExo^aCD11b^ platform and its influence on the TME, single‐cell RNA sequencing (scRNA‐seq) technology was employed to delineate cell‐type‐specific transcriptional profiles within the TME of mice subjected to different treatments. 

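For each treatment, tumor-infiltrating cells of 3 mice were pooled 48 h after treatment and sequenced as 1 droplet library (10x Genomics). One library came from mice given PBS and the other from mice given cmExo aCD11b, which carried 5 µg of cGAMP per mouse. The authors deposited the count of unique molecular identifiers (UMIs) per gene and droplet barcode, without normalization and with empty droplets included. The PBS library held 67143628 UMIs over 644248 barcodes, and the cmExo aCD11b library held 81288480 UMIs over 723594 barcodes. Both listed the same genes by symbol and Ensembl identifier. The files name no genome build, so no coordinates are given. Barcodes were called as cells when they held more UMIs than the 99th percentile of the 3000 largest barcodes divided by 10. Barcodes with at least 500 UMIs were also called when they differed from the empty-droplet profile in a multinomial test with 10000 simulations, at a false discovery rate of 0.01. Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept, and the cells with the highest Scrublet scores were removed up to the expected share of doublets. Both libraries were then clustered together on the first 18 principal components of 2000 variable genes, and clusters were named by lists of marker genes. These names were rebuilt from the counts, so a difference from the study may come from them. With 1 library per condition, no difference has a replicate check and no test between the treatments was possible. Shares of cells are therefore given with exact Clopper-Pearson 95% intervals, and expression as CPM, the UMIs of a gene scaled to all UMIs of a class, with exact Poisson 95% intervals. Ratios are those of cmExo aCD11b to PBS, with exact conditional 95% intervals. All of these intervals cover counting error only.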

Approximately 7800 individual immune cells derived from pancreatic tumors, with 3 mice per treatment condition, were analyzed using scRNA‐seq. 

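In the PBS library, 2407 barcodes passed the ranked-UMI cut-off and 5301 more passed the test against empty droplets, which gave 7708 called cells. In the cmExo aCD11b library the corresponding numbers were 2769, 5135 and 7904. After the filters on genes and mitochondrial UMIs, 7262 and 7540 cells remained. Of these, 422 PBS cells and 455 cmExo aCD11b cells were removed as doublets, the 5.81% and 6.03% with the highest scores. Scrublet's automatic thresholds, 0.544 and 0.553, marked 0 cells in either library, so the automatic step had not worked. The kept cells numbered 6840 in PBS and 7085 in cmExo aCD11b, 13925 in all. Their median depth was 3459 UMIs and 1253 genes in PBS against 4103 UMIs and 1525 genes in cmExo aCD11b. Free RNA was estimated at 6.43% of the UMIs of cells in PBS and 7.25% in cmExo aCD11b, from genes of neutrophils and B cells found in other classes. Of the alternatives tried, the ranked-UMI cut-off alone moved the numbers most, to 2333 PBS cells and 2707 cmExo aCD11b cells.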

The t‐distributed stochastic neighbor embedding (t‐SNE) projection showed 8 distinct cell clusters identified through unsupervised clustering. These clusters included various immune cell types, including monocytes, macrophages, CD4^+^ T cells, CD8^+^ T cells, dendritic cells (DCs), NK cells, and B cells (**Figure** **5**a). 

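Leiden clustering at resolution 1.0 gave 18 clusters. The marker lists named 16 of them, which fell into 9 classes, and 2 remained unnamed. Of the named clusters, 7 were neutrophil-like and 2 were T-lineage. The unnamed clusters held 417 PBS cells (6.10% of that library, 5.54 to 6.69%) and 642 cmExo aCD11b cells (9.06%, 8.40 to 9.75%). Genes of neutrophil precursors were among the leading genes of both, Camp in one and Elane in the other, but their cells are not counted as neutrophil-like. Between 15.3% and 80.6% of a cluster's cells came from the cmExo aCD11b library, against 50.9% of all cells, and a cluster mostly of 1 library may be that library, not a type.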

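The genes named for these types were looked up in each class after every cell was thinned to 1000 UMIs. Cd3e had a UMI in 35.0% (32.7 to 37.4%) of T-lineage cells, with a median of 3004 UMIs before thinning, against 0 of 137 NK-like cells (up to 2.66%, median 3344 UMIs). Within the T lineage, Cd4 was detected in 20.3% of CD4 T-like and 2.56% of CD8 T-like cells, and Cd8a in 4.83% and 23.7%, at median depths of 3258 and 3030 UMIs. H2-Aa was found in 86.2% of DC-like cells, but also in 81.5% of B-like cells, and its CPM was 7625 and 2954. Itgax was found in 11.4% of DC-like cells (148 CPM) and in 0.178% of B-like cells (1.72 CPM). Cd79a, taken for the Cd79d that the study names, and Ly6d were found in 62.9% and 41.9% of B-like cells, against 0.358% and 0.299% of T-lineage cells. Klrb1c was found in 53.3% of NK-like and 1.61% of T-lineage cells.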

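Of the 6840 PBS cells and 7085 cmExo aCD11b cells, T-lineage cells made up 8.07% (7.44 to 8.74%) and 19.1% (18.2 to 20.1%), a ratio of 2.37 (2.15 to 2.62). Monocyte-like cells made up 2.50% (2.14 to 2.90%) in PBS and 6.69% (6.12 to 7.30%) in cmExo aCD11b. Macrophage-like cells went the other way, from 8.46% (7.82 to 9.15%) to 1.98% (1.67 to 2.33%), a ratio of 0.233 (0.193 to 0.281). The share of DC-like cells was 1.13% and 2.48% (ratio 2.21, 1.68 to 2.92), and that of NK-like cells 0.439% and 1.62% (ratio 3.70, 2.46 to 5.73). B-like cells did not differ beyond counting error, with 4.42% and 4.47% (ratio 1.01, 0.863 to 1.19). Neutrophil-like cells were the largest class in both libraries and fell from 67.1% to 51.5% (ratio 0.768, 0.735 to 0.802). Their clusters did not change alike, with ratios from 0.175 to 4.005, so the fall of the class also holds a shift between its clusters. With cells called by the ranked-UMI cut-off alone, the ratio was 0.816 (0.621 to 1.07) for T-lineage and 1.08 (1 to 1.16) for neutrophil-like cells, so neither difference remained beyond counting error. It was then 0.107 for macrophage-like, 2.07 for monocyte-like, 1.45 for DC-like and 0.550 (0.391 to 0.769) for B-like cells, so that B-like cells were no longer level. Over cells other than neutrophil-like, the ratio was 1.61 for T-lineage, 1.82 for monocyte-like and 0.688 (0.586 to 0.808) for B-like cells.

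**Figure D1:**
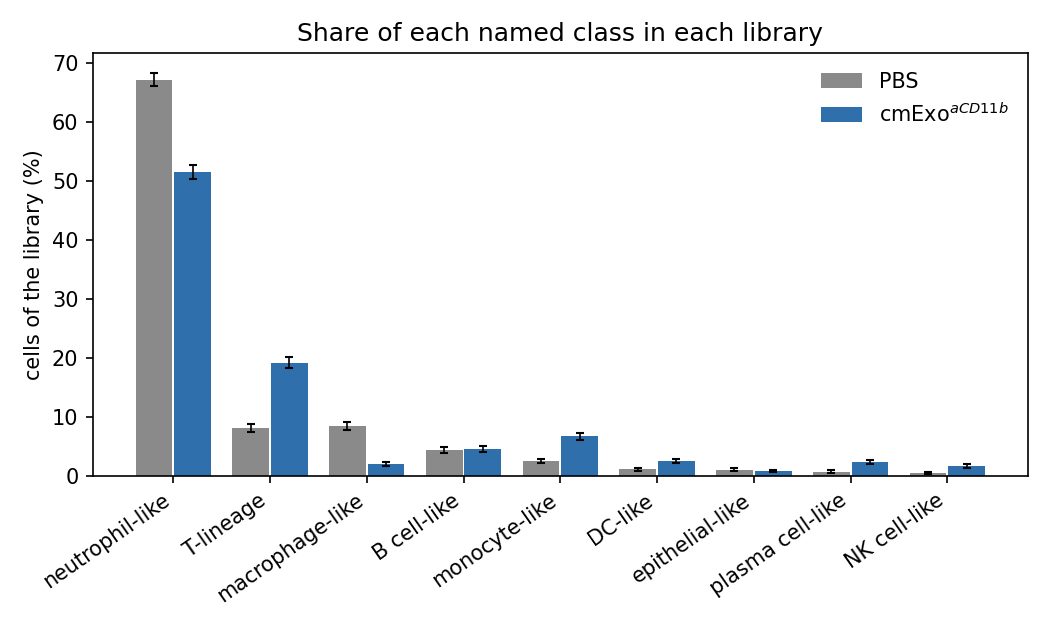
Share of each named class among the kept cells of each library, in percent, with exact Clopper-Pearson 95% intervals (counting error only, 1 library per condition). Neutrophil-like cells lead in both libraries, at 67.1% and 51.5%, and macrophage-like cells are the class with the lowest ratio, 0.233.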

Applying the aforementioned immune cells to the treatment groups, it is observed that almost all of them presented a significant enhance in number following cmExo^aCD11b^ induction (Figure 5b). 

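Macrophages were defined in the study by Adgre1 and Itgam. Both genes were found in the macrophage-like class (Adgre1 123 CPM, Itgam 415 CPM) and in the monocyte-like class (53.8 and 343 CPM). In neutrophil-like cells Adgre1 was at 13.2 CPM, although Itgam was at 492 CPM. The macrophage-like and monocyte-like classes were therefore pooled, a choice made after the classes had been seen, which gave 750 PBS cells and 614 cmExo aCD11b cells. Subclusters with at least 2 listed markers of other cell types among their leading genes, and more of these than of their own, were then removed, which took out 76 PBS cells (1.11% of the library) and 157 cmExo aCD11b cells (2.22%). The 674 PBS cells and 457 cmExo aCD11b cells that remained were clustered again on their own, at the lowest resolution (0.4) that gave 6 subclusters.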

Next, focusing on macrophages, they were further categorized into 6 distinct subclusters, allowing for a detailed examination of their phenotypic changes (Figure 5c). Following cmExo^aCD11b^ treatment, clusters Mac_2, Mac_3, Mac_5, and Mac_6 were predominantly enriched and significantly upregulated (Figure 5d,e). These clusters were further characterized based on marker genes associated with M1 and M2 phenotype macrophages (Figure 5f). Specifically, Mac_1, Mac_4, and Mac_6 were predominantly defined as M2 phenotype macrophages, whereas Mac_2, Mac_3, and Mac_5 were identified as M1 phenotype macrophages. 

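Interferon-stimulated genes were among the leading genes of the largest subcluster, and genes of this kind differed between the libraries in several classes. The cells were therefore also clustered without the 108 genes that were at least 2-fold higher, and the 19 that were at least 2-fold lower, in 3 or more of 5 classes. This gave 6 subclusters of 626 PBS cells and 451 cmExo aCD11b cells, of which 4 held more cmExo aCD11b than PBS cells. The share of the library's macrophage-like and monocyte-like cells rose in those 4 and fell in the other 2. The third subcluster rose from 9.42% of PBS cells to 28.8% of cmExo aCD11b cells, a ratio of 3.06 (2.23 to 4.23), and Isg15, Cxcl10 and Irf7 still were among its leading genes. The fourth rose from 13.9% to 22.2% (ratio 1.60, 1.19 to 2.15), the fifth from 9.42% to 16.9% (1.79, 1.26 to 2.56) and the sixth from 4.63% to 16.4% (3.54, 2.28 to 5.65). The sixth was unnamed and led by Camp, Ngp, Ltf and Elane, which are genes of neutrophil precursors and not of macrophages. The first subcluster fell from 31.9% to 8.43% (ratio 0.264, 0.181 to 0.375) and the second from 30.7% to 7.32% (0.239, 0.160 to 0.347). The numbers of these subclusters cannot be matched to those of the study.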

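The paper uses CD86 and CD206 elsewhere as M1 and M2 markers but gives no list for naming the clusters, so lists were fixed for both. The M1 list included Cd86, Cd80, Nos2, Il1b, Tnf, Il6, Il12b, Cxcl9 and Cxcl10, and the M2 list held Mrc1, Arg1, Cd163, Retnla, Chil3, Il10, Mgl2 and Folr2. Each subcluster took the name of the list with the higher mean z-score, if at least 3 of its genes were found in at least 10% of the cells. With all genes in the clustering, subclusters 1, 2 and 5 were M1-like and subclusters 3 and 6 were M2-like. Subcluster 4 reached only 2 detected genes of its list and was left unnamed. Its leading genes Camp, Ngp, Ltf and Elane are those of neutrophil precursors, but the rule for removal kept it. The names are relative, since subcluster 1 had mean z-scores of −0.0502 for M1 and −0.135 for M2, and subcluster 6 of −0.397 and −0.177, all below average. Subcluster 1 held 273 of the 333 M1-like cells of the cmExo aCD11b library. Of the cells of subcluster 1, 94.8% belonged to the monocyte-like class, against 8.30% of subcluster 2 and 0.889% of subcluster 3.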

Notably, Mac_1 and Mac_4 appeared to play a significant role in cmExo^aCD11b^‐induced M1 macrophage infiltration. 

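M2-like cells numbered 227 of 674 in PBS and 47 of 457 in cmExo aCD11b, which is 33.7% (30.1 to 37.4%) and 10.3% (7.66 to 13.4%), a ratio of 0.305 (0.218 to 0.420). Most of them were in subcluster 3, with 188 PBS cells and 37 cmExo aCD11b cells (ratio 0.290, 0.198 to 0.415). With each cell classed on its own, the ratio of M2-like shares was much nearer to no difference, at 0.837 (0.703 to 0.993).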

Next, to explore the transcriptional dynamics underlying macrophage repolarization, we employed the Monocle2 trajectory analysis method. This approach revealed two distinct cell fates—M2 and M1—representing alternative polarization states (Figure 5g; Figure S22, Supporting Information). 

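Monocle2 was not run here, and cells were ordered instead by diffusion pseudotime with 10 components, rooted in the subcluster with the highest M2 score. The root fixes where the order starts, so the order is not evidence of a direction. M2-like cells had a median pseudotime of 0.0336 (quartiles 0.0207 and 0.0565), and M1-like cells one of 0.0930 (0.0697 and 0.113). When each cell was instead classed by the difference of its own 2 scores, the medians were 0.0857 and 0.0874. With the root in the single cell with the highest M2 score, this cell-by-cell difference reversed to −0.0034, and with 30 principal components to −0.0028.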

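By subcluster, the median pseudotime was 0.0277 in subcluster 3, the root, 0.0686 in subcluster 2, 0.0789 in subcluster 5, 0.111 in subcluster 1, 0.262 in subcluster 4 and 0.711 in subcluster 6. Subcluster 6, although named M2-like, therefore lay farthest from the root.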

Consistent with their phenotypic classification, Mac_1, Mac_4, and Mac_6 were localized closer to the M2 phenotype, whereas Mac_2, Mac_3, and Mac_5 were positioned closer to the M1 phenotype (Figure 5g,h). 

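PBS cells had a median pseudotime of 0.0687 and cmExo aCD11b cells one of 0.115. Of the 377 cells nearest the root, 55 (14.6%) came from the cmExo aCD11b library, against 257 (68.2%) of the 377 farthest from it.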

Notably, cmExo^aCD11b^ treatment induced a pronounced macrophage repolarization, driving a progressive shift from an M2‐dominated phenotype toward an M1‐dominated phenotype (Figure 5i). 

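Of the genes named in Fig. 5j, 6 were lower in the 377 cells farthest from the root than in the 377 nearest to it. Pdpn fell from 170 CPM (158 to 183) to 11.4 CPM (8.90 to 14.3), and Cacna1d from 204 to 39.1 CPM. Mmp12 fell from 913 to 31.6 CPM, Fmnl2 from 421 to 129 CPM, Creb5 from 389 to 47.0 CPM and Mtss1 from 209.6 to 44.5 CPM. S100a6 rose from 983 CPM (954 to 1013) to 1826 CPM (1793 to 1860), and mt-Cytb from 2384 to 3009 CPM. For mt-Co3 the values were 4241 CPM (4180 to 4303) and 4289 CPM (4239 to 4340), a difference within the counting intervals. Subclusters 4 (108 cells, led by genes of neutrophil precursors) and 6 (49 cells, named M2-like) had the highest median pseudotimes. These differences may therefore partly reflect such cells and not M1-like ones. Subcluster 1 (404 cells), next in median pseudotime, was 94.8% monocyte-like, while the root subcluster 3 was 99.1% macrophage-like. The differences may thus also be those between macrophage-like and monocyte-like cells.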

During this transition, genes exhibiting progressively increasing or decreasing expression patterns were observed, highlighting the dynamic regulation of macrophage polarization (Figure 5j). Furthermore, Gene Ontology (GO) enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed to delineate the biological processes involved in macrophage polarization. The results revealed a significant activation of immune‐related pathways during the transition from the M2 to the M1 phenotype, along with marked upregulation of inflammation‐associated regulatory networks (Figure S23, Supporting Information). Moreover, the percentage of M1 and M2 phenotype macrophages in each group was quantified by scRNA‐seq, which demonstrated a significant upregulation in the number of M1 macrophages within the TME following cmExo^aCD11b^ treatment (Figure 5k). 

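M1-like cells numbered 416 of 674 in PBS and 333 of 457 in cmExo aCD11b, which is 61.7% (57.9 to 65.4%) and 72.9% (68.5 to 76.9%). Because 1 of these subclusters was led in part by interferon-stimulated genes, the shares were compared in the clustering without the genes that differed between the libraries, where their ratio was 1.19 (1.02 to 1.37). Of all M1-like cells, 44.5% (40.9 to 48.1%) came from the cmExo aCD11b library, and of all M2-like cells 17.2% (12.9 to 22.2%), where 40.4% of the cells clustered came from it. Within the macrophage-like class alone, M1-like cells were 54.3% of 510 PBS cells and 54.4% of 103 cmExo aCD11b cells. With each cell classed on its own, M1-like cells were 44.8% (41.0 to 48.7%) in PBS and 53.8% (49.1 to 58.5%) in cmExo aCD11b, and after thinning to 1000 UMIs 42.8% and 50.1%. The mean M1 score itself fell there, from 0.0208 to −0.0307, while the mean M2 score fell more, from 0.0673 to −0.0993. With subcluster 4 left out, also chosen after the data had been seen, the ratio of M1-like shares was 1.35 (1.17 to 1.57). Across the alternatives, the percentage of M1-like cells from the cmExo aCD11b library ran from 19.2% with the macrophage-like cluster alone, chosen after the data had been seen, to 73.2% with 4 subclusters. The M1-like share was no longer higher with at most 10% mitochondrial UMIs (36.8%, ratio of shares 0.942) and with 30 principal components (37.0%, ratio 0.902). Nor was it when the interferon-stimulated, M1 and M2 lists were left out of the clustering, likewise chosen later (37.9%, ratio 0.846, 0.714 to 1). The percentage was 68.3% when the subclusters led by other cell types' markers were kept, an alternative chosen after the data had been seen. From its own percentages and from flow cytometry, the paper proposes that cmExo aCD11b polarizes M2 macrophages into the M1 phenotype.

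**Figure D2:**
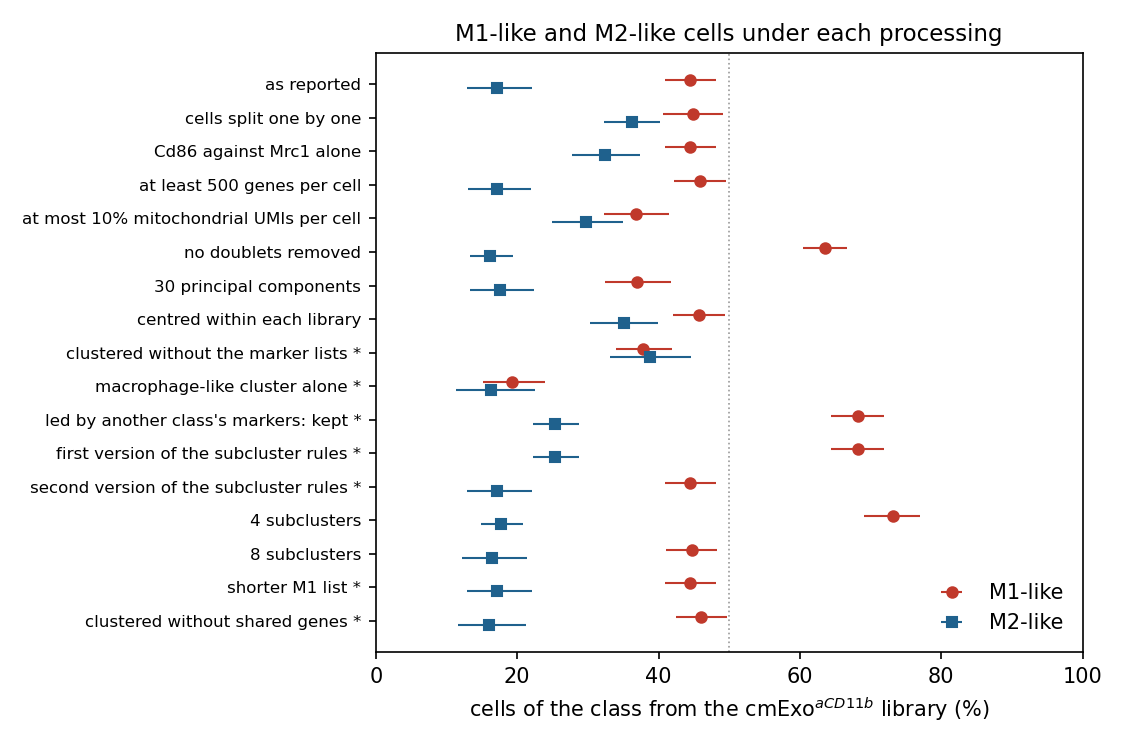
Percent of M1-like (red) and M2-like (blue) cells that came from the cmExo aCD11b library under each processing, with exact Clopper-Pearson 95% intervals; the dotted line marks equal numbers from both libraries and an asterisk marks a processing chosen after the data had been seen. M1-like cells lie between 19.2% and 73.2% and M2-like cells between 16.0% and 38.8%.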

Finally, to confirm the scRNA‐seq immunophenotype findings, we performed flow cytometry analysis on mouse pancreatic tumor samples. The results confirmed that cmExo^aCD11b^ treatment significantly enhanced the expression of CD86 protein and downregulated the level of CD206 protein, indicating effective reversal of the iTME (Figure 5l–n). Collectively, these results suggest that cmExo^aCD11b^ effectively reprograms the TME by inducing the polarization of M2 macrophages into M1 phenotype, thereby reversing its immunosuppressive state.

**Figure 5:**
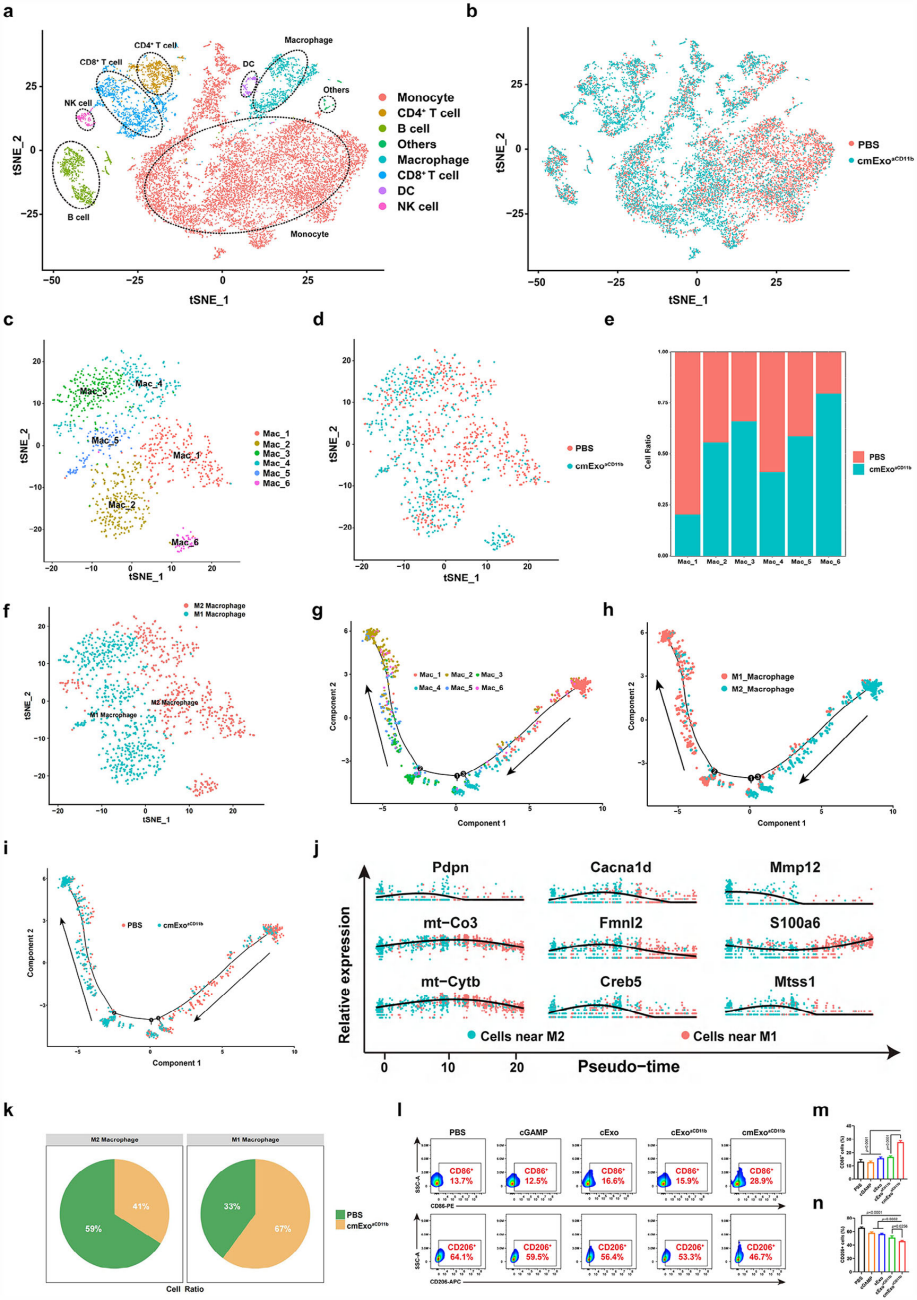
cmExo^aCD11b^ reprogram the macrophage phenotype in the TME. a) Unsupervised scRNA‐seq of pooled immune cells (*n* = 3 mice per group) obtained 48 h post‐treatment revealed 8 color‐coded cell clusters. b) t‐SNE visualization of all cells stratified by treatment group. c) t‐SNE subclustering of 6 color‐coded macrophage subsets combined from both treatment groups. d,e) t‐SNE plot, color‐coded by treatment (c) and bar plot (e) showing subpopulations of macrophages distinctly separated between PBS and cmExo^aCD11b^ treatment groups. f) t‐SNE plot illustrating the spatial distribution of M1 and M2 phenotype macrophage. g) Superimposition of macrophage subclusters (Mac_1 to Mac_6) on a pseudotime trajectory. h) Superimposition of macrophage subclusters (M1, M2) on a pseudotime trajectory. i) Superimposition of macrophage subclusters (PBS, cmExo^aCD11b^) on a pseudotime trajectory. j) Scatter plot showing the gene expression levels of transcription factors associated with M2 to M1 repolarization as a function of pseudotime, with each dot representing the expression of a single cell. k) scRNA‐seq‐based visualization illustrating the changes in M1 and M2 macrophage populations under different treatment groups. l) Flow cytometry analysis showing a significantly increase in the expression of CD86 protein, indicative of enhanced M1 phenotype macrophages following cmExo^aCD11b^ treatment. m,n) Quantitative analysis of the proportion of CD86^+^ cells and CD206^+^ cells within mouse tumor tissue. All data are presented as mean ± s.d. (*n* = 3); Statistical significance was calculated by one‐way ANOVA followed by Tukey’s multiple comparisons test.

### 2.5 cmExo^aCD11b^ Promotes Cytotoxic Effects CD8^+^ T Cells

In addition to its functions on macrophages, cmExo^aCD11b^ significantly expanded distinct subpopulations of CD8^+^ T cells infiltrating the TME, as revealed by scRNA‐seq analysis. 

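T-lineage cells were clustered again at resolution 2.0, and each subcluster was called CD8 T-like or CD4 T-like by the share of its cells with a Cd8a or Cd8b1 UMI or with a Cd4 UMI. CD8 T-like cells numbered 193 in PBS (2.82% of the library, 2.44 to 3.24%) and 731 in cmExo aCD11b (10.3%, 9.62 to 11.1%), a ratio of 3.66 (3.12 to 4.31). Subclusters in which neither lineage prevailed were left out and held 105 PBS cells (1.54%) and 75 cmExo aCD11b cells (1.06%). Subclusters led by markers of other cell types were also left out, with 9 PBS cells (0.132%) and 73 cmExo aCD11b cells (1.03%). With the ranked-UMI cut-off alone, which moved this ratio most, it was 0.997.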

CD8^+^ T cells were categorized into 8 distinct subcellular clusters (**Figure** **6**a). Compared to PBS group, all CD8^+^ T cell subpopulations were markedly increased following cmExo^aCD11b^ treatment (Figure 6b,c). 

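The 8 subclusters were likewise formed without the genes that differed between the libraries, over 191 PBS cells and 707 cmExo aCD11b cells. Most cells of each subcluster came from the cmExo aCD11b library, from 62.5% (35.4 to 84.8%) in the smallest, with 6 and 10 cells, to 90.3% in the fourth. As a share of the library's CD8 T-like cells, the fourth subcluster rose from 5.76% to 14.4% (ratio 2.51, 1.34 to 5.18). The seventh, which had the exhausted profile, fell from 12.6% to 5.94% (ratio 0.473, 0.280 to 0.816). In the other 6, the interval of the ratio included 1. The third was still led by interferon-stimulated genes, among them Ifit2, Ifit1 and Isg15, although these had been left out of the clustering.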

Notably, CD8T_5 subcluster demonstrated the most significant activation upon cmExo^aCD11b^ induction. Within this subpopulation, genes such as Gm42418, Gm44174, Ahnak, and Lars2, which are associated with enhanced cell activation, migration, and effector functions, were highly expressed (Figure 6d). Moreover, based on the functional marker genes of CD8^+^ T cells, these cells were further categorized into five classes: CD8T Naïve (Ccr7, Lef1, Sell), CD8T Cytotoxic (Gzma, Gzmb, Gzmk), CD8T Exhausted (Lag3, Pdcd1, Havcr2, Tigit), CD8T Memory (Il2rb, Cxcr3, Gzma), and CD8T Proliferating (Mki67, Top2A, Stmn1) (Figure 6e). Similarly, in the reclassified subgroups, all subpopulation were also upregulated following cmExo^aCD11b^ induction (Figure 6f). 

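The subcluster meant could not be identified from the counts, so the 4 genes were measured over all CD8 T-like cells. Gm42418 was at 2698 CPM (2600 to 2798) in PBS and 3585 CPM (3513 to 3658) in cmExo aCD11b, a ratio of 1.33 (1.27 to 1.39). Its level in empty droplets was higher still and rose from 7668 to 13269 CPM. Ahnak rose from 239 CPM (210.2 to 269.8) to 326 CPM (304 to 348), a ratio of 1.37 (1.19 to 1.58). Gm44174 went from 154 to 177 CPM (ratio 1.15, 0.960 to 1.38) and Lars2 from 115 to 132 CPM (ratio 1.15, 0.934 to 1.43), differences within counting error. Lars2, too, was more abundant in empty droplets, at 388 and 817 CPM. Under the alternatives, the ratio of Lars2 ranged from 0.819 to 1.11 and that of Gm44174 from 0.912 to 1.16, on both sides of 1.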

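With the subclusters of all genes named by these lists, naive cells were 14.0% of PBS and 10.7% of cmExo aCD11b CD8 T-like cells (27 and 78 cells, ratio 0.763, 0.487 to 1.23). Exhausted cells were 11.9% and 5.47% (23 and 40 cells, ratio 0.459, 0.268 to 0.803), and proliferating cells 7.25% and 4.24% (14 and 31 cells, ratio 0.585, 0.302 to 1.19). In each of these classes most cells came from the cmExo aCD11b library, with 74.3% of naive, 63.5% of exhausted and 68.9% of proliferating cells. One of the cytotoxic subclusters was led by interferon-stimulated genes, so the cytotoxic share was compared only in clusterings without such genes, both chosen after the data had been seen. Its ratio was 1.24 (0.971 to 1.59) without the genes that differed between the libraries, although interferon-stimulated genes still led 1 cytotoxic subcluster, and 1.41 (1.09 to 1.86) without the interferon-stimulated, M1 and M2 lists. No subcluster took the memory name, and 1 remained unnamed, with 28 PBS cells and 84 cmExo aCD11b cells.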

Next, we generated a heatmap to visualize the highly expressed genes in the CD8T subpopulation between the PBS and cmExo^aCD11b^ groups (Figure 6g). Notably, Gzma, Gzmb, and Il2rb were highly expressed in the CD8T Cytotoxic subpopulation after cmExo^aCD11b^ induction. These genes are involved in cell killing and proliferative capacity, and their elevated expression reflects a strong activation and enhanced cytotoxicity of CD8T Cytotoxic cells. Similarly, Mki67, a gene associated with cell proliferation, was also significantly upregulated upon cmExo^aCD11b^ induction, suggesting higher levels of cell cycle‐related transcript expression. Furthermore, we applied Monocle2 to analyze CD8^+^ T cells, revealing a trident trajectory map (Figure 6h,i). 

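Over all CD8 T-like cells, Gzma (ENSMUSG00000023132) was at 633 CPM (586 to 682) in PBS and 1823 CPM (1771 to 1875) in cmExo aCD11b, a ratio of 2.88 (2.66 to 3.13). Gzmb (ENSMUSG00000015437) was at 692 CPM (643 to 743) and 1143 CPM (1102 to 1185), a ratio of 1.65 (1.53 to 1.79). Il2rb (ENSMUSG00000068227) was at 258 CPM (229 to 291) and 259.8 CPM (241 to 280.1), a ratio of 1.01 (0.873 to 1.16), so no difference was detectable at this depth. In the cytotoxic subclusters, which Gzma and Gzmb themselves helped to name, the ratios were 2.53 (2.30 to 2.79) and 2.32 (2.05 to 2.64), and Il2rb rose from 169 to 269.7 CPM (ratio 1.60, 1.25 to 2.08). In empty droplets Gzma rose as well, from 31.2 to 114 CPM, and Gzmb from 34.8 to 96.0 CPM, levels far below those in CD8 T-like cells. Across the alternatives, the ratio of Gzma ranged from 2.73 to 4.24 and that of Gzmb from 1.18 to 2.36. The paper reasons that the higher expression of these genes reflects stronger activation and cytotoxicity, and with flow cytometry concludes that cmExo aCD11b enhances CD8+ T cells and their killing ability.

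**Figure D3:**
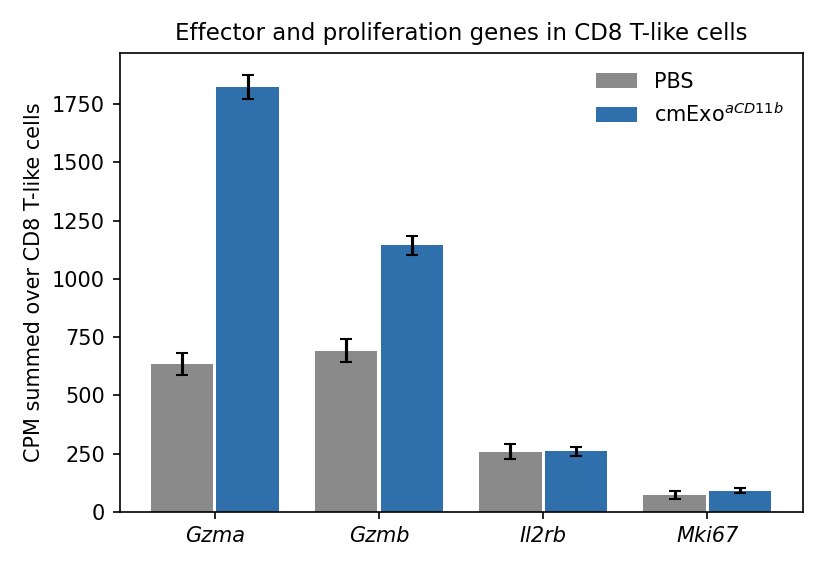
CPM summed over 193 PBS and 731 cmExo aCD11b CD8 T-like cells, with exact Poisson 95% intervals (counting error only, 1 library per condition). Gzma and Gzmb are higher in cmExo aCD11b, Il2rb is level, and the intervals of Mki67 overlap.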

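Mki67 (ENSMUSG00000031004) was at 72.1 CPM (56.9 to 90.1) in PBS and 91.2 CPM (80.0 to 104) in cmExo aCD11b CD8 T-like cells, a ratio of 1.27 (0.975 to 1.66), which is within counting error. Its ratio ranged from 0.665 to 2.54 under the alternatives and was above 1 in 6 of 8. In empty droplets Mki67 rose from 80.4 to 149.8 CPM (ratio 1.86), above its level in these cells in both libraries. Free RNA is therefore not ruled out for the small rise. In the cytotoxic subclusters, 11 and 39 UMIs gave a ratio of 0.924 (0.464 to 2). In the proliferating subcluster, which Mki67 helped to name, it rose from 282 CPM over 14 cells to 669 CPM over 31 cells (ratio 2.37, 1.70 to 3.36). Cd4 was at 81.6 and 162 CPM in this subcluster, against 39.6 CPM over all CD8 T-like cells, so it may include CD4 cells.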

Consistent with the t‐SNE subpopulation analysis, most CD8T Naïve cells were found to occupy the initial stage of the trajectory. 

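Diffusion pseudotime was rooted in the naive CD8 subcluster, which had a median of 0.108 (quartiles 0.0604 and 0.155). All other CD8 subclusters had medians of at least 0.381. When each cell was classed on its own, naive cells had a median of 0.289 (0.129 and 0.383).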

As the trajectory progresses, CD8T cells gradually transition to the CD8T Cytotoxic phenotype, which is responsible for eliminating tumor cells. Ultimately, this population differentiates into two branches: CD8T Proliferating and CD8T Memory. 

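Along the same order, the medians were 0.414 for cytotoxic, 0.536 for exhausted and 0.806 for proliferating subclusters. Memory cells, which could be classed only cell by cell, had a median of 0.399 against 0.431 for cytotoxic cells classed in that way. With 30 principal components, the exhausted subclusters came before the cytotoxic ones, with a difference of −0.307 in place of a positive one. A branching of the order was not tested.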

From these findings, we infer that CD8^+^ T cells within the TME play a critical role in tumor eradication following their conversion into cytotoxic T lymphocytes. Subsequently, these cells differentiated into CD8T cell proliferating and CD8T cell memory subsets, which collectively facilitate the amplification and establishment of CD8^+^ T cell immune memory. Finally, to validate the immunophenotype identified by scRNA‐seq, we employed flow cytometry to detect the expression of CD8^+^ T cells in tumors and spleen. 

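For scRNA-seq alone, T-lineage cells were also gated one by one, on a Cd8a or Cd8b1 UMI and no Cd4 UMI. This gave 172 PBS cells and 447 cmExo aCD11b cells, so that 72.2% (68.5 to 75.7%) came from the cmExo aCD11b library, against 79.1% (76.4 to 81.7%) of CD8 T-like cells named by subcluster. A further 220 PBS cells and 615 cmExo aCD11b cells had no UMI of Cd4, Cd8a or Cd8b1, and 8 and 16 had UMIs of both lineages.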

The results were consistent with those obtained from scRNA‐seq (Figure 6j–l; Figure S24, Supporting Information). Based on these findings, we can conclude that cmExo^aCD11b^ enhances the expression of CD8^+^ T cells as well as their killing ability, which in turn modulates the TME.

**Figure 6:**
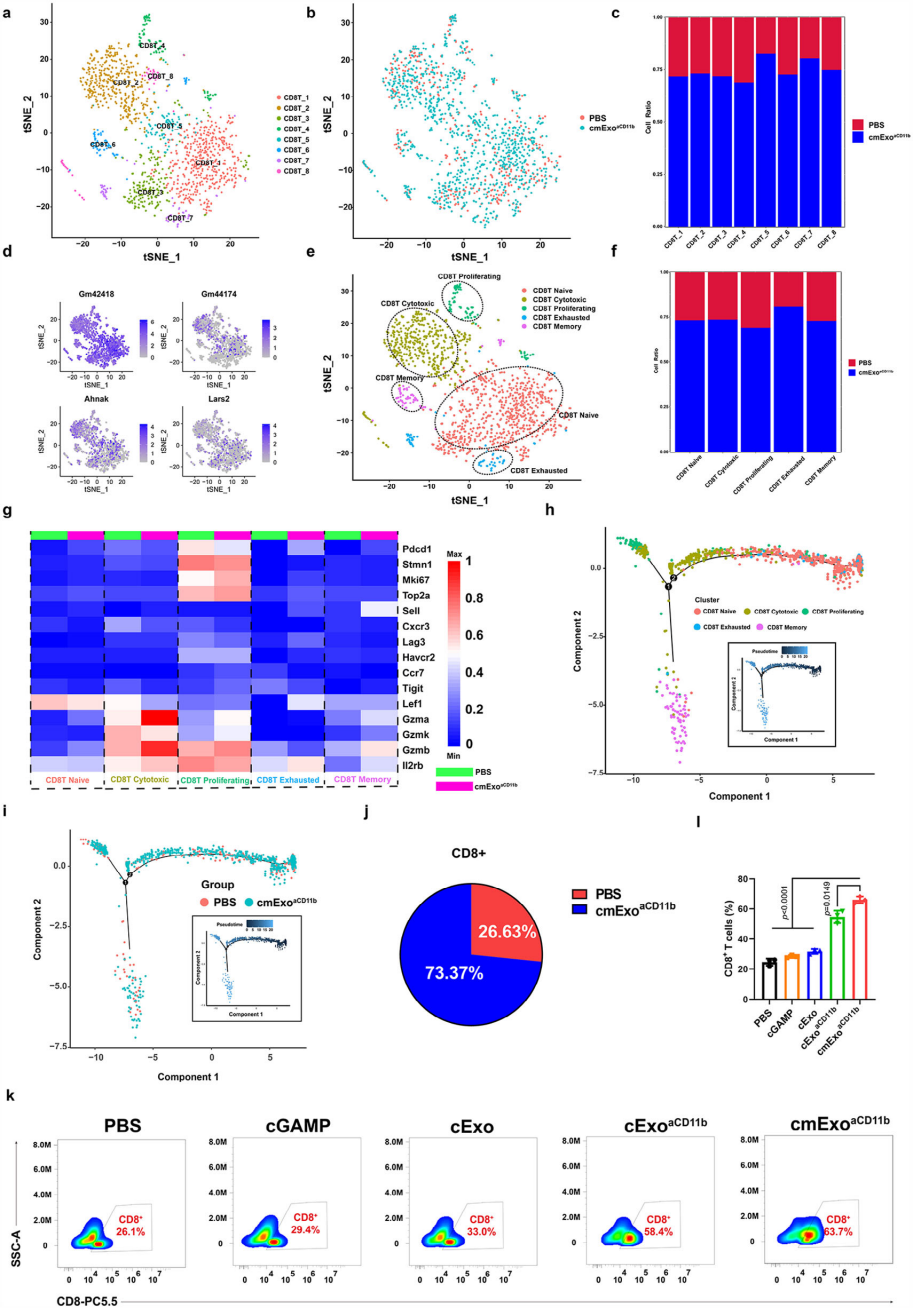
cmExo^aCD11b^ enhances CD8^+^ T cell functionality, promoting cytotoxic T lymphocyte (CTL) generation and immune memory formation in the TME. a) t‐SNE projection of CD8^+^ T cells, color‐coded by subpopulations. b) t‐SNE plot showing the separation of CD8T cell subpopulations between PBS and cmExo^aCD11b^ treatments. c) Proportional distribution of CD8T cell subpopulations (CD8T_1‐CD8T_8) following PBS or cmExo^aCD11b^ treatment. d) Gene expression patterns of Gm42418, Gm44174, Ahnak, Lars2 projected onto t‐SNE plots. e) t‐SNE plots showing CD8T cell subpopulations defined by distinct markers. f) Proportional distribution of CD8T cell subpopulation (CD8T Naïve, CD8T Cytotoxic, CD8T Exhausted, CD8T Memory, and CD8T Proliferating) under PBS or cmExo^aCD11b^ treatments. g) Heatmap of differentially expressed genes in CD8T cell subpopulations following PBS or cmExo^aCD11b^ treatment. h) Pseudotime trajectory mapping of CD8T subclusters (CD8T_1‐CD8T_8). i) Pseudotime trajectory mapping of CD8T subpopulations (PBS, cmExo^aCD11b^). j) Schematic representation of CD8^+^ T cell population changes under different treatment conditions, based on scRNA‐seq results. k) Representative flow cytometry results showing a significantly increase in CD8^+^ T cell infiltration in tumor issues after treating by cmExo^aCD11b^. l) Statistical analysis of the proportion of CD8^+^ T cells in mouse tumors. All data are presented as mean ± s.d. (*n* = 3); Statistical significance was calculated by one‐way ANOVA followed by Tukey’s multiple comparisons test.

### 2.6 cmExo^aCD11b^ Regulates CD4^+^ T Cells and DCs to Enhance Immune Response

To investigate the role of CD4^+^ T cells within the TME, we also performed scRNA‐seq analysis of CD4^+^ T cells (Cd4). 

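CD4 T-like cells numbered 245 in PBS (3.58% of the library, 3.15 to 4.05%) and 477 in cmExo aCD11b (6.73%, 6.16 to 7.34%). The ratio of these shares was 1.88 (1.61 to 2.20), and 0.490 with the ranked-UMI cut-off alone, the alternative that moved it most.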

The scRNA‐seq results identified 5 distinct CD4^+^ T cell subpopulations (**Figure** **7**a). Notably, the CD4T_4 and CD4T_2 subpopulations were significantly downregulated, whereas the CD4T_3 subpopulations were upregulated. 

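Interferon-stimulated genes led one of the 5 CD4 subclusters, so their sizes were compared after clustering without the genes that differed between the libraries, over 265 PBS cells and 485 cmExo aCD11b cells. The first subcluster fell from 38.9% to 28.9% of CD4 T-like cells (ratio 0.743, 0.572 to 0.967), and the fifth rose from 3.40% to 8.66% (ratio 2.55, 1.22 to 5.96). In the second (ratio 1.13), the third (1.42) and the fourth (0.770) the intervals included 1. Most cells of every one of these 5 subclusters came from the cmExo aCD11b library, from 57.6% to 82.4%.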

The remaining subpopulations were unaffected following cmExo^aCD11b^ induction (Figure 7b). These findings suggest that cmExo^aCD11b^ mainly modulates CD4^+^ T cells function through its effects on the CD4_2, CD4_3, and CD4_4 subpopulations. Next, CD4^+^ T cells were further classified into 5 subpopulations based on functional marker gene: CD4T Exhausted (Lag3, Pdcd1, Havcr2, Tigit), CD4T Memory (Il2rb, Cxcr3, Gzma), CD4T Treg (CTLA4, Foxp3, Il2ra), CD4T Naïve (Ccr7, Lef1, Sell), and CD4T Proliferating (Mki67, Top2A, Stmn1) (Figure 7c). By comparing Figure 7a,c, and analyzing the spatial location of subpopulations and their marker genes in the t‐SNE map, CD4T_4 was identified as a CD4T Treg subpopulation. This finding suggests that the cmExo^aCD11b^ treatment can reduce the abundance of CD4T Treg in the TME. Furthermore, CD4T Treg modulates Treg function by altering the expression of Il2rb and cxcr3 following cmExo^aCD11b^ induction (Figure 7d). 

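By its markers Ctla4, Foxp3 and Il2ra, the fifth of the 5 CD4 subclusters was Treg-like, whereas the other 4 had too few detected markers to be named. With all genes in the clustering, the Treg-like subcluster held 6 of 245 PBS cells (2.45%, 0.904 to 5.25%) and 38 of 477 cmExo aCD11b cells (7.97%, 5.70 to 10.8%), a ratio of 3.25 (1.36 to 9.42). Foxp3 had 1 and 30 UMIs in it. Among all T-lineage cells, its leading genes Frmd5, Ikzf2 and Itgb8 led a subcluster together with Foxp3. Its leading genes Tnfsf8, Gpm6b, Eea1 and Cd83 led another, without Foxp3 among the leading genes. It may therefore hold cells other than Tregs. The fourth subcluster also scored highest for Treg, with 2 detected markers and a mean z-score of 0.0577 against 1.5 in the fifth. It fell from 22.0% to 14.5% (ratio 0.656, 0.453 to 0.955), the direction the paper states for Tregs. With each cell classed by its highest marker score, Treg-like cells were 15.5% (11.2 to 20.7%) and 17.6% (14.3 to 21.3%), a ratio of 1.14 (0.765 to 1.71), which includes no difference. Under the alternatives set for it, the ratio stayed between 1.14 and 3.64.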

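In the Treg-like subcluster, Il2rb had 3 UMIs in PBS and 62 in cmExo aCD11b, a ratio of 1.98 (0.645 to 9.84), and Cxcr3 had 2 UMIs in each, a ratio of 0.0956 (0.00693 to 1.32) at the unequal depth, so neither difference was detectable at this depth. In Treg-like cells classed one by one, the ratio was 0.903 (0.615 to 1.34) for Il2rb and 0.922 (0.367 to 2.51) for Cxcr3, the latter from 8 and 15 UMIs. Both genes are on the memory list, so the classing itself limits their level in these cells. Over all CD4 T-like cells, Cxcr3 fell from 183 CPM (156 to 213) to 125 CPM (109 to 143), a ratio of 0.683 (0.556 to 0.841).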

The reduced expression of these genes inhibited the production of CD4T Treg, thereby mitigating Treg‐induced immunosuppression. Correspondingly, CD4T_3, was identified as CD4T Proliferating subpopulation. This subpopulation enhanced CD4^+^ T cell proliferation by upregulating the expression of Lag3, Il2ra, and Il2rb after cmExo^aCD11b^ induction (Figure 7d), thereby improving immune surveillance and facilitating a more effective attack on tumor cells. Similarly, CD4T_2 was identified as CD4T Memory subpopulation. These results suggest that cmExo^aCD11b^ treatment led to a reduction in CD4T Memory cell population, potentially due to the expansion of the immune response. Furthermore, we applied Monocle2 to analyze the temporal trajectory of CD4^+^ T cells. 

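No CD4 subcluster could be named proliferating. The T-lineage subcluster led by genes such as Ube2c, Stmn1 and Mki67 was called CD8 T-like as a whole. Of its 58 cells, 29.3% had a Cd4 UMI and 56.9% a Cd8a or Cd8b1 UMI, so proliferating CD4 cells may be counted there. Of the 61 PBS cells and 112 cmExo aCD11b cells classed as proliferating one by one, 29 and 37 held no UMI of Mki67, Top2a or Stmn1 and had the class only because all other scores were lower. The genes were therefore measured in the 32 and 75 cells that did hold one, a choice made after the data had been seen. There, Lag3 had 0 and 1 UMIs, both at or under the level of 3 counts below which no fold is given. Il2ra had 3 and 5 UMIs (ratio 0.732, 0.142 to 4.71), and Il2rb was at 149.5 and 155 CPM (ratio 1.03, 0.573 to 1.94). A single UMI is weak evidence of proliferation, and these counts are too few to read a direction. Lag3, Il2ra and Il2rb are also on the exhausted, Treg and memory lists, so a cell holding them tends to be classed elsewhere. Their levels in this class are therefore set in part by the classing. Over all CD4 T-like cells, Lag3 had 4 and 57 UMIs (ratio 7.30, 2.70 to 27.7), and Il2ra rose from 38.9 to 83.6 CPM (ratio 2.15, 1.48 to 3.21). Il2rb was level in them, at 219.9 and 222 CPM (ratio 1.01, 0.850 to 1.21).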

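Memory cells were classed one by one, since no CD4 subcluster took that name. They made up 24.5% (19.2 to 30.4%) of CD4 T-like cells in PBS and 24.1% (20.3 to 28.2%) in cmExo aCD11b, a ratio of 0.985 (0.714 to 1.37). Cells classed as proliferating that held a UMI of a listed marker made up 13.1% and 15.7% (ratio 1.20, 0.786 to 1.88), exhausted cells 14.7% and 14.0% (ratio 0.956, 0.628 to 1.48) and naive cells 20.4% and 20.8% (ratio 1.02, 0.717 to 1.46). None of these 4 ratios differed from 1 beyond counting error.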

The analysis showed that most CD4T naïve cells reside at the initial stage of differentiation. 

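Diffusion pseudotime of CD4 T-like cells was rooted in the subcluster with the highest naive score. That score was only 0.140, with 1 detected naive marker, and the subcluster was unnamed. The order may therefore not start in naive cells and cannot test such a start. With cells classed one by one, the median was 0.507 for memory, 0.546 for naive, 0.677 for Treg-like and 0.687 for exhausted cells. With the root in a single cell, Treg-like cells came before naive cells, by −0.0104. No order is read for proliferating cells, since many cells classed so held no UMI of a proliferation marker.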

As the trajectory progresses, these cells gradually differentiate into CD4T Tregs and CD4T exhausted cells, ultimately transforming into CD4T memory cells (Figure 7e,f). These results indicate that cmExo^aCD11b^ induction alleviates the depletion and functional inhibition of CD4^+^ T cells, facilitates the formation of CD4T memory cells, and mitigates the immunosuppressive effects of Tregs on anti‐tumor immunity. Additionally, scRNA‐seq results showed an upward trend in the number of CD4^+^ T cells following cmExo^aCD11b^ induction. 

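Of all CD4 T-like cells named by subcluster, 66.1% (62.5 to 69.5%) came from the cmExo aCD11b library, where 50.9% of all kept cells did. The direction reversed with the ranked-UMI cut-off alone, under which 36.2% came from that library.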

Consistent with these results, flow cytometry analysis of CD4^+^ T cells in mouse tumors and spleens confirmed a similar increase, further validating the impact of cmExo^aCD11b^ on CD4^+^ T cell dynamics (Figure S25, Supporting Information).

**Figure 7:**
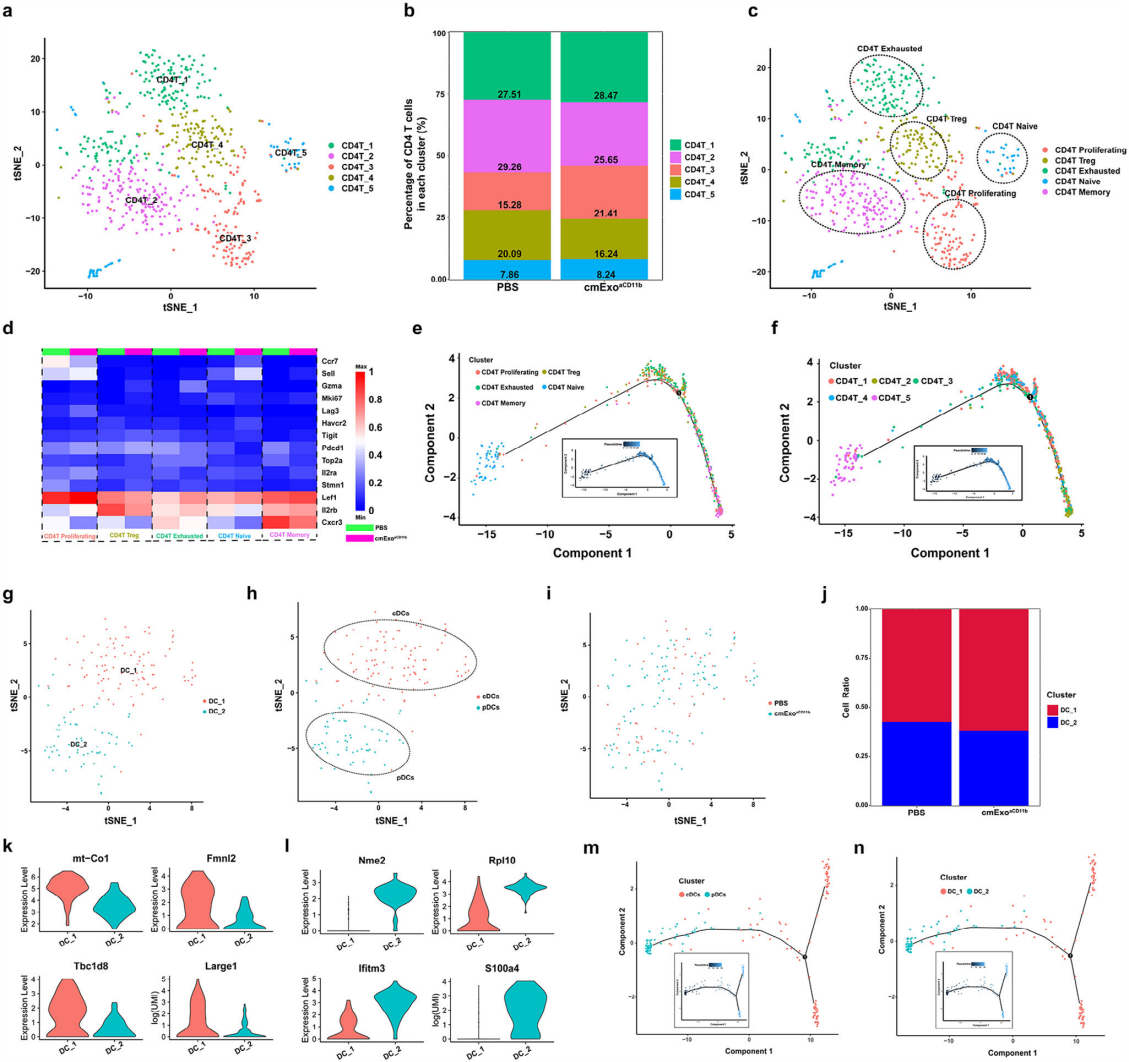
cmExo^aCD11b^ modulates functional CD4^+^ T cells and enhances the antigen‐presenting capability of DCs. a) t‐SNE projection map showing different color‐coded CD4^+^ T cell subpopulations. b) Percentage of CD4T_1 to CD4T_5 in PBS and cmExo^aCD11b^ treatment groups. c) t‐SNE plots showing CD4^+^ T cell subpopulations defined by distinct markers. d) Heatmap illustrating gene expression changes in different subpopulations following PBS and cmExo^aCD11b^ treatment. e. Pseudotime trajectory analysis of CD4T subpopulations (CD4T Exhausted, CD4T Memory, CD4T Treg, CD4T Naïve, CD4T Proliferating). f) Pseudotime trajectory analysis of CD4T subclusters (CD4T_1‐CD4T_5). g) t‐SNE projection map displaying different color‐coded DCs expressing H2‐Aa and Itgax. h) t‐SNE plots showing cell subpopulations defined by distinct markers. i) t‐SNE plot of all cells, color‐coded by treatment. j) The percentage of DC_1 to DC_2 in PBS and cmExo^aCD11b^ treatment groups. k,l) Violin diagram highlighting the top differentially expressed genes in DC_1 and DC_2 subpopulations. m) Pseudotime trajectory analysis of DCs subclusters (pDCs, cDCs). n) Pseudotime trajectory analysis of DCs subclusters (DC_1 to DC_2). All data are presented as mean ± s.d. (*n* = 3); Statistical significance was calculated by Student's t‐test or one‐way ANOVA followed by Tukey’s multiple comparisons test.

To investigate the mechanism of action of DCs after cmExo^aCD11b^ induction, we also conducted scRNA‐seq analysis to investigate the phenotypic changes in DCs (H2‐Aa, Itgax). 

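The DC-like class held 77 PBS cells and 176 cmExo aCD11b cells and was clustered again into 2 subclusters, at resolution 0.2. Neither could be named pDC or cDC, since each had only 1 detected gene of its best list (Siglech, Ccr9 and Bst2, or Xcr1, Fscn1 and Ccl22). One subcluster was led by Irf8 and Clec9a, with Xcr1 also among its leading genes. Clec9a and Xcr1 are on the list of conventional DC markers by which the whole class was named, so this subcluster is read as conventional DC and not as pDC. Over the whole class, Siglech had 0 UMIs in PBS and 32 in cmExo aCD11b, at least 4.72-fold higher, and Xcr1 rose from 26.2 CPM (16.6 to 39.3) to 46.4 CPM (37.4 to 56.8). Ccr9 had 5 and 24 UMIs (ratio 2.12, 0.794 to 7.13), and Bst2 rose by a ratio of 1.95 (1.66 to 2.31). Fscn1 fell from 47.8 to 31.2 CPM (ratio 0.653, 0.434 to 0.991) and Ccl22 from 49.0 to 19.7 CPM (ratio 0.401, 0.253 to 0.634). Within the subcluster led by Irf8 and Clec9a, Xcr1 went from 170 to 103 CPM (ratio 0.608, 0.382 to 1.007). Its rise over the class was therefore not seen there.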

DCs were categorized into 2 subpopulations, DC_1 and DC_2, which were further defined as plasmacytoid DCs (pDCs: Siglech, Ccr9, Bst2) and conventional DCs (cDCs: Xcr1, Fscn1, ccl22) based on functional marker genes (Figure 7g,h). The scRNA‐seq analysis showed distinct clustering patterns between the PBS and cmExo^aCD11b^ treatment groups, highlighting the impact of cmExo^aCD11b^ on DC subpopulation dynamics (Figure 7i). By comparing Figure 7g,h, DC_1 was identified as cDCs, while DC_2 was identified as pDCs. 

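The Clec9a-led subcluster held 14 of 77 PBS cells (18.2%, 10.3 to 28.6%) and 73 of 176 cmExo aCD11b cells (41.5%, 34.1 to 49.1%), a ratio of 2.28 (1.28 to 4.38). Clustered without the genes that differed between the libraries, its ratio was 2.32 (1.30 to 4.45). The ratio was no longer above 1 when cells were classed one by one by the 3 cDC genes against the 3 pDC genes. Then 59.7% (47.9 to 70.8%) of PBS and 45.5% (38.0 to 53.1%) of cmExo aCD11b cells were cDC, a ratio of 0.761 (0.523 to 1.12), which includes 1. However, 25 of these 46 PBS cells and 45 of 80 cmExo aCD11b cells held no UMI of the 3 cDC genes, and for the cells with one, a restriction chosen after the data had been seen, the ratio was 0.729 (0.413 to 1.32).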

Following cmExo^aCD11b^ induction, the populations of DC_1 showed an increasing trend, enhancing antigen presentation and T cell activation. This improvement highlights the crucial role of cDCs in initiating and regulating adaptive immune responses (Figure 7j). DC_1 enhances the antigen presentation ability of cDCs by modulating effector molecules such as mt‐Co1, Fmnl2, Tbc1d8, and Large1, thereby contributing to tumor cell elimination (Figure 7k). In contrast, DC_2 regulates immune responses by modulating effector molecules such as Nme2, Rpl10, Ifitm3, and S100a4, which activate pDCs and promote the production of IFN (Figure 7k,l). 

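Over all DC-like cells, mt-Co1 fell from 5337 CPM (5185 to 5492) to 4050 CPM (3962 to 4139), a ratio of 0.759 (0.732 to 0.787). Fmnl2 rose from 206 CPM (177 to 238) to 405 CPM (377 to 434), and Tbc1d8 from 187 to 302 CPM (ratio 1.62, 1.36 to 1.94). Within the Clec9a-led subcluster, the ratio was 0.550 (0.513 to 0.591) for mt-Co1. There, neither Fmnl2 (ratio 1.01, 0.786 to 1.32) nor Tbc1d8 (0.999, 0.756 to 1.34) differed beyond counting error.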

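The other DC-like subcluster was not shown to be pDC, so it does not stand for the DC_2 of the study. In it, Nme2 rose from 745 to 903 CPM (ratio 1.21, 1.09 to 1.35) and Rpl10 from 2748 to 3054 CPM (ratio 1.11, 1.05 to 1.18). Ifitm3 rose from 1804 CPM (1709 to 1903) to 2960 CPM (2859 to 3064), a ratio of 1.64 (1.54 to 1.75), while in empty droplets it rose from 662 to 999 CPM. S100a4 was at 1287 and 1385 CPM there (ratio 1.08, 0.992 to 1.17). Over all DC-like cells S100a4 fell from 1094 to 850.4 CPM (ratio 0.777, 0.718 to 0.842), and Ifitm3 rose by a ratio of 1.33 (1.25 to 1.41). Within the Clec9a-led subcluster S100a4 had 5 and 172 UMIs (ratio 5.23, 2.20 to 16.3), so it fell in neither subcluster. Its level there was lower, at 36.95 and 193 CPM, so the fall over all DC-like cells comes with the larger share of that subcluster.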

Further analysis of DCs using Monocle2 revealed a gradual transformation from pDCs to cDCs (Figure 7m,n). 

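Diffusion pseudotime, rooted in the subcluster with the highest pDC score, gave a median of 0.620 for cells classed as pDC and 0.632 for cells classed as cDC. By mean z-score that root was the Clec9a-led subcluster (pDC 0.0226 against −0.0119), which also had the higher cDC score (0.0773 against −0.0405). The order therefore does not start in cells shown to be pDC and cannot test a change from pDC to cDC. The difference was 0.0064 with 30 principal components and 0.0450 with the root in a single cell, in the same direction. Of the cells classed as cDC, 25 of 46 in PBS and 45 of 80 in cmExo aCD11b held no UMI of the 3 cDC genes, so this order says little about cDC.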

Based on these results, we infer that DCs rapidly produce substantial amounts of IFNs within the TME upon recognizing viral components. The production of IFN further facilitates the differentiation of pDCs into cDCs, which subsequently exhibit enhanced capabilities in antigen uptake, processing, and presentation. These activated cDCs effectively stimulate T cells, initiating specific immune responses and achieving the critical immunological functions of DCs.

### 2.7 The Therapeutic Efficacy of cmExo^aCD11b^ in PDX Mice

Based on the above results, cmExo^aCD11b^ showed an excellent therapeutic effect for pancreatic cancer therapy. To simulate clinical conditions, a human pancreatic cancer PDX tumor model was further constructed. The construction process of the PDX model and the dosing process are illustrated in **Figure** **8**a. During the establishment of PDX model, IHC staining of the tumor tissues at all stages was performed. The results showed that pancreatic cancer signature proteins, including MLSN and MUC1, were highly expressed in all three generation tumors (G1‐G3) from three patients (P1‐P3). In addition, all samples exhibited high expression of the humanized protein HLA, indicating the retention of human tissue characteristics and confirming the successful establishment of the PDX model (Figure 8b; Figure S26, Supporting Information). Once the tumor volume in the PDX mice reached ≈100 mm^3^, peripheral blood mononuclear cells (PBMCs) obtained from healthy human were injected into these mice to reconstruct the TME. Treatment was initiated when CD45^+^ cells accounted for ≈30% of the total PBMCs population, typically achieved within one week (Figure S27, Supporting Information). From this point, treatment was administered every 3 days thereafter. At 65 days post‐initial treatment, the cmExo^aCD11b^ group showed the most significant therapeutic efficacy compared to the other treatment groups (Figure 8c–e). Meanwhile, H&E staining of the major organs, including the heart, liver, spleen, lung and kidney revealed no tissue damage after treatment, indicating the high safety profile of cmExo^aCD11b^ (Figure S28, Supporting Information). Histopathological evaluations, including H&E staining and TUNEL assay of tumor sections, revealed extensive necrotic regions in the cmExo^aCD11b^ treatment group. Furthermore, cmExo^aCD11b^ significantly inhibited the expression of Ki67, confirming the anti‐tumor effect of cmExo^aCD11b^ (Figure 8f–h). In addition, IHC staining of spleen showed that the CD4^+^ and CD8^+^ T cells were elevated in the cmExo^aCD11b^ group (Figure 8i). M1‐phenotype macrophages are increased in the mouse spleen (Figure 8i). The levels of IL‐12, IL‐6, TNF‐α, IFN‐α, and IFN‐β were significantly elevated, while IL‐4 and IL‐10 levels were decreased in the peripheral blood of mice in the cmExo^aCD11b^ group, further confirming the activation of immune response by cmExo^aCD11b^ in vivo (Figure 8j–p). Together, all these results, in consistence with data from orthotopic pancreatic cancer mouse model, further confirmed the therapeutic efficacy of cmExo^aCD11b^ for pancreatic cancer immunotherapy.

**Figure 8:**
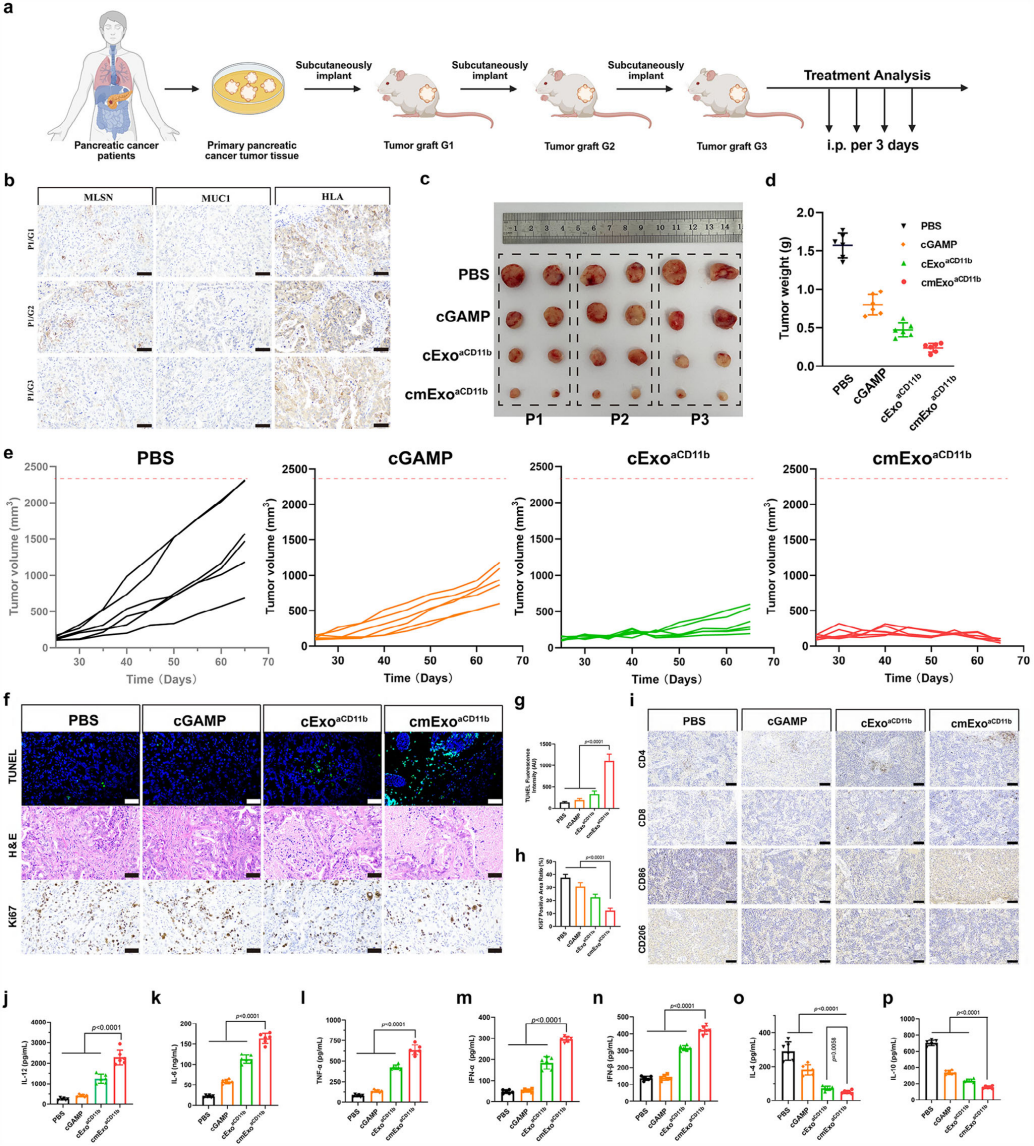
Therapeutic efficacy of cmExo^aCD11b^ in PDX pancreatic cancer models. a) Schematic representation of the PDX pancreatic cancer model construction. b) IHC staining of tumor tissues at different generations, demonstrating high expression of pancreatic cancer marker proteins MLSN and MUC1, as well as the humanized marker protein HLA. Scale bar: 100 µm. c) Tumor sizes in PDX mice across different treatment groups after 65 days of administration (*n* = 6, biologically independent samples). d,e) Tumor weight (d) and volume (e) of PDX mice after 65 days of treatment (*n* = 6, biologically independent samples). f) Therapeutic efficacy of cmExo^aCD11b^ in PDX pancreatic cancer mice, evaluated using TUNEL, H&E, and Ki67 staining (*n* = 3). Scale bar: 100 µm. g,h) Quantitative analysis of TUNEL fluorescence intensity and Ki67‐positive expression levels in tumor tissues across experimental groups. i) IHC analysis of CD4, CD8, CD86, and CD206 expression in PDX model spleen tissues. Scale bar: 100 µm. j–p) Cytokine levels of IL‐6, IL‐4, IL‐10, IL‐12, TNF‐α, IFN‐α, and IFN‐β in blood serum, detected by ELISA (*n* = 6). All data are presented as mean ± s.d.; statistical significance was calculated by one‐way ANOVA followed by Tukey’s multiple comparisons test (d, g, h, j‐p).

## 3 Discussion

In this study, we developed a novel Exo‐based drug delivery platform, named cmExo^aCD11b^, which effectively encapsulates high copy numbers of IL‐12 mRNA and the STING agonist cGAMP. Surface modification with aCD11b enabled its preferential internalization by macrophages, leading to the activation of the STING signaling cascade, repolarization of macrophages, and remodeling of the TME. Collectively, these combined effects alleviated immunosuppression and inhibited tumor growth.

STING pathway activation has been reported to upregulate PD‐L1 expression on tumor cells, potentially diminishing therapeutic efficacy by enhancing immune checkpoint signaling.^[^ ^3^, ^23^, ^24^ ^]^ To counter this, PD‐L1 antibodies are commonly used to block immune checkpoints and prevent immune escape. For example, Gao et al. demonstrated that MnTe₂NSs combined with PD‐L1 antibodies effectively inhibited tumor growth.^[^ ^25^ ^]^ Similarly, Li et al. reported enhanced anti‐breast cancer efficacy when PD‐L1 blockade was paired with STING activation strategies.^[^ ^5^ ^]^ Despite these advances, PD‐L1 blockade is not universally effective across all cancer types. Clinically, some patients exhibit primary resistance, possibly due to a highly iTME or a low tumor mutational burden.^[^ ^26^, ^27^ ^]^ Moreover, even in initially responsive tumors, acquired resistance can develop via alternative immune escape pathways such as TIM‐3 and LAG‐3.^[^ ^28^, ^29^, ^30^, ^31^, ^32^ ^]^ Tumor heterogeneity further complicates treatment, as spatially variable PD‐L1 expression within tumors may impair therapeutic efficacy.^[^ ^33^, ^34^ ^]^ In addition, systemically administered PD‐L1 antibodies often suffer from poor targeting specificity, leading to rapid clearance by the RES. This not only increases therapeutic costs but also reduces bioavailability and limits therapeutic efficacy. Consequently, while combining PD‐L1 antibodies with STING agonists shows promise, it may not always represent the most optimal strategy or broadly applicable strategy for combating tumor progression. To address the challenges mentioned above, we employed the cmExo^aCD11b^ platform to reprogram the TME and inhibit tumor immunosuppressive state. Notably, we administered a relatively low dose of cGAMP (5 µg per mouse), which is substantially lower than doses typically used in previous studies (e.g., 100 µg per mouse).^[^ ^5^ ^]^ Furthermore, the introduction of IL‐12 mRNA enhanced the functional efficacy of the STING pathway. As expected, scRNA‐seq data revealed that cmExo^aCD11b^ effectively reprograms macrophages within the TME. Notably, while an increase in Mac_6 cells—a subset associated with M2‐like macrophages‐was observed, their relative proportion remained small and did not impede the overall increase in M1‐like macrophages. These results suggest that cmExo^aCD11b^ primarily facilitates the polarization of M2 macrophages to M1 macrophages by regulating the Mac_1 and Mac_4 clusters, thereby reversing the iTME and enhancing immune responses. 

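The sixth subcluster formed here, which was M2-like, held 39 PBS cells (5.79% of macrophage-like and monocyte-like cells, 4.15 to 7.83%) and 10 cmExo aCD11b cells (2.19%, 1.05 to 3.99%). The ratio was 0.378 (0.168 to 0.771). The leading genes of this subcluster, among them Ctsk, Acp5, Mmp9 and Atp6v0d2, are not on the M2 list, and its mean M2 z-score was −0.177. Its M2-like name is therefore only relative, and its number carries no link to that of the study.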

To corroborate these findings, we investigated the phenotypic and gene expression changes in CD8^+^ T cells. Specifically, we focused on the expression of Gzma and Gzmb, as these molecules are key effector proteins in cytotoxic T lymphocytes.^[^ ^21^, ^35^ ^]^ Our result revealed a significant upregulation of Gzmb and Gzma within the CD8^+^ T Cytotoxic subpopulation, indicating that these cells are in an activated state. 

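After thinning to 1000 UMIs per cell, Gzma had a UMI in 13.5% (8.83 to 19.4%) of 178 PBS and 30.8% (27.3 to 34.6%) of 642 cmExo aCD11b CD8 T-like cells. Without thinning the shares were 19.7% and 34.6%, and 15 and 89 cells were too shallow to thin. Gzmb had a UMI in 23.0% (17.1 to 29.9%) and 33.3% (29.7 to 37.1%) of the thinned cells, and in 36.3% and 42.4% without thinning. The median depth was 3709 UMIs in PBS and 2931 in cmExo aCD11b. In B-like cells, which should lack both genes, thinned shares were 0 of 269 (up to 1.36%) and 0.685% for Gzma, and 0.372% and 0.343% for Gzmb, at median depths of 3082 and 3652 UMIs.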

Interestingly, all five CD8^+^ T cell subpopulations classified based on their function were significantly increased following cmExo^aCD11b^ treatment. These results further suggest that cmExo^aCD11b^ treatment not only reprograms the macrophage population but also boosts the cytotoxic potential of CD8^+^ T cells by remodeling the TME. 

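With each CD8 T-like cell classed by its highest marker score, cytotoxic cells rose from 18.1% (13.0 to 24.3%) of PBS to 25.7% (22.6 to 29.1%) of cmExo aCD11b cells, a ratio of 1.42 (0.985 to 2.10). The ratio was 1.34 (0.875 to 2.13) for memory, 0.995 (0.695 to 1.46) for naive and 0.776 (0.518 to 1.19) for proliferating cells. For all cells classed as exhausted the ratio was 0.735 (0.544 to 1.004), which includes 1. Of the cells classed as exhausted, 21 of 60 in PBS and 72 of 167 in cmExo aCD11b held no UMI of its list, and for the others the ratio was 0.643 (0.439 to 0.959), a restriction chosen after the data had been seen. As counts of cells, all 5 classes were larger in the cmExo aCD11b library, which held 84.3% of cytotoxic, 83.5% of memory, 79.0% of naive, 74.6% of proliferating and 70.9% of exhausted cells with such a UMI.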

Finally, to evaluate the clinical applicability of the cmExo^aCD11b^ platform, we employed a PDX model of pancreatic cancer, which better recapitulates the complexity of human tumors. Treatment with cmExo^aCD11b^ significantly inhibited tumor growth in this model, further confirming its therapeutic potential. These results underscore the robust immunomodulatory and anti‐tumor capabilities of the cmExo^aCD11b^ platform in both murine and PDX pancreatic cancer model, providing valuable insights for the clinical exploration of STING pathway‐based immunotherapies.

Despite the promising therapeutic results demonstrated by the cmExo^aCD11b^ platform, several limitations must be addressed to facilitate its clinical translation. First, the drug‐loading capacity of cmExo^aCD11b^ must be improved, as the current drug loading efficiency of cGAMP into Exos is only 3.06%. This low efficiency requires a greater quantity of Exo and thereby prolongs the preparation time for the platform. Improving the encapsulation strategy will be crucial for enhancing scalability and efficiency. Furthermore, our drug delivery system utilizes CD11b antibody modification to enhance targeting of macrophages, with the primary goal of promoting uptake by M2 macrophages and inducing their repolarization into the tumor‐suppressive M1 phenotype. However, since CD11b is highly expressed on both M1 and M2 macrophages, cmExo^aCD11b^ is likely to be internalized by both subtypes. Indeed, previous studies have shown that CD11b‐based delivery system targets both M1 and M2 macrophage populations.^[^ ^36^ ^]^ Fortunately, our experimental data showed no treatment‐related adverse effects despite significant cmExo^aCD11b^ internalization by M1 macrophages. Nonetheless, we recognize the importance of further exploring the differential responses of M1 versus M2 macrophages to cmExo^aCD11b^, as such findings may unveil macrophage‐specific therapeutic strategies in cancer immunotherapy.

Second, our findings showed increased expression of PD‐1 on CD8⁺ T cells and PD‐L1 on tumor tissues following treatment with cmExo^aCD11b^, as assessed by immunofluorescence. Studies have shown that IL‐12 can indirectly regulate the PD‐1/PD‐L1 pathway via IFN‐γ, and the upregulation of this pathway promotes tumor immune escape.^[^ ^37^ ^]^ Despite the observed PD‐1 upregulation, the cmExo^aCD11b^ platform demonstrated strong immunostimulatory effects, which we attribute to its ability to reprogram TME. 

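Over the macrophage-like and monocyte-like cells together, Mrc1 (ENSMUSG00000026712) fell from 129 CPM (122 to 137) to 31.0 CPM (26.4 to 36.3), a ratio of 0.240 (0.202 to 0.284). Arg1 (ENSMUSG00000019987) fell from 2631 CPM (2596 to 2665) to 344 CPM (328 to 360.4), a ratio of 0.131 (0.125 to 0.137). Cd86 (ENSMUSG00000022901) fell from 576 CPM (559.6 to 592) to 452 CPM (434 to 471), a ratio of 0.786 (0.748 to 0.826), which reversed to 1.04 when the mean over cells was taken in place of the sum of UMIs. It also reversed, to 1.10 (1.04 to 1.16), without the subcluster led by genes of neutrophil precursors, an alternative chosen after the data had been seen, so no direction of Cd86 is read from these cells. The ratio was then 0.398 (0.334 to 0.472) for Mrc1 and 0.225 (0.214 to 0.236) for Arg1. Within the macrophage-like class, the ratio was 0.783 (0.674 to 0.907) for Mrc1, 0.494 (0.474 to 0.514) for Arg1 and 0.969 (0.900 to 1.04) for Cd86. The ratio of Mrc1 in that class was 1.06 (0.889 to 1.25) with the ranked-UMI cut-off alone, no longer a difference beyond counting error. After thinning, Cd86 had a UMI in 40.8% (37 to 44.7%) of 652 PBS and 45.1% (40.3 to 50.0%) of 421 cmExo aCD11b cells, at median depths of 9552 and 6084 UMIs. Unthinned shares were 78.3% and 77.0%, 22 and 36 cells were left out, and no order is read from shares that go against the CPM. T-lineage cells, which should lack Cd86, had thinned shares of 5.39% and 5.97% at median depths of 3265 and 2912 UMIs.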

The cmExo^aCD11b^ platform delivers both cGAMP and IL‐12 mRNA, which together initiate a coordinated immune activation cascade: 1) M2‐to‐M1 repolarization: scRNA‐seq analysis revealed significant reprogramming of macrophage subpopulations, with increased representation of M1‐like Mac_2, Mac_3 and Mac_5 clusters, and decreased representation of M2‐like Mac_1 and Mac_4 clusters. 2) M1 macrophage activation: Upon activation, M1 macrophages robustly secrete pro‐inflammatory cytokines such as TNF‐α, IL‐12, and IL‐6, which promote Th1 cell differentiation and augment IFN‐γ production by CD8⁺ T cells, establishing a positive feedback loop of immune activation.^[^ ^38^ ^]^ 3) T cell recruitment and priming: M1 macrophages also secrete chemokines CXCL9 and CXCL10, which recruit CD8⁺ T cells into the TME. Meanwhile, ATP released by these macrophages activates the NLRP3 inflammasome, thereby driving DC maturation and further T cell priming. Collectively, these activities position M1 macrophages as a key orchestrator in dismantling immunosuppressive networks within the TME.^[^ ^39^ ^]^ Moreover, our scRNA‐seq results indicated a marked increase in CD8^+^ T cell infiltration and a concomitant reduction in Tregs within the CD4^+^ T cell compartment, reinforcing the anti‐tumor immune response. 

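A UMI of Foxp3 (ENSMUSG00000039521) was found in 4 of 245 PBS CD4 T-like cells (1.63%, 0.447 to 4.13%) and 25 of 477 cmExo aCD11b cells (5.24%, 3.42 to 7.64%). After thinning, the shares were 0.855% (0.104 to 3.05%) of 234 and 2.22% (1.07 to 4.05%) of 450 cells, with 11 and 27 cells left out, and their intervals overlapped. The median depth was 3233 and 3299 UMIs. In neutrophil-like cells, which should lack Foxp3, 0 of 4352 and 0 of 3475 thinned cells had a UMI (up to 0.0847% and 0.106%), at median depths of 3085 and 3634 UMIs. By CPM, Foxp3 rose from 6.66 CPM (2.45 to 14.5) to 26.7 CPM (19.6 to 35.6) in CD4 T-like cells, a ratio of 4.01 (1.71 to 11.5).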

In light of these results, we conclude that while PD‐1 expression on CD8⁺ T cells was elevated—possibly as a feedback mechanism in response to increased immune activation—the overall TME was shifted toward a more immunostimulatory and antitumor state. Therefore, further exploring the immunotherapy mechanisms of cmExo^aCD11b^ for pancreatic cancer is significantly important.

Third, while our results provide compelling preclinical data, further investigations are essential to fully explore the clinical potential of the cmExo^aCD11b^ platform. In the PDX model, although cmExo^aCD11b^ has considerable therapeutic effect, we found that the expression of some immune cells, such as CD4^+^ T cells, CD8^+^ T cells, etc., was low in tumor tissues. To better understand the immune landscape in vivo in PDX model mice, we performed IHC on mouse spleens to analyze the changes in the expression of CD4, CD8, CD86, and CD206. The spleen samples showed increased infiltration of CD4^+^ and CD8^+^ T cells as well as M1 phenotype macrophages, suggesting a systemic immune activation despite the limited local infiltration observed within the tumor. Interestingly, preliminary studies showed that even with low intratumoral immune cells, tumor volume still decreased over time. To investigate the role of the TME in this tumor reduction, we propose applying scRNA‐seq to gain cell‐type‐resolved insights into TME remodeling in the PDX model. Meanwhile, while our current study focuses on pancreatic cancer, it is essential to evaluate the generalizability and therapeutic efficacy of the cmExo^aCD11b^ platform in other cancer models. Addressing its performance across diverse cancers will offer profound insights into the adaptability and broader applicability of this platform. Last but not least, translating cmExo^aCD11b^ into clinical application will require rigorous optimization of its pharmacokinetics, biosafety, and large‐scale production methodologies. Rigorous preclinical studies, including long‐term assessments of immune memory and tumor recurrence, will be essential to validate the durability and safety of the cmExo^aCD11b^ platform. In conclusion, the cmExo^aCD11b^ platform facilitates the polarization of M2 macrophages into M1 phenotype within the TME, resulting in the secretion of pro‐inflammatory cytokines. To the best of our knowledge, this research represents the first integration of nucleic acid‐based therapy with STING pathway activation to modulate the TME and suppress tumor progression. We believe the cmExo^aCD11b^ platform serves as a strong foundation for the development of next‐generation cancer immunotherapy.

## 4 Experimental Section

### Materials

Dulbecco's Modified Eagle Medium (DMEM), Roswell Park Memorial Institute 1640 Medium (RPMI‐1640), and penicillin/streptomycin‐glutamine (100 x) were obtained from Gibco (Waltham, MA, USA). Leibovitz's L‐15 Medium (L15) and fetal bovine serum (FBS) were acquired from Procell Life Science & Technology Co., Ltd (China). cGAMP was supplied by Shanghai Taojutsu Biotechnology Co., Ltd (China). IL‐12 mRNA plasmids (Human IL‐12 mRNA plasmid, gene ID: 3592; and Murine IL‐12 mRNA plasmid, gene ID: 16 159) were obtained from Yanming Biotechnology Co., Ltd (China). Cytochalasin D, nystatin, sucrose, phosphate‐buffered saline (PBS), PKH26, and PKH67 were obtained from Sigma‐Aldrich (St. Louis, MO, USA). The TransExoTM Serum/Plasma Exosome Total RNA Extraction Kit and PrimeScript RT Master Mix were obtained from TransGen Biotechnology Co., Ltd (China). The CD11b antibody (catalog number 101247) was purchased from Biolegend (USA). The BCA protein assay kit was sourced from Thermo Fisher Scientific (USA). All flow antibodies, including Fixable Viability Dye eFluor 780, anti‐CD45‐KO525, anti‐CD8‐eFluor 710, anti‐CD4‐APC, anti‐CD86‐PE, anti‐CD206‐APC, anti‐F4/80‐PacBlue and anti‐CD11b‐FITC were purchased from Thermo Fisher Scientific (USA). The anti‐TSG101, anti‐Alix, and anti‐CD9 antibodies were purchased from Abcam (USA). The anti‐β‐Actin, anti‐GAPDH, anti‐CD86, anti‐CD206, anti‐IRF3, anti‐IKKα, anti‐IKKβ, anti‐IκBα, and anti‐phospho‐IKKα/β (Ser176/180) antibodies were purchased from BOSTER (China). The anti‐phospho‐IκBα (Ser32), anti‐CD63 antibodies and anti‐phospho‐IRF3 (Ser396/Ser386) antibodies were purchased from Affinity Biosciences (USA). The anti‐STING antibody was purchased from ABclonal (USA). The anti‐phospho‐STING (Ser365/Ser366) and NF‐κB p65 antibody was purchased from Cell Signaling Technology (USA). Phospho‐NF‐κB p65(Ser536) was purchased from Zenbio (USA). ELISA kits, including IL‐4, IL‐6, IL‐10, IL‐12, TNF‐α, IFN‐α, and IFN‐β, were purchased from Elabscience (China). The TransScript All‐In‐One First‐Strand cDNA Synthesis SuperMix for qPCR Kit and the 2× PerfectStart Green qPCR SuperMix were purchased from TransGen Biotechnology Co., Ltd (China).

### Cell Culture

MEF and RAW264.7 cells were all grown in DMEM supplemented with 10% FBS and 1% penicillin‐streptomycin‐glutamine under standard culture conditions. THP‐1 monocytes and Panc02 cells were propagated in RPMI‐1640 containing 10% FBS, 1% penicillin‐streptomycin‐glutamine, and 0.1% 2‐mercaptoethanol. Macrophage differentiation of THP‐1 cells was induced by introducing Phorbol 12‐myristate 13‐acetate (PMA, 200 nm). BMDMs were isolated from the femurs of C57BL/6J mice. BMDMs were cultured and stimulated with M‐CSF (50 ng mL^−1^). K210 cells were isolated from the spontaneous pancreatic ductal adenocarcinoma of C57BL/6J LSL‐Kras(G12D); Trp53 fl/fl; Pdx1‐Cre Mice. K210 and Luc‐K210 cells were cultured in DEME medium supplemented with 10% FBS and 1% penicillin‐streptomycin‐glutamine.

### Preparation and Characterization of cmExo^aCD11b^

First, mExo was prepared using CNP technology as previously described.^[^ ^18^ ^]^ The IL‐12 mRNA plasmid was transiently transfected into MEF cells utilizing CNP technology. The optimal conditions for transfection were set at: 200 V voltage, 10 ms, 5 pulses. At 24 h post‐transfection, mExo was extracted from the culture supernatant and isolated via differential centrifugation.^[^ ^40^ ^]^ Briefly, the cell culture medium was centrifuged at 300 g for 10 min to eliminate cells. Subsequently, a centrifugation step at 2,000 g for 10 min was performed to eliminate cell debris and apoptotic bodies. The sample was then centrifuged at 10,000 g for 20 min to remove large microvesicles. The resulting supernatant was subsequently filtered via 0.22 µm filter. These steps were conducted to ensure the effective separation and removal of various cellular components. Finally, mExo was precipitated using ultracentrifugation (100,000 g, 70 min) with a Beckman Coulter Optima MAX‐XP ultracentrifuge (USA). After that, the resulting pellet was resuspended in PBS. The ultracentrifugation process was repeated twice to ensure purity. All steps were conducted at a constant temperature of 4 °C to preserve Exo integrity. To obtain mExo conjugated with aCD11b, DSPE‐PEG2000‐NHS, and aCD11b (6:1, m:m) were initially reacted for 24 h at 4 °C to synthesize DSPE‐PEG2000‐aCD11b. To determine the optimal linkage ratio of mExo to DSPE‐PEG2000‐aCD11b, aCD11b‐PE (BioLegend) was coupled to DSPE‐PEG2000‐NHS and then determined the optimal linkage ratio of mExo to DSPE‐PEG2000‐aCD11b (0:1, 1:1, 1:2, 1:4, 1:6, 1:8, m:m) based on flow cytometry. mExo (concentration: 20 mg/mL) was coupled with DSPE‐PEG2000‐aCD11b at 37 °C for 1 h to yield mExo conjugated with aCD11b. Subsequently, the mixture was filtered through a 0.22 µm membrane and subjected to ultracentrifugation at 100,000 g for 2 h to remove unbound antibodies, yielding purified mExo^aCD11b^. Lastly, cGAMP was loaded into the mExo^aCD11b^ at a mass ratio (1:20, 1:10, 1:5, 2:5, 3:5, m:m) using sonication (sonication condition: 10 s, membrane repair 50 s, 10 cycles) to produce the final product (cmExo^aCD11b^). In addition, cExo^aCD11b^ was obtained by the above method, by combining an empty Exo‐modified CD11b antibody and loading cGAMP. Next, the structure and characterization of cmExo^aCD11b^ were evaluated. First, the protein concentration of cmExo^aCD11b^ was determined using the BCA assay method. The morphology of cmExo^aCD11b^ was visualized via Cryo‐TEM with a FEI Talos L120C microscope. The concentration of cmExo^aCD11b^ was measured using a NTA (Izon, New Zealand). The particle size and ζ‐potential of cmExo^aCD11b^ were analyzed using Dynamic Light Scattering instrument (DLS, Malvern ZS90, Malvern Panalytical Ltd, UK). Marker proteins of cmExo^aCD11b^, including CD9, CD63, Alix, and TSG101, were detected by Western blotting and nanoflow cytometry (NanoFCM, Xiamen, China). To evaluate the loading efficiency of cGAMP, high‐performance liquid chromatography (HPLC) analysis was conducted using a system from Waters Corporation system (Milford, MA, USA). The system was equipped with a C18 column (InertSustain AQ‐C18). The mobile phase consisted of methanol/water (10:90, v:v), the flow rate was 1.0 mL min^−1^ and the temperature was set at 25 °C. Samples were analyzed at 257 nm. cmExo^aCD11b^ was also obtained. In order to measure the load of cGAMP within Exo, cmExo^aCD11b^ was lysed using 10% Triton X100. Subsequently, the sample was centrifuged at 10,000 g for 10 min, and the concentration of cGAMP was measured in the supernatant using HPLC. The mass of cGAMP contained in cmExo^aCD11b^ was further calculated from the standard curve of cGAMP obtained from HPLC measurements, and finally the drug loading capacity (DL) of cmExo^aCD11b^ was calculated. Similarly, the cGAMP encapsulation efficiency (EE) was calculated according to Equations (**1**) and (2).

(1) $$\mathrm{DL}\%=\frac{m\left(cGAMP\right)}{m\left(cmExo^{aCD11b}\right)}$$

*m(cGAMP)* represents the quality of cGAMP loaded into mExo^aCD11b^.

*m(cmExo^aCD11b^)* represents the quality of cmExo^aCD11b^

(2) $$\mathrm{EE}\%=\frac{m\left(cGAMP\right)}{m\left(total\;cGAMP\right)}$$

*m(cGAMP)* represents the quality of cGAMP loaded into mExo^aCD11b^.

*m(total cGAMP)* represents the total input cGAMP quality.

Additionally, to analyze the loading efficiency of IL‐12 mRNA, total RNA was isolated from cmExo^aCD11b^ using the TransExoTM Serum/Plasma Exosomal Total RNA Extraction Kit. The extracted RNA was reverse transcribed using the First‐Strand cDNA Synthesis Kit. Expression levels of IL‐12 mRNA in cmExo^aCD11b^ and the U6 gene were evaluated by RT‐qPCR using SYBR Green PCR Master Mix. The human IL‐12 mRNA primers were as follows: forward, TGAGAGTTGCCTAAATTCCAGAGAG; reverse, CCACCTGGTACATCTTCAAGTCTTC. The mouse IL‐12 mRNA primers were as follows: forward, AAACCACCTCAGTTTGGCCA; reverse, TCTTCAGCAGGTTTCGGGA. The mouse U6 primers were as follows: forward, CTCGCTTCGGCAGCACA, reverse, AACGCTTCACGAATTTGCGT.

### The Cellular Uptake of cmExo^aCD11b^

To study the cellular uptake of cmExo^aCD11b^ by target cells, PKH26/67‐labeled cmExo^aCD11b^ was first constructed. Briefly, cmExo^aCD11b^ was mixed with PKH26/67 dye and dispersed in Diluent C for 5 min, followed by incubation at room temperature for 20 min. The mixture was centrifuged (100,000 g, 70 min) to remove the excess dye, and the final sample was stored at 4 °C. PKH26/67‐labeled cmExo^aCD11b^ (10 µg) was incubated with RAW264.7 cells or THP‐1 cells (1 × 10^4^ cells per well) for 4 h. After that, cells were washed three times with cold PBS and then fixed with 4% paraformaldehyde. The fluorescence intensity of the cells was analyzed utilizing flow cytometry (Beckman, USA). Each experimental group was repeated three times, and average fluorescence intensity was calculated for statistical analysis. Meanwhile, the cellular uptake of PKH67‐labeled cmExo^aCD11b^ was also recorded via a confocal laser scanning microscopy (FV‐3000, Olympus, Japan). To investigate the cellular uptake pathway of cmExo^aCD11b^ in RAW264.7 and THP‐1 cells, the following experimental procedure was performed: 1) cells were first incubated with Transferrin (0.1 mg mL^−1^), CT‐B (0.005 mg mL^−1^), and dextran (1 mg mL^−1^) (Invitrogen) for 1 h; 2) washed to remove unbound compound; 3) subsequently incubated with PKH67‐labeled cmExo^aCD11b^ for 4 h; and 4) finally visualized using confocal laser scanning microscopy.^[^ ^41^ ^]^ To investigate the endocytic mechanisms underlying cmExo^aCD11b^ internalization, pharmacological inhibitors targeting distinct uptake pathways—including nystatin (caveolae‐mediated), cytochalasin D (macropinocytosis), and sucrose (clathrin‐dependent)—were administered to recipient cells prior to treatment with cmExo^aCD11b^. Cellular internalization efficiency was subsequently quantified using flow cytometry, enabling assessment of the relative contribution of each pathway to Exo uptake.

### The Activation of cGAS‐STING Pathway

The activation of cGAS‐STING signaling pathway was evaluated by Western blotting. The expression of STING pathway‐related proteins, such as phospho‐STING (Ser365), phospho‐IRF‐3 (Ser396), phospho‐IKKα/β (Ser176/180), phospho‐IκBα (Ser32), and phospho‐NF‐κB p65 (Ser536), in RAW264.7/THP‐1 cells treated with cmExo^aCD11b^ for 6 h, was detected. Upon activation of the STING pathway, phospho‐IRF‐3 and phospho‐NF‐κB p65 undergo nuclear translocation, as observed by confocal laser scanning microscopy. Specifically, RAW264.7/THP‐1 cells at a concentration of 1 × 10^4^ cells were co‐cultured with cmExo^aCD11b^ for 6 h. Subsequently, their cell culture supernatants were harvested, and changes in IFN‐α and IFN‐γ levels were detected using the ELISA kit after different groups of administered treatments. For immunofluorescence staining, cells were cultured overnight at 4 °C with the primary anti‐phospho‐IRF‐3 antibody. After incubation, the cells were washed three times with cold PBS for 5 min. Cells were further incubated with FITC‐conjugated secondary antibody (green) for 1 h, followed by three more washes with PBS, each for 5 min. Finally, the nucleus was stained with Hoechst 33342 nuclear dye. Similarly, after overnight incubation with a primary anti‐phospho‐NF‐κB p65 antibody at 4 °C. The nuclei were incubated with Alexa Fluor 555‐conjugated secondary antibody (red) for 1 h, and the nucleus was stained with Hoechst 33342 nuclear dye in the same manner. The nuclear translocations of phospho‐IRF‐3 and phospho‐NF‐κB p65 was visualized through confocal laser scanning microscopy.

### The Activation of T Cells

To obtain T cells, spleens were carefully collected from different mouse models (CD4^+^ T cells from OT‐II mice, CD8^+^ T cells from OT‐I mice) and washed three times with sterile PBS. The spleens were ground and filtered using a 70 µm nylon cell strainer. Then, the suspension was centrifuged at 300 g for 5 min to obtain a single cell suspension. Sterile erythrocyte lysing buffer was mixed with the cell suspension and incubated at 25 °C for 10 min. The cell concentration was then adjusted to 2 × 10^8^ cells mL^−1^. Naïve CD8^+^ T cells, and naïve CD4^+^ T cells were collected according to the manufacturer's instructions (Elabscience, Product Number, MIM003N, MIM002N). BMDMs were incubated with PBS, cGAMP, cExo, cExo^aCD11b^, or cmExo^aCD11b^, respectively, followed by treatment with OVA peptide, OVA peptide‐conjugated MHC‐I (OVA 257–264) or MHC‐II (OVA 323–339) for 6 h to allow for antigen reconstitution and presentation. The cells were then incubated with OT‐I cells or OT‐II cells for 72 h. The OT cells were subsequently analyzed by flow cytometry to evaluate the proliferation rate of T cells.

### The Polarization of M2 Phenotype Macrophages

RAW264.7 cells or THP‐1 cells were seeded into 12‐well plates at 1 × 10^4^ cells per well and maintained at 37 °C for 24 h. Following treatment with cytokines (IL‐4 and IL‐10, each at 100 ng mL^−1^) for 24 h to induce M2 polarization, the culture medium was refreshed with complete DMEM medium. Subsequently, cmExo^aCD11b^ was introduced to the samples, and co‐incubated at 37 °C for 48 h. To assess whether M2 macrophages could be repolarized to an M1 phenotype, their morphology was first observed using confocal laser scanning microscopy. Subsequently, the secretion amounts of cytokines, including IL‐4, IL‐6, IL‐12, IL‐10, and TNF‐α, were detected in the cell supernatants using ELISA kits. Moreover, the level of CD86, CD206, and Arg‐1 proteins in the macrophages was detected by flow cytometry and Western blotting assay. For immunofluorescence analysis, RAW264.7 and THP‐1 cells were cultured and subsequently incubated overnight at 4 °C with a primary anti‐CD86 antibody. Following primary antibody incubation, cells were washed three times with cold PBS for 5 min each. Cells were then incubated with an Alexa Fluor 555‐conjugated secondary antibody (red) for 1 h, followed by three additional PBS washes (5 min each). Nuclei were counterstained with Hoechst 33342 nuclear dye. Similarly, for CD206 protein detection, cells were incubated overnight at 4 °C with a primary anti‐CD206 antibody, followed by incubation with a FITC‐conjugated secondary antibody (green) for 1 h. Nuclei were again counterstained with Hoechst 33342. The nuclear translocations of CD86 and CD206 were visualized using confocal laser scanning microscopy.

### The Therapeutic Effect for Pancreatic Cancer In Vivo

Male C57BL/6J mice (5–6 weeks old) were sourced from Beijing Huafukang Biological Technology Co., Ltd. (Beijing, China) and maintained for 7 days in a pathogen‐free facility with free access to water and food. Experimental protocols involving animals were conducted in compliance with Laboratory Animal Ethics Committee of the Cancer Hospital, Chinese Academy of Medical Sciences (approval No. NCC2023A090). First, an orthotopic pancreatic cancer mouse model was constructed. In detail, a small incision was created in the right upper abdomen of mouse to visualize healthy pancreatic tissue. Then, K210 cells (5 × 10^5^ cells) (tumor cells originating from the LSL‐Kras (G12D); Trp53fl/fl; Pdx1‐Cre mouse model) were inoculated into the healthy pancreas of the mice, and the wound was subsequently sutured. The orthotopic pancreatic cancer mice were then further fed. After 7 days, the mice were randomly divided into 5 experimental groups, each containing 6 mice (PBS, cGAMP, cExo, cExo^aCD11b^, and cmExo^aCD11b^). The drug dosage was standardized based on the cGAMP content, with each mouse receiving administration of 5 µg of cGAMP. In the meantime, drugs were administered every 3 days via intraperitoneal injection, and the tumor volume was monitored using an IVIS imaging system (PerkinElmer). After 45 days, mice were euthanized, and organs (heart, liver, spleen, lungs, and kidneys) along with tumors were harvested and paraffin‐embedded. Tissue sections underwent deparaffinized in xylene for 10 min, repeated three times, followed by rehydration in an ethanol gradient. Antigen retrieval and immunofluorescence staining or IHC staining were performed. For immunofluorescence staining: Green: Target protein labeled with primary antibody staining followed by FITC‐conjugated secondary antibody. Red: parallel labeling using primary antibody staining and Alexa Fluor 555‐tagged secondary antibody. Blue: Nuclei stained with 4′,6‐diamidino‐2‐phenylindole (DAPI). During the treatment period (24 h after drug administration), 100 µL of blood was collected from the orbital socket of each mouse, and serum was obtained by centrifugation (3,000 g, 10 min). The cytokine levels (IL‐4, IL‐6, IL‐10, IL‐12, TNF‐α, IFN‐α, and IFN‐β) in serum were analyzed by ELISA. Tumor or spleen specimens were mechanically disaggregated and enzymatically digested with collagenase IV (0.5 mg mL^−1^, 37 °C, 30 min). The digested homogenate was filtered through a 70 µm nylon mesh, followed by erythrocyte lysis for 10 min to generate single‐cell suspensions. Cell density was adjusted to 1 × 10^6^ ‐1 × 10^8^ cells mL^−1^ and used for following evaluation.

Cells were fixed and permeabilized to allow fluorescent probe entry for flow cytometry. Briefly, cells were first incubated with anti‐CD16/CD32 for 15 min to block nonspecific binding to Fc receptors. Cells were then stained with different antibodies, including Fixable Viability Dye eFluor 780, anti‐CD45‐KO525, anti‐CD8‐eFluor 710, anti‐CD4‐APC, anti‐CD86‐PE, anti‐CD206‐APC, anti‐CD11b‐FITC, or anti‐F4/80‐PacBlue. The corresponding experimental steps were performed according to the instructions.

### The Biosafety Assessment of cmExo^aCD11b^

In this work, the safety of cmExo^aCD11b^ was investigated through hemolysis experiments in vitro. Whole blood was obtained from murine retro‐orbital sinuses into sodium heparin‐coated anticoagulant tubes. Erythrocytes were obtained by centrifugation (3,000 rpm, 5 min) and subsequently diluted into a 2% erythrocyte suspension. Equal volumes of cmExo^aCD11b^ and the erythrocyte suspension were co‐incubated at 37 °C for 120 min. After centrifugation (3,000 rpm, 5 min), supernatants were transferred to a 96‐well plate, and absorbance at 545 nm was measured to calculate the hemolysis rates. Peripheral blood was collected from the mice to determine the variations in the levels of AST, ALT, BUN, and creatinine. In addition, H&E staining was used to examine the heart, liver, spleen, and lung in five groups, further assessing the safety of cmExo^aCD11b^.

### Single‐Cell RNA Sequencing Analysis

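The headers of both deposited matrices name Cell Ranger 7.1.0. Since the matrices still held empty droplets, cells were called again from them.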

Raw sequencing data were processed using the 10x Genomics Cell Ranger pipeline (v.3.0.2) for de‐multiplexing, sequence alignment, quality control, and universal molecular identifiers (UMIs) quantification. Integrated datasets from distinct cellular subpopulation were generated to enable comparative transcriptomic profiling. Dimensionality reduction and visualization were performed via principal component analysis (PCA) and t‐SNE algorithms implemented in the Seurat package. For t‐SNE projections and clustering identification, the initial 18 principal components were obtained. 

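Gapdh and Eno1 were measured in each of the 18 clusters. Gapdh lay between 459 and 5228 CPM and had a UMI in 60.7% to 98.3% of a cluster's cells. Eno1 lay between 151 and 1361 CPM and had a UMI in 31.0% to 94.2% of the cells. No cluster was removed on these 2 genes.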

Clusters containing cells with minimal or no expression of Gapdh and Eno1 (indicative of non‐cells) or those expressing markers exclusive to multiple cell types (indicative of doublets) were removed from further analysis. Distinct immune subsets were classified based on canonical marker expression: CD4^+^ T cells (Cd3e and Cd4), CD8^+^ T cells (Cd3e and Cd8a), DCs (H2‐Aa and Itgax), B cells (Cd79d and Ly6d), NK cells (Klrb1c), and macrophages (Adgre1 and Itgam). Cell cluster was confirmed by cross‐referencing with the ImmGen datasets. Cell proportions were normalized to library size to account for sequencing depth variability. Variations in gene expression among subclusters of macrophages, CD4^+^ T cells, CD8^+^ T cells, and DCs were examined using Loupe Browser v.5.0.0 and represented by their log2 fold change values (*p* < 0.05) for each treatment condition. The raw scRNA‐seq data had been deposited in the GEO database under the accession number GSE294507.

### The Therapeutic Effect for Pancreatic Cancer in PDX Models

Male NYG mice (2‐4 weeks old) were purchased from Liaoning Changsheng Biotechnology Co., Ltd. All experimental procedures were in accordance with ethical guidelines approved by Laboratory Animal Welfare Ethics Committee of Jilin University (approval No. SY202309047) as well as the Ethics Committee of the First Hospital of Jilin University (approval No. 23K241‐001). Written informed consent was acquired from all participating individuals prior to the study. Pancreatic cancer tissues from three patients were initially preserved in L15 medium and cut into pieces measuring 10–30 mm^3^ within 24 h. Subsequently, these tumor specimens were implanted subcutaneously into the right dorsal side of the NYG mice. Once the xenograft tumor volume reached 500–800 mm^3^, the tumor tissue was excised and immediately transplanted into the next generation of mice. Finally, when the xenograft tumors of the third‐generation mice reached ≈100 mm^3^, PBMCs isolated from healthy human were injected into these mice to reconstruct the TME. Treatment was initiated when CD45^+^ cells accounted for ≈30% of the total PBMCs population, typically achieved within one week. The mice were subjected to drug administration. They were randomly divided into four groups, each containing 6 mice (PBS, cGAMP, cExo^aCD11b^, and cmExo^aCD11b^). During the treatment period, drugs were administered every 3 days via intraperitoneal injection, and the administered dose was determined based on the amount of cGAMP (5 µg per mouse). The tumor volume was measured using dial calipers. Furthermore, the mice's vital signs and body weight were monitored and documented at intervals of 3 days. Same as above, during the treatment period (24 h after drug administration), 100 µL blood sample was drawn from the orbital sinus of each mouse, and the serum was isolated through centrifugation (3,000 g, 10 min). Changes in cytokines (IL‐12, IL‐4, IL‐10, IL‐6, TNF‐α, IFN‐α, and IFN‐β) in serum were analyzed by ELISA. Upon completion of the treatment phase, all mice were humanely sacrificed, and major organs (heart, liver, spleen, lung, and kidney), along with tumor tissues were excised and paraffin‐embedded for histological evaluation. The tissues were then subjected to H&E staining, IHC and immunofluorescence analysis.

### Statistical Analysis

The experimental data were obtained from a minimum of three independent replicates and were expressed as mean ± standard deviation (mean ± s.d.). Statistical significance was calculated by Student's t‐test or one‐way ANOVA followed by Tukey’s multiple comparisons test.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

M.S., H.Z., and Y.M. contributed equally to this work. In this work, all authors contributed to the preparation of the manuscript and figures. Each author reviewed figures and approved the final version of the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: In Situ Programming of the Tumor Microenvironment to Alleviate Immunosuppression for Pancreatic Cancer Immunotherapy
**Source:** Adv Sci (Weinh). 2025 Jun 23;12(34):e04008. doi: 10.1002/advs.202504008
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202504008

In Situ Programming of the Tumor Microenvironment to Alleviate Immunosuppression for  
Pancreatic Cancer Immunotherapy

*Man Sun, Huan Zhang, Yarui Ma, Simiao Wang, Jiayi Chen, Yaxin Cui, Yun Zhang, Siyuan Hu,  
Dan Zhou, Pengchen Zhang, Yahui Liu, Betty Y.S. Kim, Wen Jiang, Xiaobing Wang\*  
and Zhaogang Yang\**

## Supporting Information

### **In situ programming of the tumor microenvironment to alleviate immunosuppression for pancreatic cancer immunotherapy**

*Man Sun<sup>#</sup>, Huan Zhang<sup>#</sup>, Yarui Ma<sup>#</sup>, Simiao Wang, Jiayi Chen, Yaxin Cui, Yun Zhang, Siyuan Hu, Dan Zhou, Pengchen Zhang, Yahui Liu, Betty Y.S. Kim, Wen Jiang, Xiaobing Wang\* and Zhaogang Yang\**

M. Sun, H. Zhang, S. Wang, J. Chen, Y. Cui, Y. Zhang, S. Hu, P. Zhang, Z. Yang

Y. Ma, X. Wang

D. Zhou, Y. Liu

B. Kim

W. Jiang

<sup>#</sup>These authors contributed equally

Keywords: Cancer immunotherapy, Pancreatic cancer, Exosomes, Drug delivery, cGAS-STING

**Table S1. Drug loading capacity (DL) and encapsulation efficiency (EE) of cGAMP within cmExo<sup>aCD11b</sup>, as determined by HPLC (n = 3).**

| mExo <sup>aCD11b</sup> :cGAMP(m:m) | 20:1         | 10:1         | 5:1          | 5:2          | 5:3          |
|------------------------------------|--------------|--------------|--------------|--------------|--------------|
| <b>DL (%)</b>                      | 0.84 ± 0.04  | 1.98 ± 0.06  | 3.06 ± 0.04  | 2.98 ± 0.07  | 3.02 ± 0.06  |
| <b>EE (%)</b>                      | 15.86 ± 0.01 | 16.88 ± 0.02 | 17.30 ± 0.05 | 17.26 ± 0.02 | 17.32 ± 0.07 |

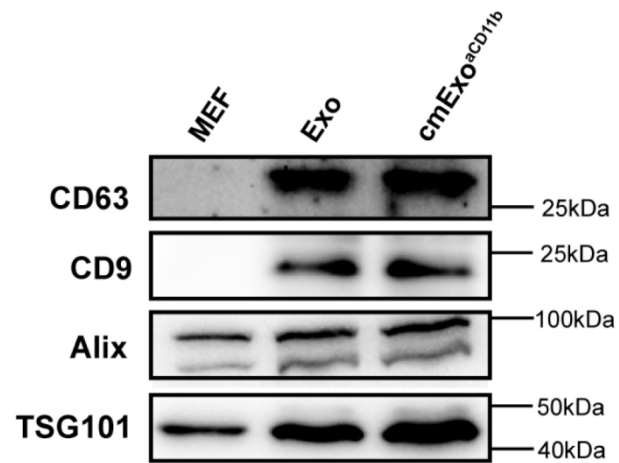

**Figure S1. Signature proteins expressed on cmExo<sup>aCD11b</sup>.** Expression of signature proteins on Exo and cmExo<sup>aCD11b</sup>, including CD9, CD63, TSG101, and Alix, as detected by Western blotting.

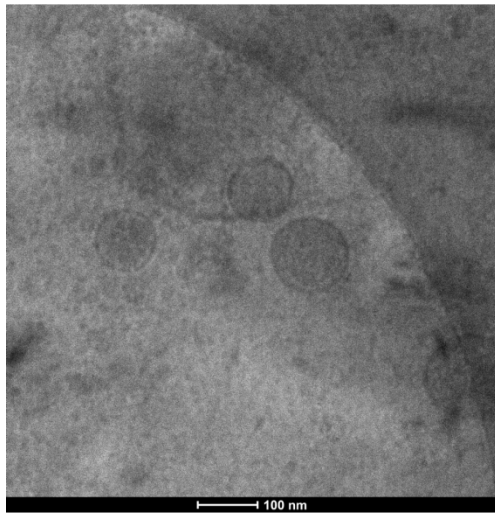

**Exo**

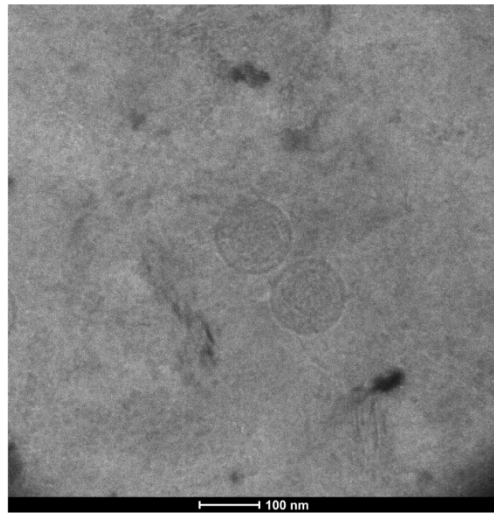

**cmExo<sup>aCD11b</sup>**

**Figure S2. Morphology and distribution of Exo and cmExo<sup>aCD11b</sup> observed by cryo-TEM.** Cryo-TEM images showing excellent morphology and uniform size distribution of both Exo and cmExo<sup>aCD11b</sup>. Scale bar: 100 nm.

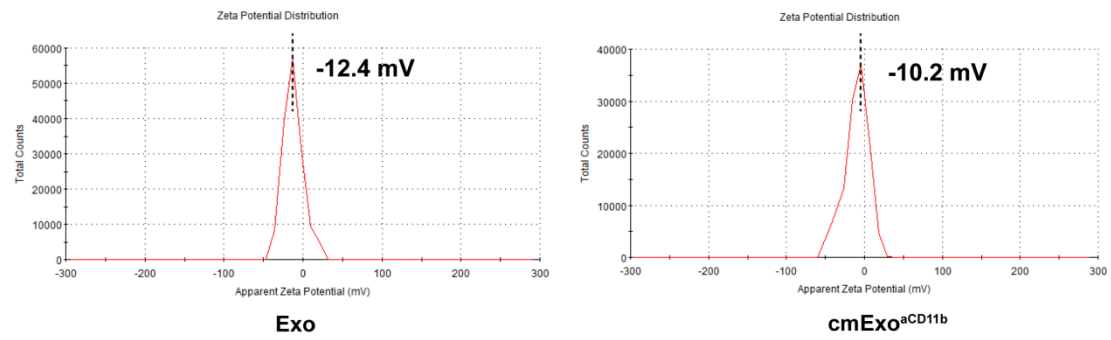

**Figure S3.  $\zeta$ -potential of Exo and cmExo<sup>aCD11b</sup>, as detected by DLS (n = 3).**

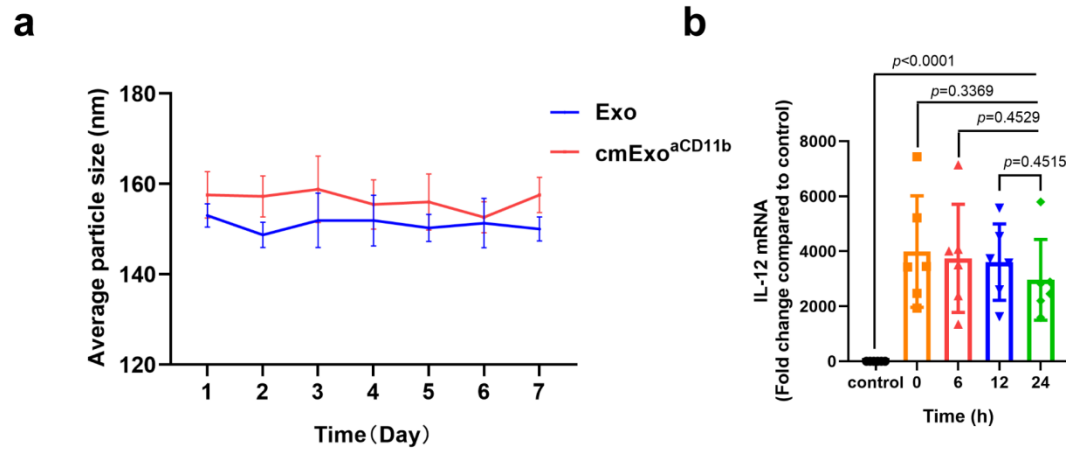

**Figure S4. Stability of cmExo<sup>aCD11b</sup>.** a. Dynamic Light Scattering (DLS) analysis showing the size stability of Exo and cmExo<sup>aCD11b</sup> after storage, confirming minimal changes in hydrodynamic diameter over time (n = 3). b. RT-qPCR analysis of IL-12 mRNA integrity in cmExo<sup>aCD11b</sup> following 24 h incubation in whole blood. Results indicate that IL-12 mRNA remains stable and protected within the cmExo<sup>aCD11b</sup> during systemic circulation (n = 6). Data are presented as mean  $\pm$  s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons.~~

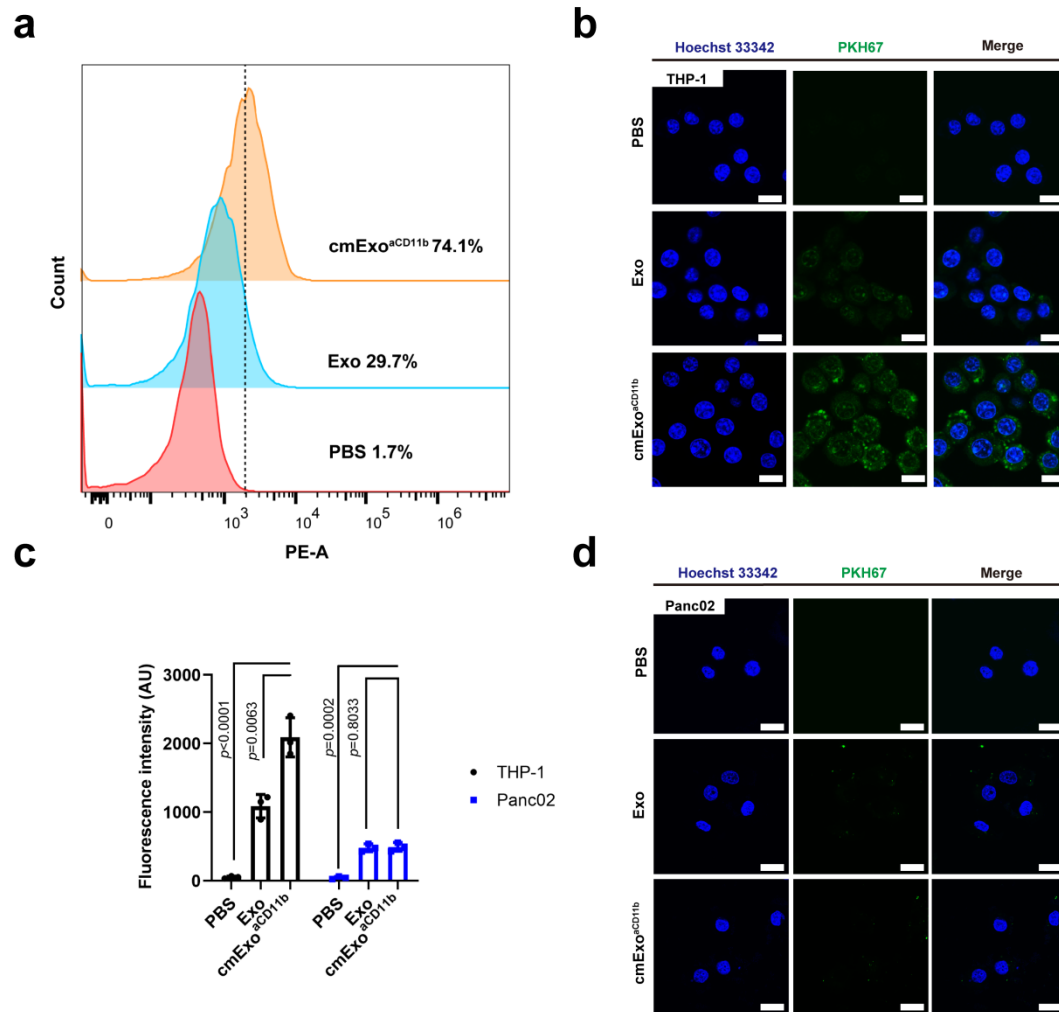

**Figure S5. Cellular uptake of cmExo<sup>aCD11b</sup> by different cell lines.** a. Cellular uptake of cmExo<sup>aCD11b</sup> by THP-1 cells, detected by flow cytometry. b. Cellular uptake of cmExo<sup>aCD11b</sup> by THP-1 cells. Scale bar: 20  $\mu$ m. c. Average fluorescence intensity of cmExo<sup>aCD11b</sup> after uptake by different cells. d. Cellular uptake of cmExo<sup>aCD11b</sup> by Panc02 cells. Scale bar: 20  $\mu$ m. Data are presented as mean  $\pm$  s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons.~~

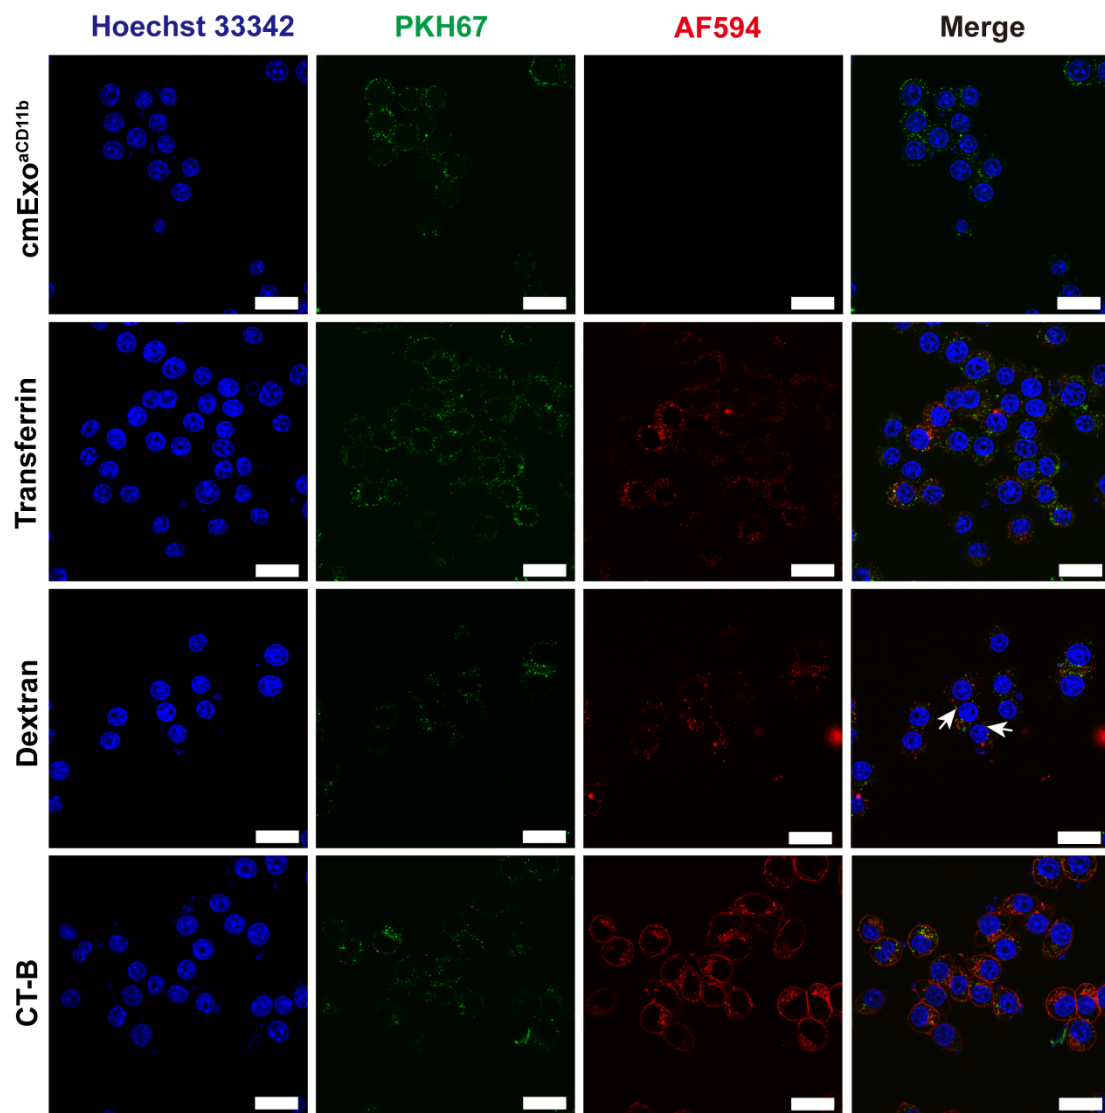

**Figure S6. Cellular uptake mechanisms of cmExo<sup>aCD11b</sup> by THP-1 cells.** Arrow: cmExo<sup>aCD11b</sup> co-localized with Dextran. Scale bar: 20  $\mu$ m.

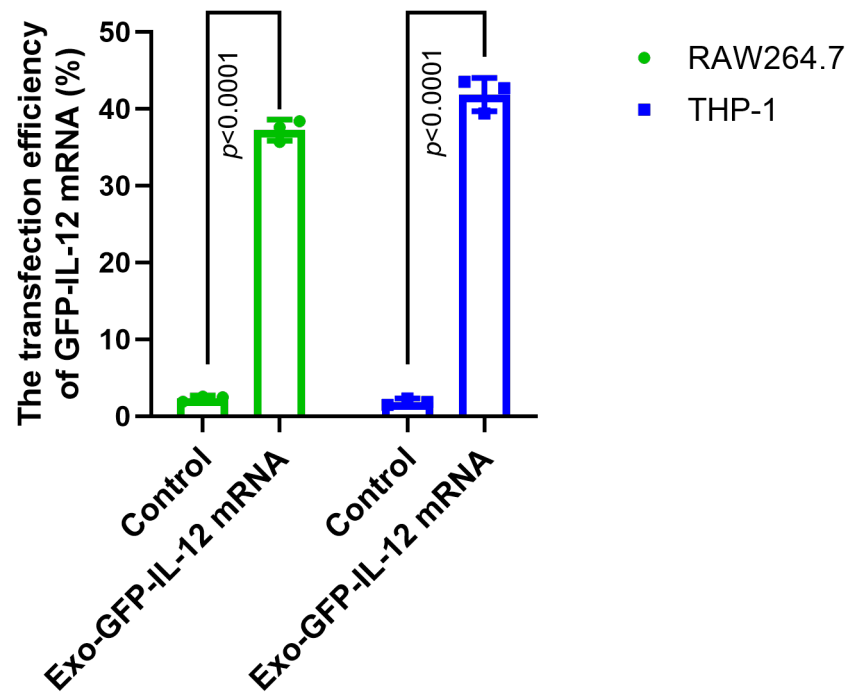

**Figure S7. IL-12 mRNA can be stably expressed in RAW264.7 cells and THP-1 cells.** Flow cytometry analysis of RAW264.7 and THP-1 cells following 24 h co-incubation with Exo-GFP-IL-12 mRNA, demonstrating efficient transfection and intracellular expression. Exo-GFP-IL-12 mRNA refers to Exo loaded with GFP-labeled IL-12 mRNA for tracking and quantification. Data are presented as mean  $\pm$  s.d.; two-sided unpaired Student's t-tests were applied for comparisons.

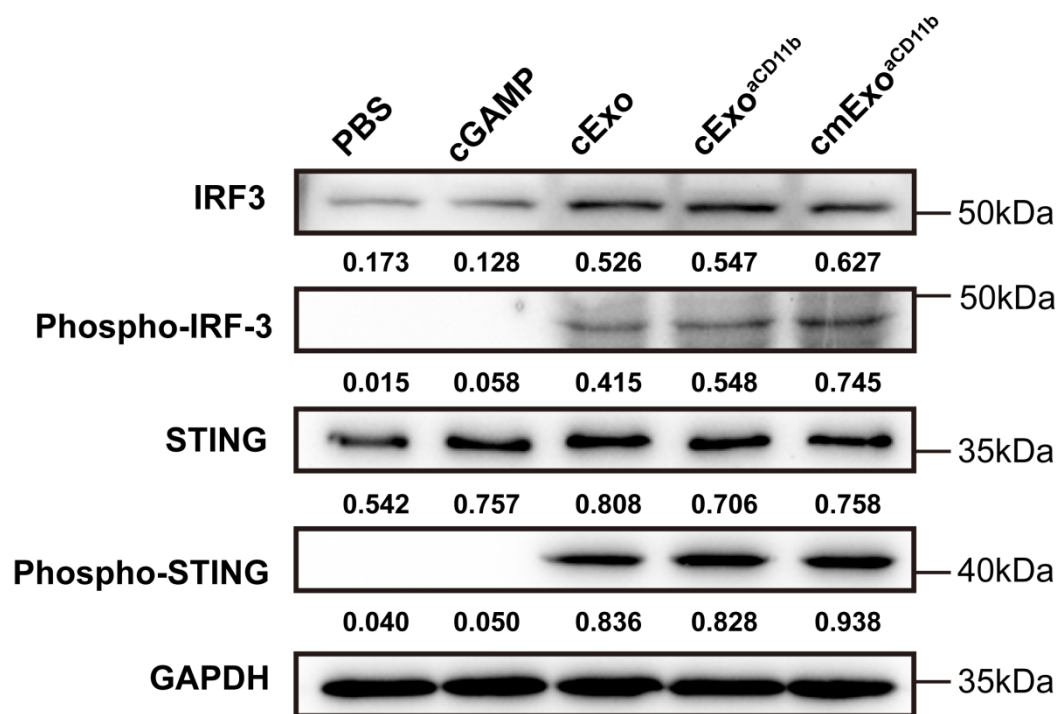

**Figure S8. Effects of cmExo<sup>aCD11b</sup> on STING-IRF3 signaling in THP-1 cells.** Western blot analysis of STING-IRF3 pathway proteins in THP-1 cells with different treatments for 6 h. Band intensities were quantified using ImageJ software, and the expression of each protein was normalized to the corresponding GAPDH signal.

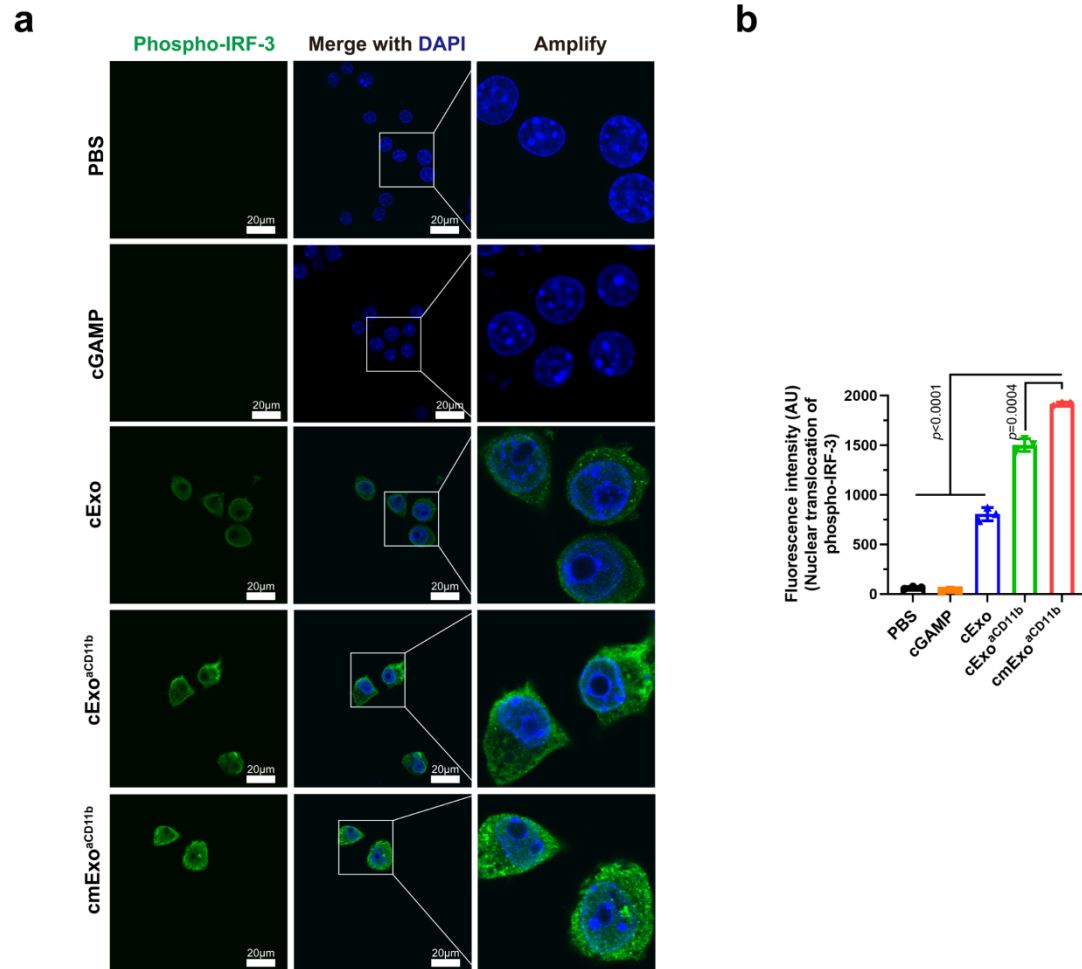

**Figure S9. Confocal laser scanning microscopy detects the occurrence of nuclear translocation of phospho-IRF-3 in THP-1 cells after different administration treatments.** a. Confocal laser scanning microscopy images of nuclear translocation of activated IRF3 (Phospho-IRF-3, green) in THP-1 cells (blue) at 6 h after cmExo<sup>aCD11b</sup> and other groups treatment. Scale bar: 20 µm. b. Average fluorescence intensity of phospho-IRF-3 nuclear translocations in each group (n = 3). Data are presented as mean ± s.d.; two-sided unpaired Student's t-tests were applied for comparisons.

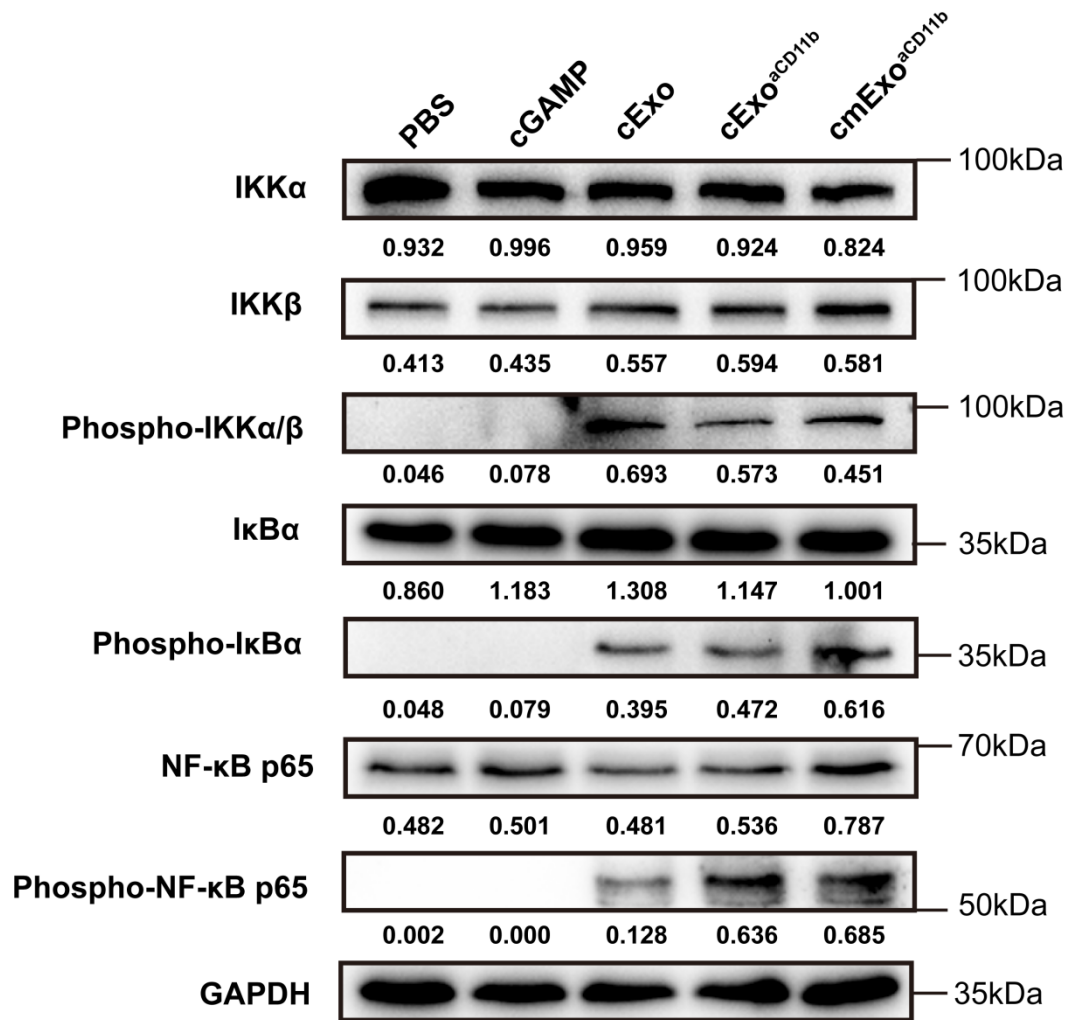

**Figure S10. Effects of cmExo<sup>aCD11b</sup> on the NF-κB p65 pathway in THP-1 cells.** Western blot analysis of activated NF-κB p65 in THP-1 cells with different treatments for 6 h. Band intensities were quantified using ImageJ software, and the expression of each protein was normalized to the corresponding GAPDH signal.

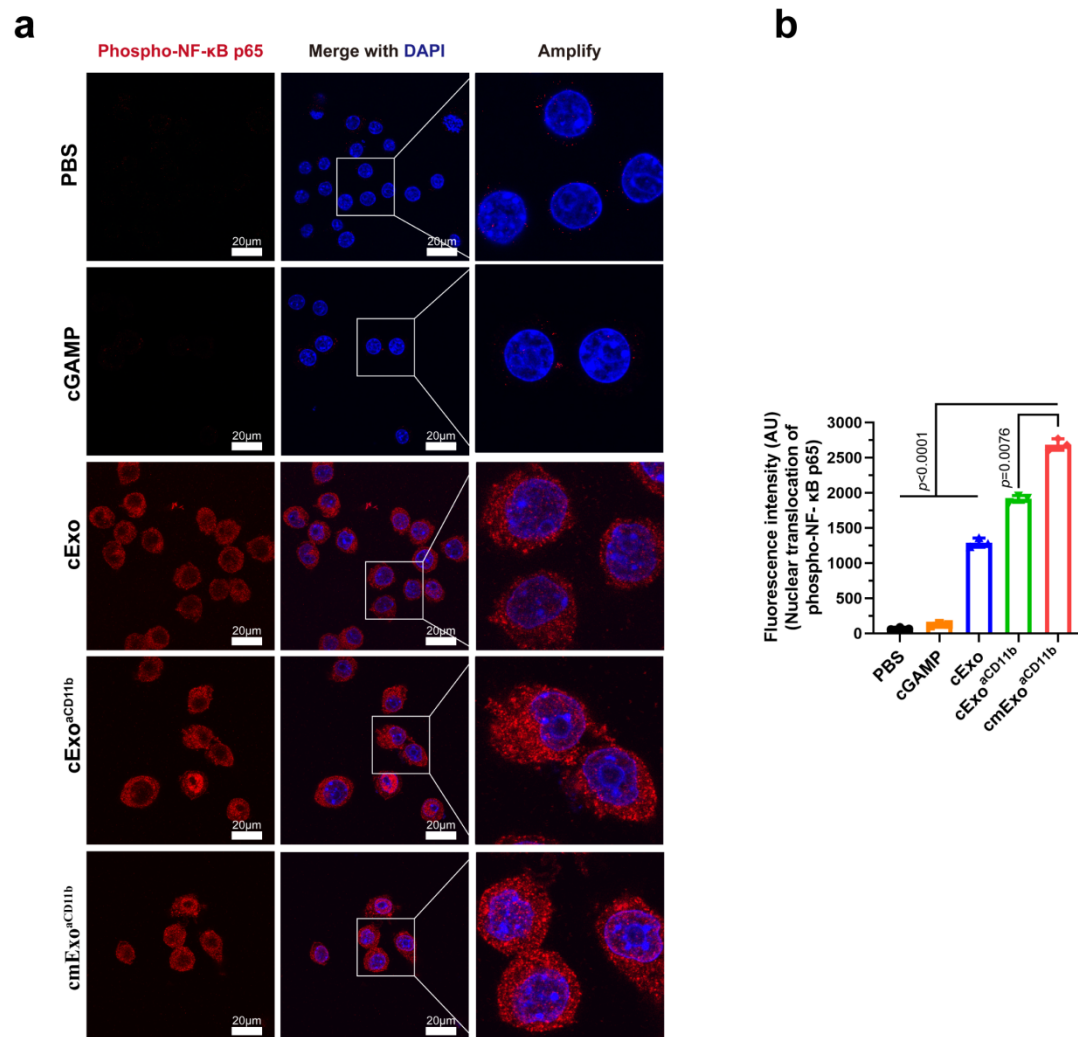

**Figure S11. Confocal laser scanning microscopy detects the occurrence of nuclear ectasia of phospho-NF- $\kappa$ B p65 in THP-1 cells after different administration treatments.** a. Confocal laser scanning microscopy images of the nuclear translocation of activated NF- $\kappa$ B (p65) in THP-1 cells. Representative immunofluorescence images show that both cExo<sup>aCD11b</sup> and cmExo<sup>aCD11b</sup> undergo nuclear translocation, with cmExo<sup>aCD11b</sup> having a stronger nuclear translocation effect. Scale bar: 20  $\mu$ m. b. Average fluorescence intensity of NF- $\kappa$ B p65 nuclear translocations in each group (n = 3). Data are presented as mean  $\pm$  s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons~~.

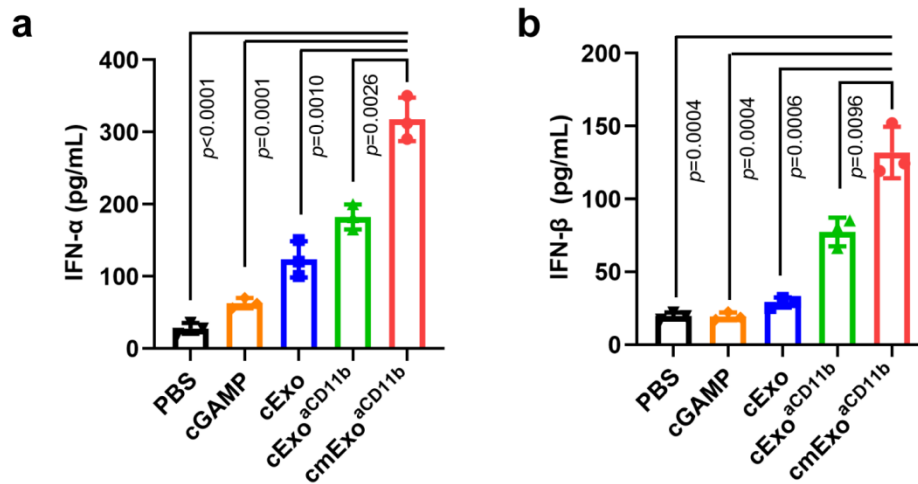

**Figure S12. Ability of THP-1 cells to produce IFN- $\alpha$  and IFN- $\beta$  after each group of treatments.** a, b. Levels of IFN- $\alpha$ , IFN- $\beta$  in THP-1 cell supernatants, as detected by ELISA (n = 3). Data are presented as mean  $\pm$  s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons.~~

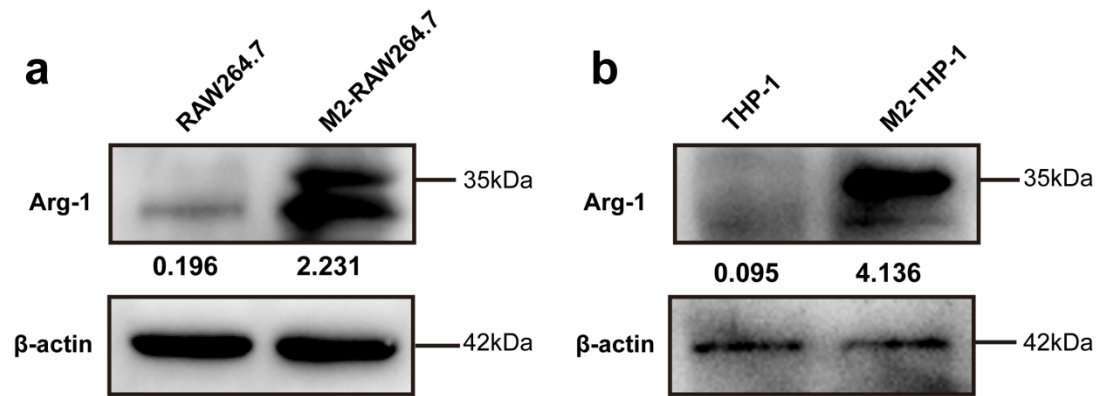

**Figure S13. Western blot analysis of Arg-1 protein expression in macrophages after M2 polarization.** (a) RAW264.7 cells and (b) THP-1 cells exhibited increased expression of arginase-1 (Arg-1) after M2 polarization, confirming successful induction of the M2 macrophage phenotype. Band intensities were quantified using ImageJ software, with Arg-1 levels normalized to GAPDH as a loading control.

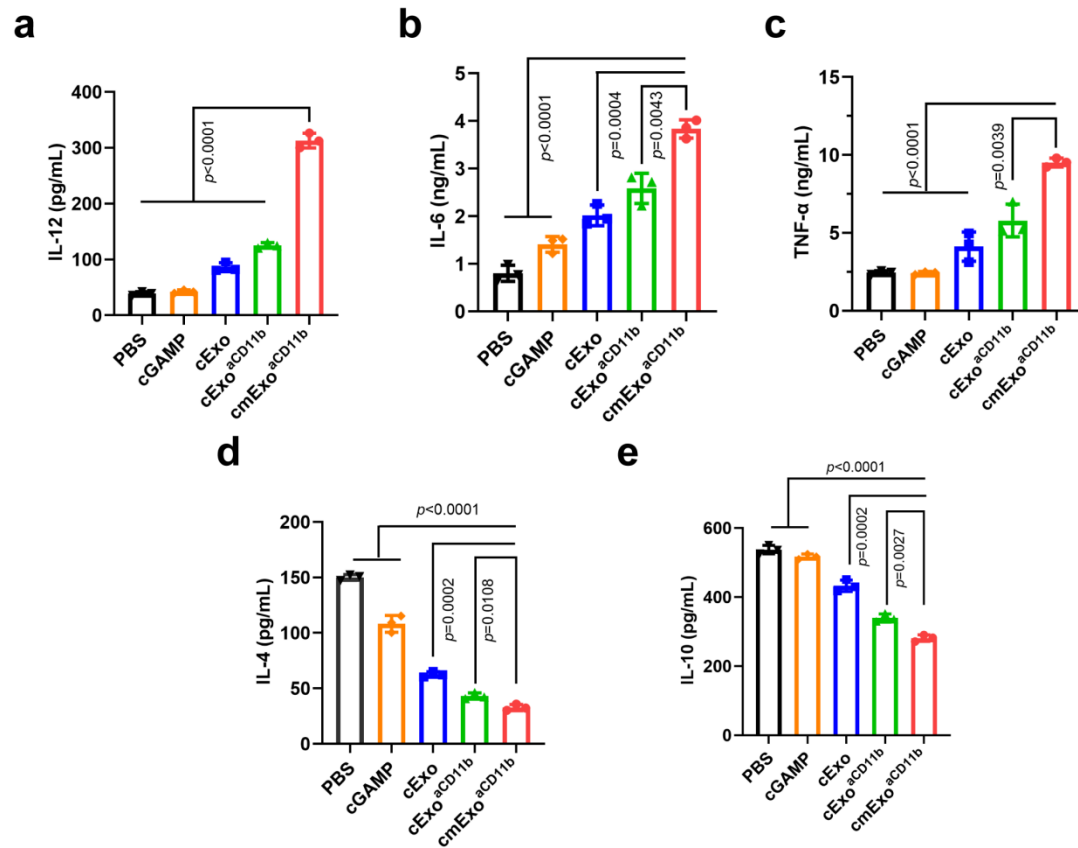

**Figure S14. Release of inflammatory cytokines from THP-1 cells after the administration of treatment in each group. a-e.** Levels of IL-12, IL-6, TNF- $\alpha$ , IL-4 and IL-10 in THP-1 cell supernatants, as detected by ELISA (n = 3). Data are presented as mean  $\pm$  s.d.; two-sided unpaired Student's t-tests were applied for comparisons.

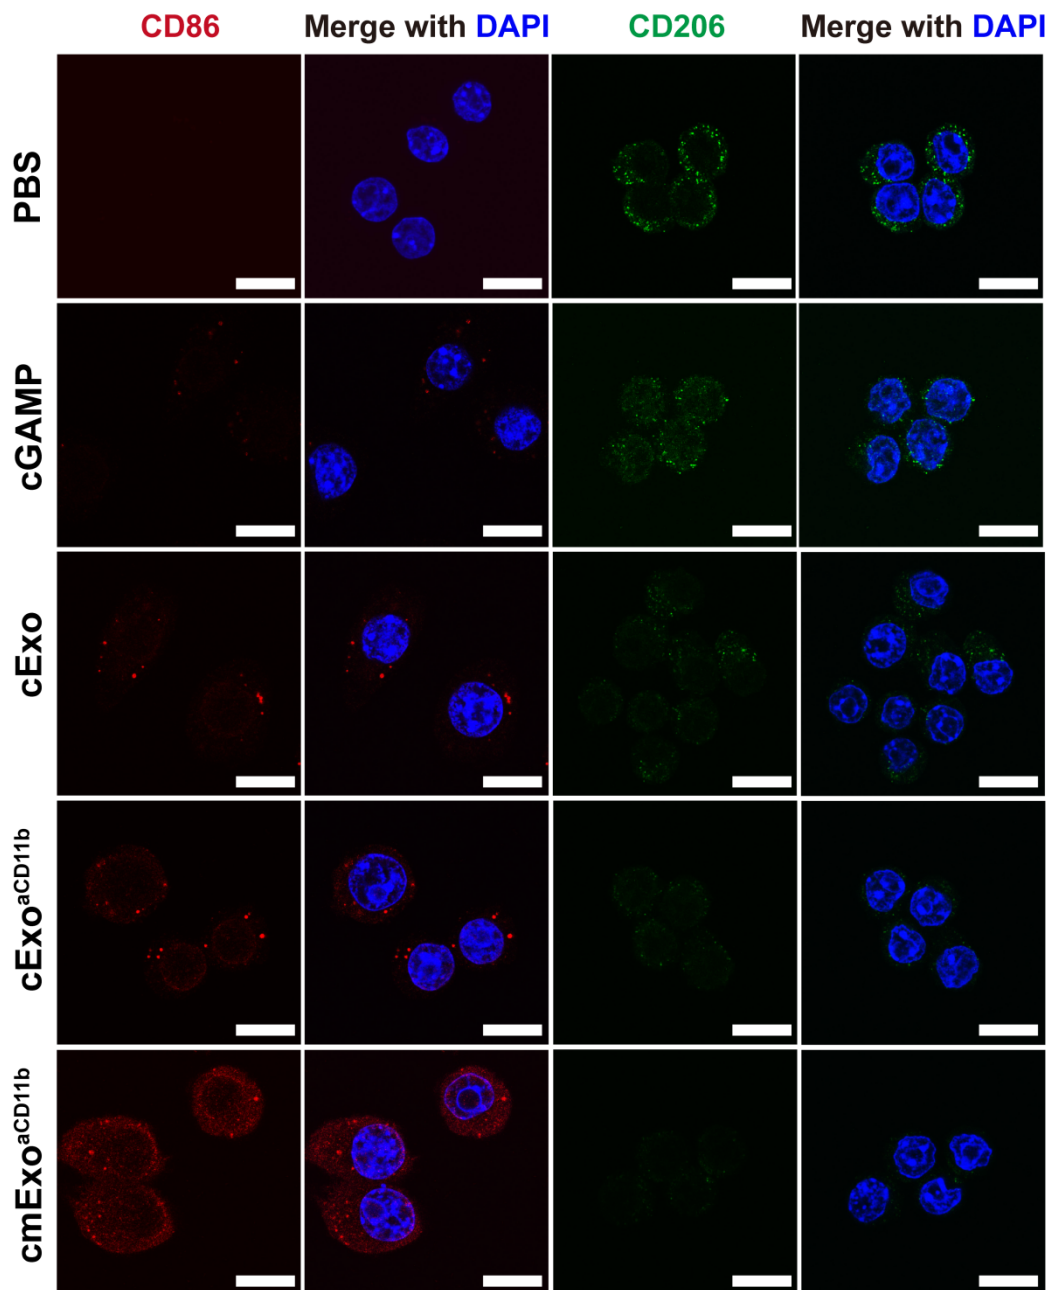

**Figure S15. Changes in cell surface CD86 and CD206 expression of THP-1 cells after each group of administration treatment.** Expression of CD86 and CD206 in THP-1 cells, as detected by confocal laser scanning microscopy (n = 3). Scale bar: 10  $\mu$ m.

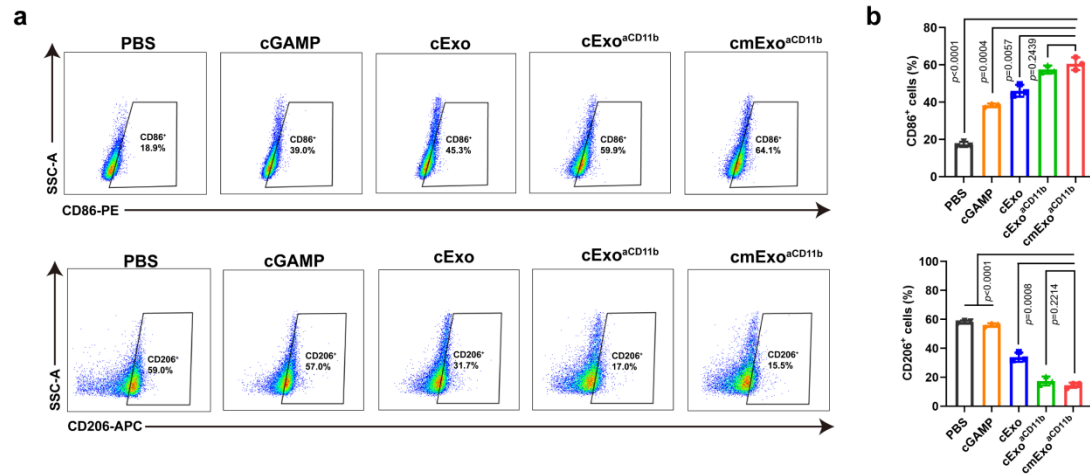

**Figure S16. Changes in cell surface CD86 and CD206 expression of THP-1 cells after each group of administration treatment.** a. Expression of CD86 and CD206 in THP-1 cells, as detected by flow cytometry (n = 3). b. Proliferation ratio of CD86<sup>+</sup> and CD206<sup>+</sup> cells in macrophages (n = 3). Data are presented as mean ± s.d.; two-sided unpaired Student's t-tests were applied for comparisons.

**a**

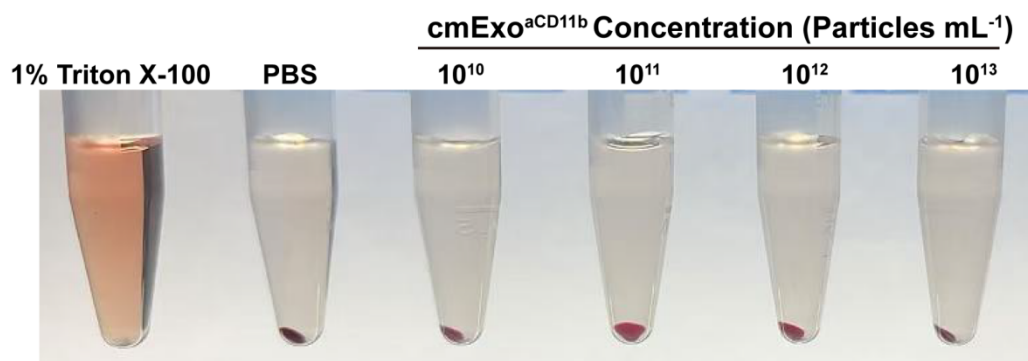

**b**

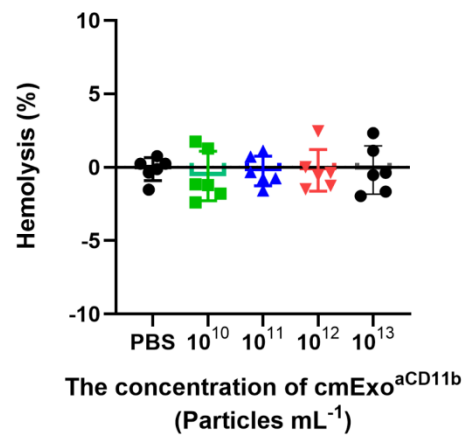

**Figure S17. Biosafety of cmExo<sup>aCD11b</sup>.** a. Hemolysis of red blood cells treated with cmExo<sup>aCD11b</sup>. b. Hemolysis rate measured in each group (n = 6).

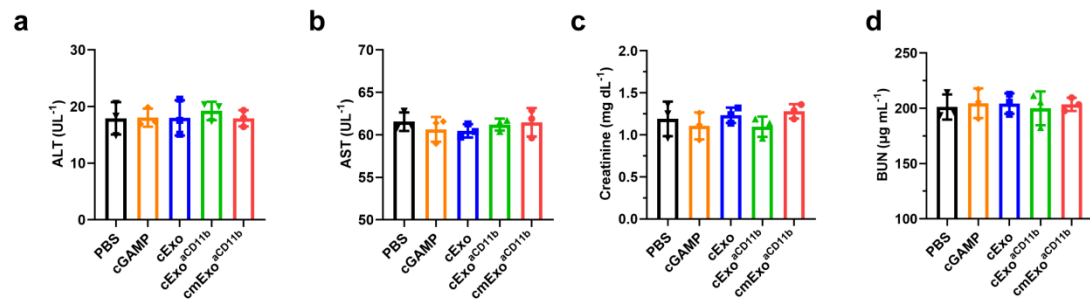

**Figure S18. Effects of the administered treatments on the biochemical indices in the blood of mice in each group.** a-d. Biochemical indexes including ALT, AST, creatinine, and BUN detected in each group (n = 3).

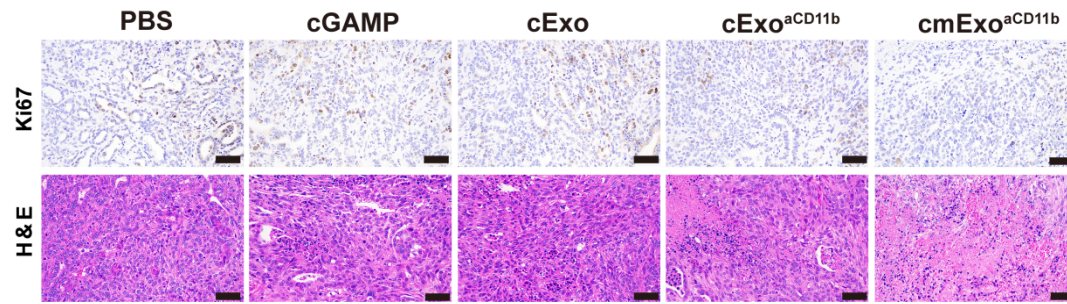

**Figure S19. Analysis of Ki67 and H&E staining of tumor tissues.** Ki67 and H&E staining of tumor tissues showing excellent therapeutic effect of cmExo<sup>aCD11b</sup> (n = 3). Scale bar: 100  $\mu$ m.

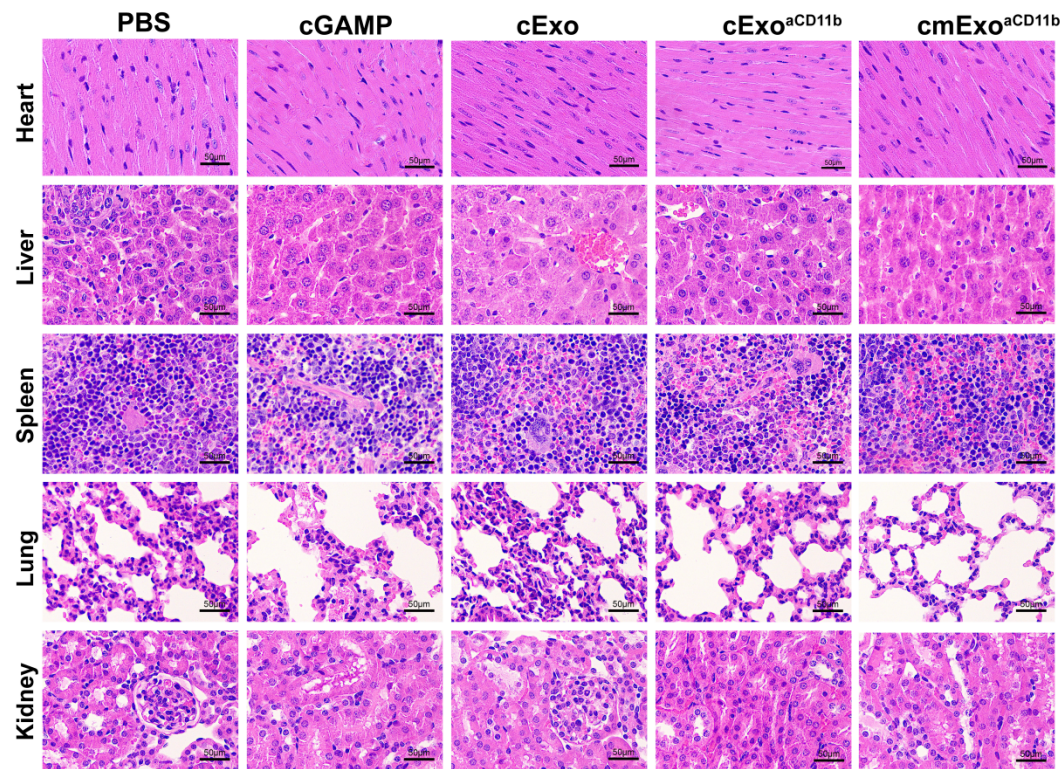

**Figure S20. Biosafety of each group of treatments.** H&E staining of major organs (heart, liver, spleen, lung, and kidney) of mice ( $n = 3$ ). No significant histopathological abnormalities were observed, indicating that cmExo<sup>aCD11b</sup> treatment does not induce overt organ toxicity. Scale bar: 50  $\mu\text{m}$ .

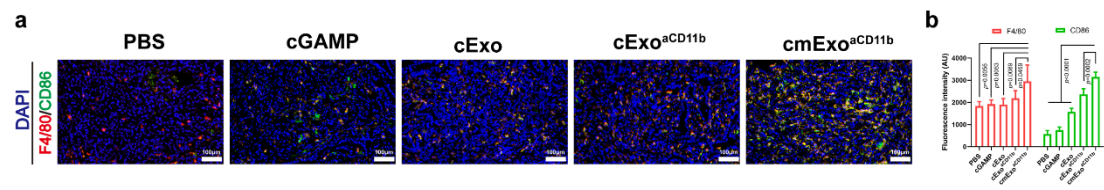

**Figure S21. Immunofluorescence staining analysis of M1 macrophage surface markers F4/80 and CD86 on tumors.** a. Immunofluorescence staining of CD86 and F4/80 in tumor tissues. Scale bar: 100  $\mu$ m. b. Quantification of average fluorescence intensity of F4/80 and CD86 protein. Data are presented as mean  $\pm$  s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons.~~

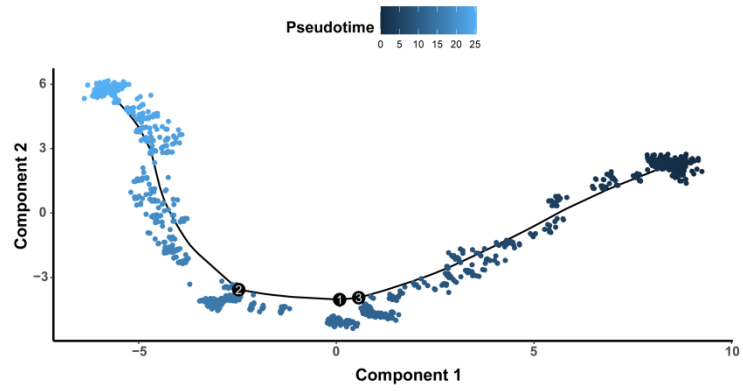

**Figure S22. Monocle pseudotime trajectory analysis of macrophage population.**

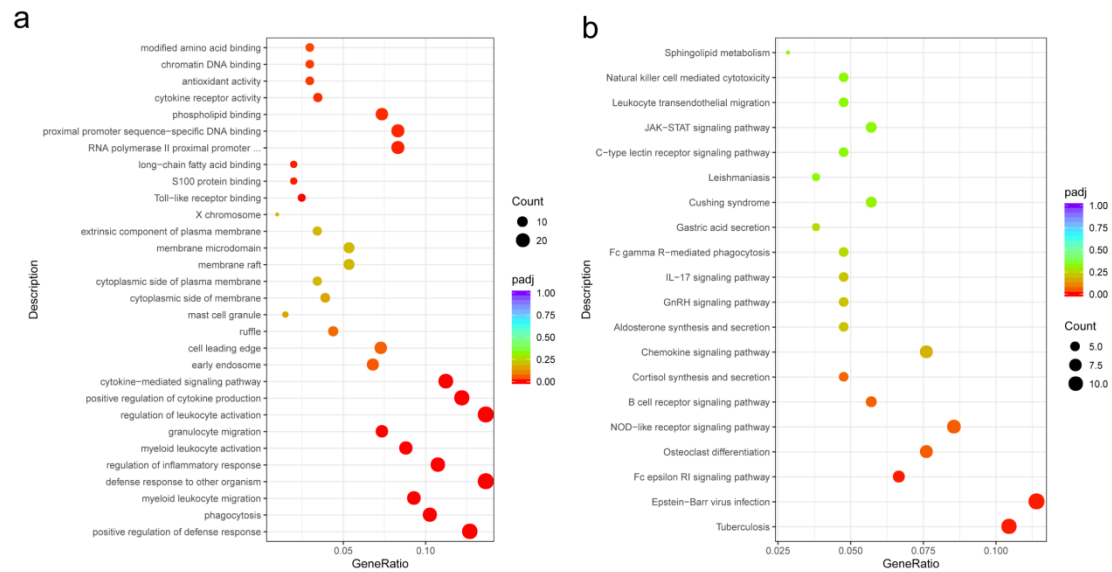

**Figure S23. Functional enrichment analyses during macrophage repolarization. a.** Bubble plots depicting the progression of gene upregulation during M2-to-M1 repolarization in the GO enrichment analysis. **b.** Bubble plots illustrating the progression of gene upregulation during M2-to-M1 repolarization in the KEGG pathway analysis.

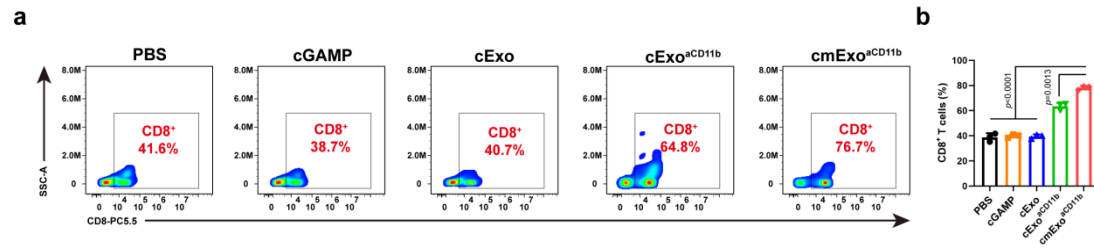

**Figure S24. Changes in CD8<sup>+</sup> T cell populations in the spleens of tumor-bearing mice.** a. Flow cytometry analysis of CD8<sup>+</sup> T cells in spleens across treatment groups. b. Quantification of CD8<sup>+</sup> T cell proportions in each group (n = 3). Data are presented as mean ± s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons.~~

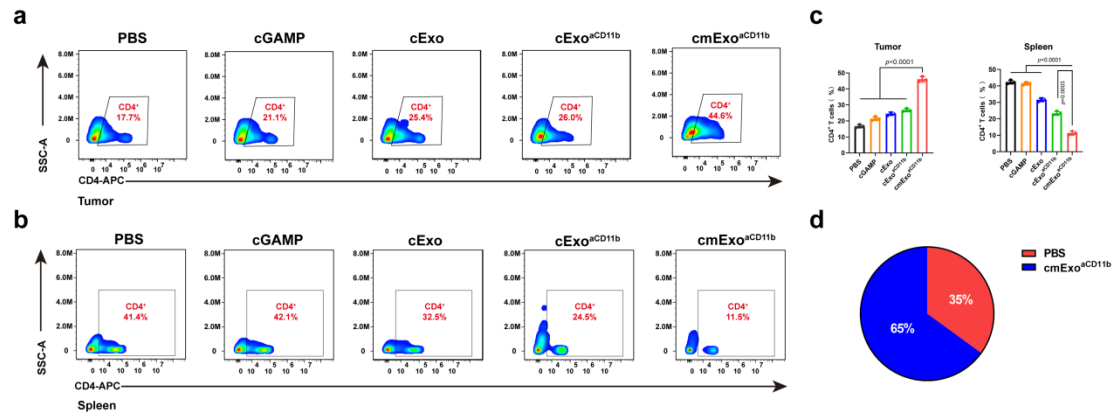

**Figure S25. Alterations in CD4<sup>+</sup> T cell populations in tumor and spleen by flow cytometry and scRNA-seq.** a, b. Flow cytometry analysis of CD4<sup>+</sup> T cell proportions in tumors and spleens of mice across treatment groups (n = 3). c. Representative plots showing the percentage of CD4<sup>+</sup> T cells in each group. d. Quantification of CD4<sup>+</sup> T cells in tumor tissues based on scRNA-seq under different treatment conditions. Data are presented as mean ± s.d.; ~~two-sided unpaired Student's t-tests were applied for comparisons.~~

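Gated one by one on a Cd4 UMI and no Cd8a or Cd8b1 UMI, 152 PBS cells (2.22% of the library) and 278 cmExo aCD11b cells (3.92%) were CD4 T cells. Of these, 64.7% (59.9 to 69.2%) came from the cmExo aCD11b library, and the ratio of the shares was 1.77 (1.44 to 2.17).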

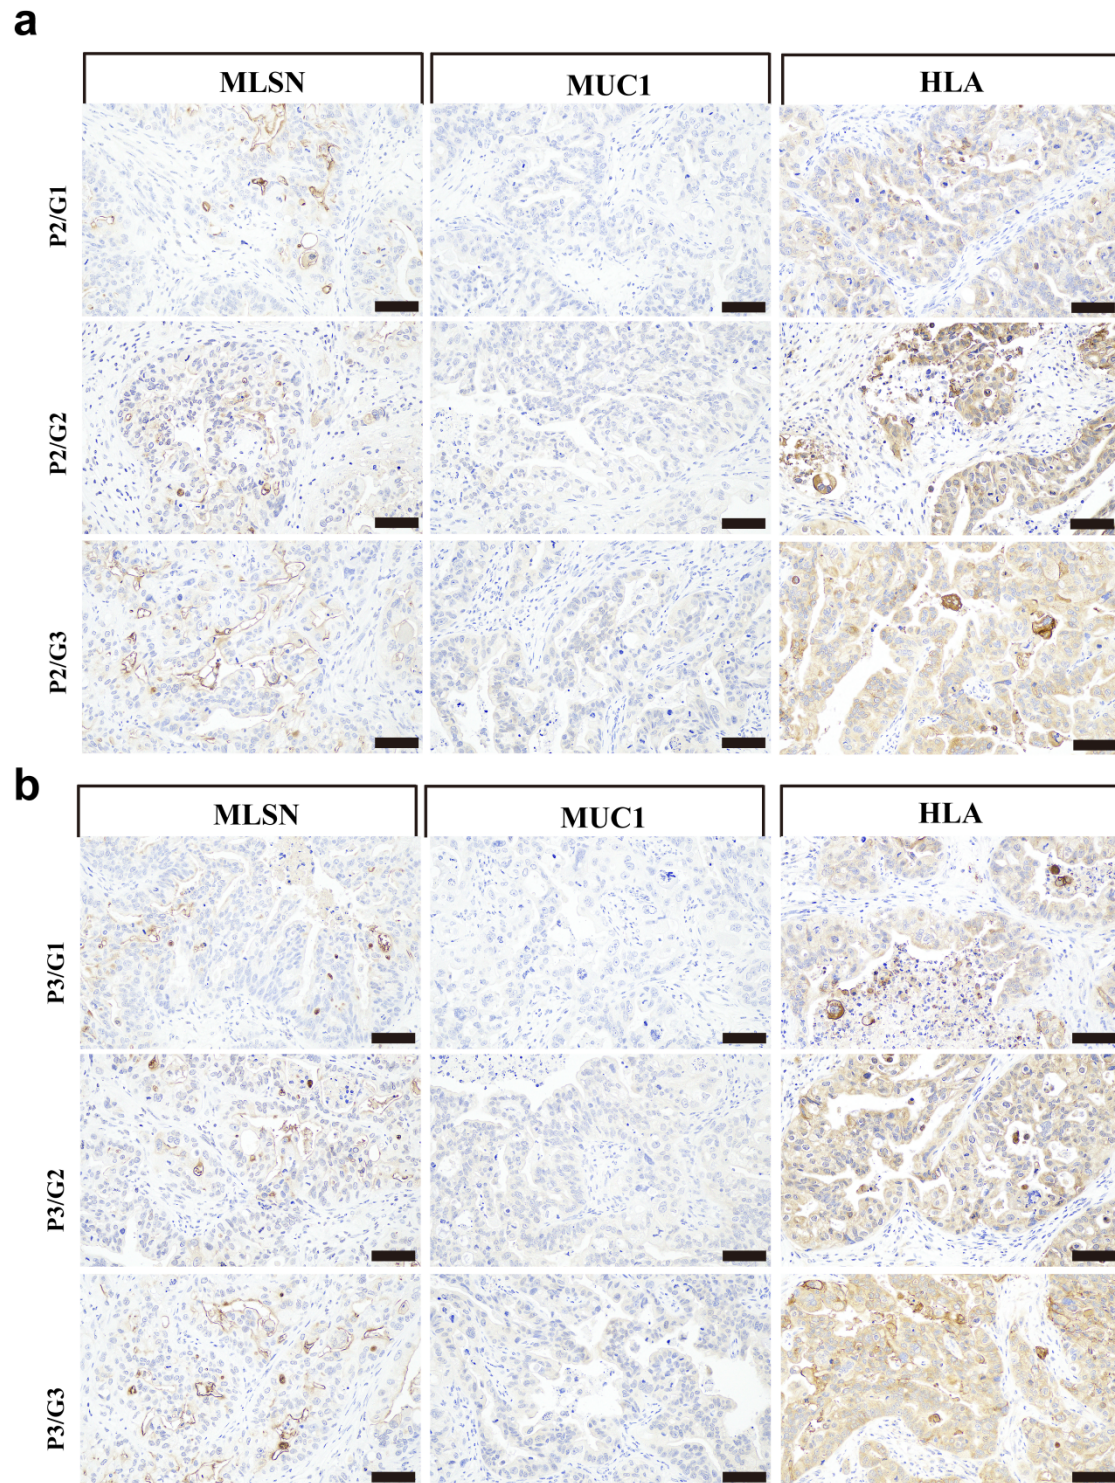

**Figure S26. Immunohistochemical characterization of pancreatic cancer tissue from two additional patients across serial passages.** a. Immunohistochemical staining for MLSN, MUC1, and HLA in tumor tissues derived from Patient 2 (P2) across three successive passages. Scale bar: 100  $\mu$ m. b. Immunohistochemical staining for MLSN, MUC1, and HLA in tumor tissues derived from Patient 3 (P3) across three successive passages. Scale bar: 100  $\mu$ m.

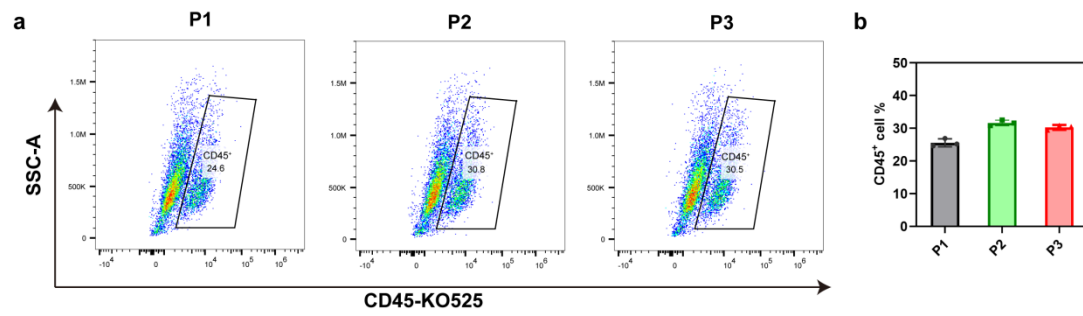

**Figure S27. Immune cell engraftment in the PDX mouse model.** a, b. Flow cytometry analysis of CD45<sup>+</sup> cells in PBMCs from PDX mice. Administration of cmExo<sup>aCD11b</sup> was initiated once the proportion of CD45<sup>+</sup> cells reached 30%, indicating successful immune cell reconstitution *in vivo*.

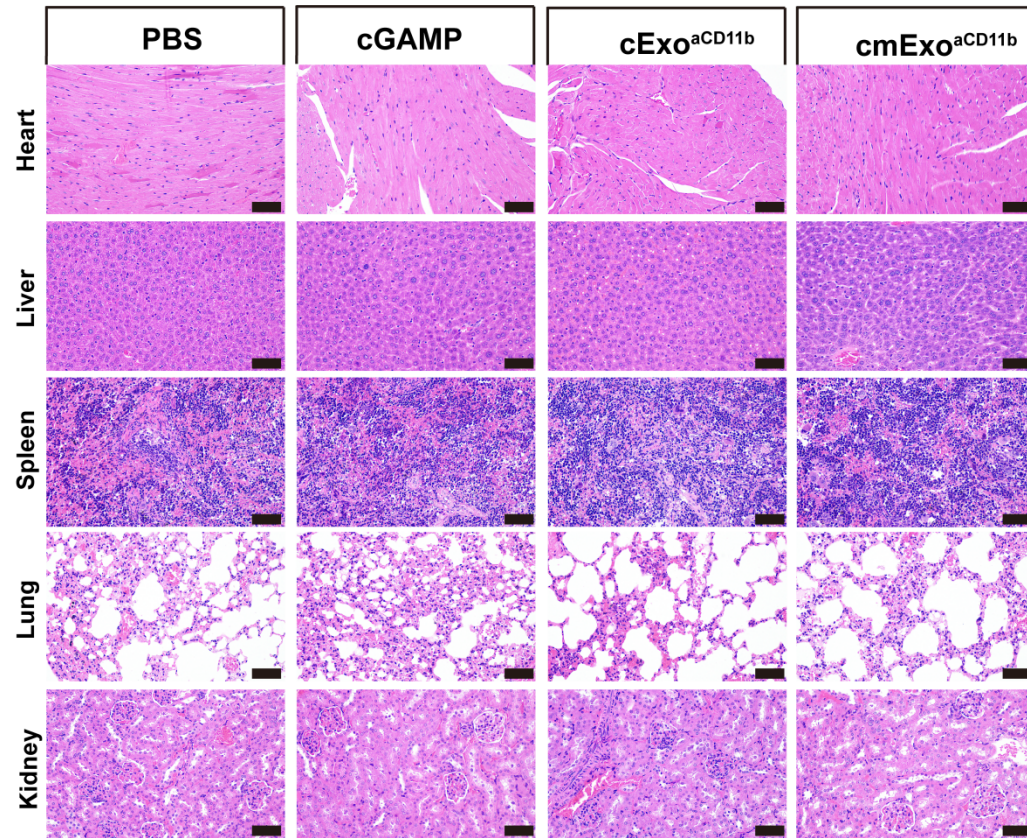

**Figure S28. Evaluation of systemic toxicity following treatment.** H&E staining of major organs (heart, liver, spleen, lung, and kidney) from PDX mice in each treatment group (n = 3). No observable histopathological abnormalities were found, indicating the favorable biosafety profile of cmExo<sup>aCD11b</sup>. Scale bar: 100  $\mu$ m.

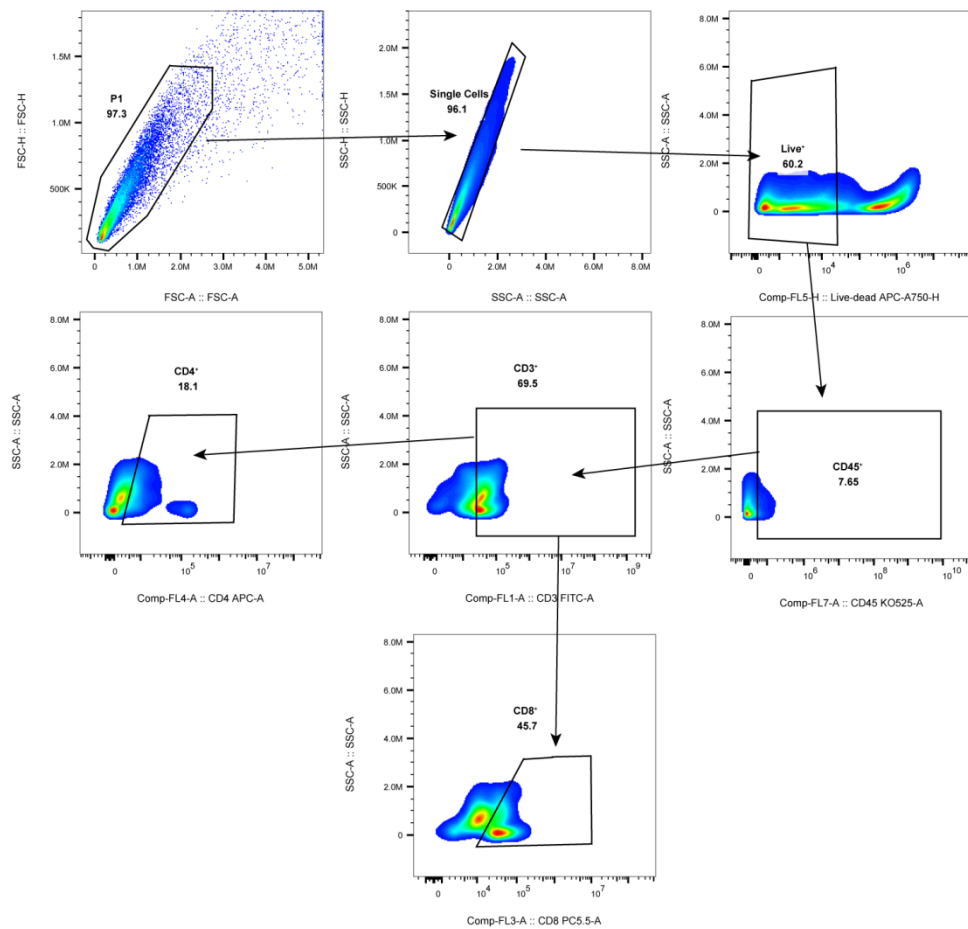

**Figure S29. Representative flow cytometry T cell gating strategies.**

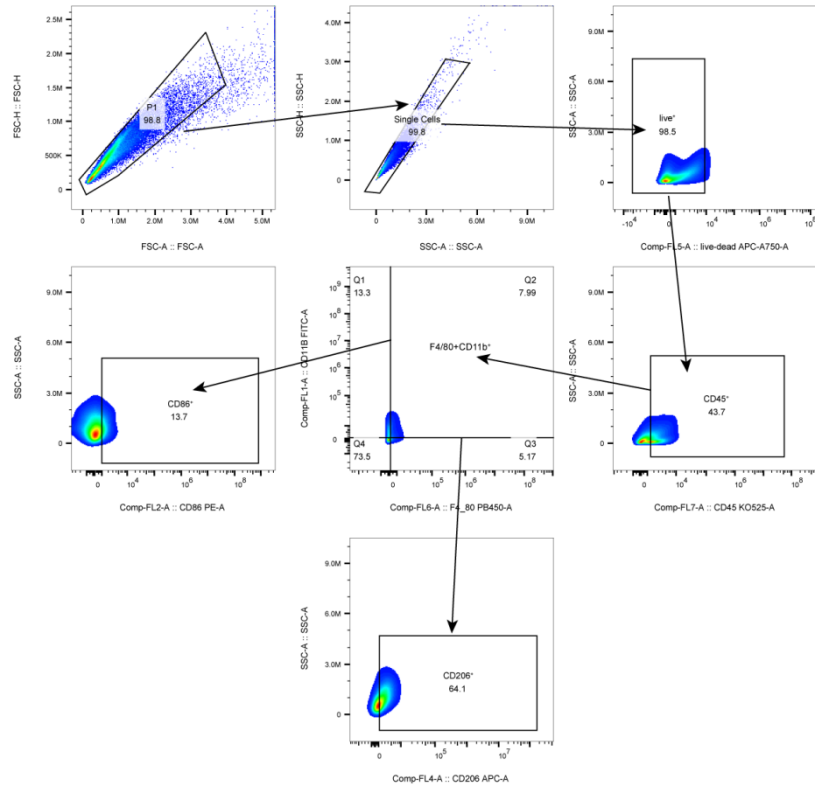

**Figure S30. Representative flow cytometry macrophage gating strategies.**

How the deposited data were processed for this re-analysis (not part of the article)

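Single-cell RNA sequencing of tumor-infiltrating cells was analysed from 2 droplet libraries, 1 per treatment, each a pool of 3 mice. The authors deposited UMI counts per gene and barcode, made with Cell Ranger and neither normalized nor filtered, as the matrix headers and the empty droplets in them show. Both headers name version 7.1.0, whereas the methods of the paper name version 3.0.2, and the counts were used as they are. The kept cells held 50279074 UMIs in PBS and 62690192 in cmExo aCD11b.

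Cells were called, filtered and cleared of doublets as given at the first result, with Scrublet scores from 30 principal components and an expected doublet share of 0.8% per 1000 cells. Scrublet's automatic threshold marked 0 cells, so in effect that alternative equals removing no doublets. Counts were scaled to 10000 per cell, log-transformed with a pseudocount of 1, standardized and clipped at 10, and joined into a graph of 20 neighbors for Leiden clustering. The work used Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0, with 1 thread and fixed seeds.

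A cluster took the name of the class with most markers among its 10 leading genes, and then that with the highest mean scaled marker level. It stayed unnamed with fewer than 3 detected markers, with leading genes of another class, or with few UMIs and no marker of its own. T-lineage subclusters were split by lineage where at least 15% of cells had a UMI of one lineage, at 1.5 times or more the other. Subclusters with at least 2 leading markers of other classes, and more of these than of their own, were removed in up to 3 rounds. This rule kept 1 subcluster of the macrophage-like and monocyte-like cells that genes of neutrophil precursors led. Subclusters of macrophage-like and monocyte-like cells, CD8 T-like cells, CD4 T-like cells and DC-like cells were formed at the lowest resolution, in steps of 0.1, that gave the number in the study.

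These rules for naming and subclustering went through 4 versions. All 4 were settled after tables had been seen that gave the cells of each library in each cluster, and so was the pooling of macrophage-like with monocyte-like cells. The rules kept 6.10% of PBS and 9.06% of cmExo aCD11b cells unnamed, 1.54% and 1.06% without a T lineage, and 1.11% and 2.22% out of the macrophage subclusters. The T-lineage subclusters led by other markers, 0.132% and 1.03% of cells, remain within the T-lineage class. Before the data were examined, the filters, the number of principal components, the marker lists, the rule for named genes and 66 alternatives had been set. The alternatives chosen later are marked as such.

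No test between the treatments was run, because there is 1 library per condition. No paired analysis was possible because the pools are of different mice. The genes named are those the paper names for these data, genes of proteins it measures, an interferon-stimulated list, and in each class with at least 100 cells in both libraries the 5 genes with the largest ratio in each direction among those with at least 50 UMIs, with 1 UMI added. The interferon-stimulated list included Isg15, Ifit1, Ifit2, Ifit3, Irf7, Oasl1, Rsad2, Usp18, Cxcl10 and Ifi44, while Mx1, also on it, was not analysed here. Some genes that these rules and lists select are not reported here. Xist, the Y-linked genes, the haemoglobin genes and Clec9a were added after the values had been seen. A list was placed by the percentile of its median ratio among 10000 random lists matched on mean expression. A gene at 0 was given as a lower bound against 3 counts.

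The methods were tested on simulated data in 8 comparisons with 200 changed genes each. For gene ratios and lists, these data were Poisson draws from a pooled profile of each class, with no variation between cells or mice. The interval of the ratio held the true value for 94% to 98% of changed genes and 95.5% to 96.1% of the others. Such coverage follows from the Poisson draws, so it does not show how the intervals behave where few cells hold most UMIs or where mice differ. It excluded 1 in the true direction for 90% to 98% of changed genes. Of unchanged lists, 2% to 5.50% passed the 95th percentile.

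Monocle2 was replaced by diffusion pseudotime. GO and KEGG enrichment were not run, since no gene-set collection was at hand. Flow cytometry, imaging and the other experiments of the paper were not analysed here.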

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

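The other rules of cell calling, keeping doublets, subtracting the empty-droplet profile and leaving out abundant genes were alternatives set beforehand, but they were chosen as tests of these explanations only after the results had been seen, as were all other tests given here.

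Neutrophil-like cells, a class that the paper does not report, made up 67.1% of the PBS library, a signal in data the paper did not analyse. Droplets with free RNA alone would hold the 9 neutrophil marker genes at the level of empty droplets. The level was 163240 CPM against 58600 CPM in PBS, 2.79 times as high, and 3.25 times in cmExo aCD11b, which argues against that explanation for the class as a whole. The paper speaks of immune cells without naming neutrophils, and whether they were removed in the study before its clustering was not tested. The lower share in cmExo aCD11b has no replicate, so treatment and any other difference between the libraries both stay open.

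In the same class, the interferon-stimulated genes had a median ratio of 2.20 between the libraries, again a signal in data the paper did not analyse. It was above all 10000 random lists, and 10 of 10 genes were higher. Isg15 went from 316 to 807 CPM and Ifit1 from 54.9 to 249.9 CPM. The list was raised in all 9 named classes, from 1.75 in plasma cell-like to 3.86 in monocyte-like cells, and in empty droplets (2.36). It was not raised beyond random lists in naive CD8 (0.934), exhausted CD8 (1.09), proliferating CD8 (0.795) and Treg-like subclusters (0.984), where only 4 to 6 of its genes had enough counts.

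Free RNA was argued against in the 8 named classes other than plasma cells, since subtracting the empty-droplet profile left a lowest ratio of 1.88. Depth was argued against in the 5 classes with enough genes after thinning, with a lowest ratio of 1.80, and abundant genes by a lowest ratio of 1.80 without them. In plasma cell-like cells, an effect of the treatment and free RNA cannot be told apart, since the list fell to the percentile 89.7 of random lists after the subtraction. A response to cGAMP, which each cmExo aCD11b dose carried, may explain the pattern. With 1 library per condition, it cannot be told apart from another difference between the 2 libraries than the treatment, because the design gives each treatment its own library.

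Plasma cell-like cells, a class the paper does not report either, had a ratio of shares of 3.15 (49 PBS and 160 cmExo aCD11b cells). The lowest ratio under the other rules of cell calling was 3.28, and with no doublets removed it was 3.62, so neither choice made the difference. Whether it comes from the treatment or from the pools of mice stays open, and no biological explanation was tested.

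Xist stood at 1716 CPM in epithelial-like cells of the PBS library, a gene outside those the paper discusses, although the paper gives the mice as male. Over both libraries, 59 of 125 epithelial-like cells (47.2%, 38.2 to 56.3%) had a Xist UMI, against at most 0.556% in the other 8 named classes. Transcripts of 4 Y-linked genes were at 33.0 CPM (26.3 to 40.9) in them, 13.4% of the level in empty droplets, and between 180.2 and 478 CPM in the other classes. A candidate explanation is that these are implanted tumor cells that carry no Y chromosome. The sex of the tumor cell line is not given in the paper's text, so this remains a hypothesis that genotyping the line for Y-linked genes would test.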

How the results depend on the processing

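The tests under alternatives marked here as chosen after seeing the data were added then, and the naming rules behind the reported values themselves were settled after the cells of each library had been seen. The rerun of the first and second versions of the rules covers subclusters, not the first rule for naming classes. All alternatives set before were run.

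The share ratio of macrophage-like cells stayed below 1 under all alternatives run for it (0.107 to 0.263), and those of monocyte-like (1.82 to 3.06), NK-like (2.48 to 4.13), plasma cell-like (2.14 to 3.62) and DC-like cells (1.45 to 2.26) stayed above 1. The ratios of Gzma and Gzmb in CD8 T-like cells and of Foxp3 (2.74 to 5.30) and Lag3 (2.66 to 7.76) in CD4 T-like cells also stayed above 1, as did the interferon-stimulated list in T-lineage (1.76 to 2.00) and monocyte-like cells (3.36 to 5.71). The M2-like share ratio stayed below 1, between 0.227 and 0.878. Of 309 values for 38 results on single genes outside the main results, 230 stayed within the counting interval, 71 moved and 8 changed side of no difference, with or without counting error.

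Percentages below are of cells from the cmExo aCD11b library, and the cause was not tested except where stated. Values that no longer differed are those on the other side of no difference, but with an interval that holds it. For percentages, no difference is the share of that library in the parent cells, 53.7% for CD8 T-like cells with the ranked-UMI cut-off. The ranked-UMI cut-off and the denominator change which cells are counted by construction. With the ranked-UMI cut-off alone, direction reversed in the share ratio of CD4 T-like cells (0.490) and the percentage for CD4 T-like (36.2%). Values no longer differed in the share ratios of neutrophil-like (1.08), T-lineage (0.816) and CD8 T-like cells (0.997), the percentages for neutrophil-like (55.6%), T-lineage (48.6%) and CD8 T-like (53.6%) and the ratio of Mrc1 in macrophage-like cells (1.06). Values moved in the kept cells in the PBS library (2333) and the cmExo aCD11b library (2707), the share ratios of macrophage-like (0.107), monocyte-like (2.07), B-like (0.550) and DC-like cells (1.45) and the interferon-stimulated ratios in B-like (2.28) and neutrophil-like cells (3.31). With at most 10% mitochondrial UMIs, values no longer differed in the percentage for M1-like (36.8%) and the share ratio of M1-like cells (0.942). Values moved in the share ratios of neutrophil-like (0.908) and M2-like cells (0.686) and the percentage for M2-like (29.8%). With expression centred within each library, values moved in the share ratios of neutrophil-like (0.624), CD8 T-like (2.99) and M2-like cells (0.746) and the percentages for CD8 T-like (75.6%) and M2-like (35.0%). Over cells other than neutrophil-like, values moved in the share ratios of macrophage-like (0.158), monocyte-like (1.82), T-lineage (1.61), CD8 T-like (2.48), CD4 T-like (1.28), B-like (0.688), plasma cell-like (2.14), DC-like (1.497) and epithelial-like cells (0.482). With T-lineage cells gated one by one, values moved in the share ratio of CD8 T-like cells (2.51) and the percentage for CD8 T-like (72.2%). With at least 500 genes per cell, values moved in the share ratios of CD8 T-like (3.04) and cytotoxic cells (3.64) and the percentage for CD8 T-like (75.8%). With every barcode of at least 1000 UMIs, values moved in the share ratio of CD4 T-like cells (1.54) and the percentage for CD4 T-like (61.3%). With T cells split at resolution 1.0, chosen after seeing the data, values moved in the share ratio of CD4 T-like cells (2.34) and the percentage for CD4 T-like (70.8%). With no doublets removed, values no longer differed in the ratios of Cxcl9 in macrophage-like and monocyte-like (1.07) and Cd274 in macrophage-like and monocyte-like cells (1.04). Values moved in the percentage for M1-like (63.6%) and the share ratios of M1-like (2.05) and cytotoxic cells (2.05). With 30 principal components, direction reversed in the pseudotime differences of M1-like minus M2-like cells (cell by cell, −0.0028) and exhausted minus cytotoxic CD8 T-like cells (−0.307). Values no longer differed in the percentage for M1-like (37.0%) and the share ratio of M1-like cells (0.902). Values moved in the share ratio of cytotoxic cells (3.67) and the pseudotime differences of M1-like minus M2-like cells (0.0394), memory minus cytotoxic CD8 T-like cells (cell by cell, −0.006), proliferating minus naive CD4 T-like cells (cell by cell, 0.0031) and cDC-classed minus pDC-classed cells (0.0064). Clustered without the interferon-stimulated, M1 and M2 lists, chosen after seeing the data, values no longer differed in the percentage for M1-like (37.9%) and the share ratio of M1-like cells (0.846). Values moved in the percentage for M2-like (38.8%) and the share ratio of M2-like cells (0.878). With the macrophage-like cluster alone, chosen after seeing the data, values moved in the percentage for M1-like (19.2%) and the share ratio of M2-like cells (0.877). With subclusters led by other markers kept, and likewise with the first version of the subcluster rules, both chosen after seeing the data, values moved in the percentages for M1-like (68.3%) and M2-like (25.4%) and the share ratio of M1-like cells (2.63). With 4 subclusters, values moved in the percentage for M1-like (73.2%) and the share ratio of M1-like cells (3.42). With M1-like and M2-like cells split one by one, values moved in the percentage for M2-like (36.2%) and the share ratio of M2-like cells (0.837). With Cd86 against Mrc1 alone, values moved in the percentage for M2-like (32.5%) and the share ratio of M2-like cells (0.709). With cells classed one by one, values moved in the share ratio of Treg-like cells (1.14). With DC-like cells classed one by one, values no longer differed in the share ratio of cDC-classed cells (in place of the Clec9a-led subcluster, 0.761). With DC-like cells classed one by one and those without a UMI of the list left out, chosen after seeing the data, values no longer differed in the share ratio of cDC-classed cells (in place of the Clec9a-led subcluster, 0.729). Without the macrophage subcluster led by genes of neutrophil precursors, chosen after seeing the data, direction reversed in the ratio of Cd86 in macrophage-like and monocyte-like cells (1.10). Values no longer differed in the ratio of Cd274 in macrophage-like and monocyte-like cells (1.04). With the mean over cells, direction reversed in the ratios of Cd86 in macrophage-like and monocyte-like (1.04), Cd274 in macrophage-like and monocyte-like (1.15) and Cd86 in monocyte-like cells (1.05). With the root in a single cell, direction reversed in the pseudotime differences of M1-like minus M2-like cells (cell by cell, −0.0034), Treg-like minus naive CD4 T-like cells (cell by cell, −0.0104) and proliferating minus naive CD4 T-like cells (cell by cell, −0.0144). Values moved in the pseudotime differences of cytotoxic minus naive CD8 T-like cells (0.0422), exhausted minus cytotoxic CD8 T-like cells (0.189) and cDC-classed minus pDC-classed cells (0.045).

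Depth limits the genes with few UMIs, such as Il2rb and Cxcr3 in the Treg-like subcluster, where no difference in either direction was detectable. Of the cells classed one by one, 29 of 61 and 37 of 112 proliferating CD4, 21 of 60 and 72 of 167 exhausted CD8 and 25 of 46 and 45 of 80 cDC-classed cells held no UMI of their list, in PBS and cmExo aCD11b, so the values above for such classes rest partly on cells without the property. Depth also limits cell calling, because most T-lineage cells hold fewer UMIs than the ranked cut-off.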

Differences from the paper's values

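Among the tests here, those with subclusters kept, with lists left out of the clustering or with weighted libraries were chosen only after the result was seen. The paper analysed about 7800 cells, against 13925 here. None of the alternatives set before the data were examined closed the gap, with 5040 with the ranked-UMI cut-off alone, 13236 with every barcode of at least 1000 UMIs, 13449 with at least 500 genes per cell, 13398 with at most 10% mitochondrial UMIs, 14802 with no doublets removed and 14802 with Scrublet's automatic threshold. Read as a number per library, which the sentence in the paper leaves open, the gap is closed by the 6840 PBS and 7085 cmExo aCD11b cells kept here, and by the 7708 and 7904 called.

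The paper's percentage of M1 macrophages from cmExo aCD11b is about 67% in Fig. 5k, read by eye, against 44.5% here. Of the alternatives set before the data were examined, the gap closed with 63.6% with no doublets removed and 73.2% with 4 subclusters. The value also fell within 1.5 times, but only just, with 44.9% with cells split one by one, 45.8% with at least 500 genes per cell, 45.7% with centred expression and 44.7% with 8 subclusters, which all lie within the counting interval of the value here (40.9 to 48.1%) and are not read as closing the gap. It stayed outside with 44.5% with Cd86 against Mrc1 alone, 36.8% with at most 10% mitochondrial UMIs and 37.0% with 30 principal components. With subclusters led by other markers kept, and with the first version of the subcluster rules, both chosen after seeing the values, it was 68.3%. With the libraries weighted to equal numbers of macrophage-like and monocyte-like cells, a scale chosen after seeing the values, it was 54.1% and fell within 1.5 times. Weighted to equal numbers of kept cells, likewise chosen then, it was 43.6% and did not. The paper's percentage from PBS is about 33% in Fig. 5k, read by eye, against 55.5% here. The gap closed with 36.4% with no doublets removed and 26.8% with 4 subclusters, the same 2 alternatives, but not with 55.1% with cells split one by one, 55.5% with Cd86 against Mrc1 alone, 54.2% with at least 500 genes per cell, 63.2% with at most 10% mitochondrial UMIs, 63.0% with 30 principal components, 54.3% with centred expression and 55.3% with 8 subclusters. The percentages of the 2 libraries sum to 100%, so these are the same splits. The weighted scales, chosen after seeing the values, gave 45.9%, within 1.5 times, and 56.4%, which was not.

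For M2 macrophages, the paper's percentage from cmExo aCD11b is about 41% in Fig. 5k, read by eye, against 17.2% here. The gap closed with 36.2% with cells split one by one, 32.5% with Cd86 against Mrc1 alone, 29.8% with at most 10% mitochondrial UMIs and 35.0% with centred expression, but not with 17.1% with at least 500 genes per cell, 16.2% with no doublets removed, 17.5% with 30 principal components, 17.7% with 4 subclusters and 16.4% with 8 subclusters. Clustered without the interferon-stimulated, M1 and M2 lists, an alternative chosen after seeing the values, it was 38.8%. Neither weighted scale, at 23.4% and 16.7%, closed the gap.

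The paper's Treg percentage of CD4+ T cells is about 20% for PBS and about 16% for cmExo aCD11b in Fig. 7b, read by eye, against 2.45% and 7.97% here. For PBS the gap closed with 15.5% with cells classed one by one, but not with 5.63% with at least 500 genes per cell, 4.03% with at most 10% mitochondrial UMIs, 4.05% with no doublets removed, 2.90% with 30 principal components and 5.26% with centred expression. For cmExo aCD11b it closed with 17.6% with cells classed one by one, 15.5% with at least 500 genes per cell, 13.9% with at most 10% mitochondrial UMIs, 14.7% with no doublets removed and 12.4% with centred expression, but not with 7.38% with 30 principal components.

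The paper states that nearly all of its immune cell types increased. Of the 7 types it lists, the share was higher in cmExo aCD11b for 5, level for B-like cells (1.01) and lower for macrophage-like cells (0.233). As numbers of cells, the unit of the paper's sentence, B-like cells were higher too (302 and 317). By that unit only macrophage-like cells were lower (579 and 140). It states that Tregs decreased, while the Treg-like ratio was 3.25 by subcluster and 1.14 by cell. That subcluster may hold cells other than Tregs. It states that memory CD4+ T cells decreased, while the ratio by cell was 0.985, within counting error. It states that all CD8+ T cell classes increased, while as shares exhausted and proliferating cells had ratios of 0.459 and 0.585, the second within counting error, although more of their cells came from cmExo aCD11b. It states that Il2rb and Cxcr3 fell in Tregs, while Il2rb had 3 and 62 UMIs (ratio 1.98, 0.645 to 9.84) and Cxcr3 2 and 2 (ratio 0.0956, 0.00693 to 1.32), so that neither differed beyond counting error.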

Other observations

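The test of red cells among T-lineage cells was chosen before its result was seen and the other rules of cell calling were set beforehand, but their use as a test here, and all other tests in this part, were chosen only after the results had been seen.

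Macrophage-like cells were lower and monocyte-like cells higher in cmExo aCD11b. Clusters drawn by genes that differed in 3 or more classes were argued against, since without these genes the macrophage-like ratio was 0.237. Genes that differed in fewer classes, such as in macrophage-like or monocyte-like cells alone, stayed in the clustering, so their part in the 2 shares was not tested. Cell calling was argued against by a lowest monocyte-like ratio of 2.07 under its other rules. The summed share of both classes fell from 11.0% to 8.67%, but shares give no numbers of cells per tumor. Set against neutrophil-like cells, the ratio of both classes between the libraries was 1.03 (0.916 to 1.16), and against T-lineage cells 0.333 (0.287 to 0.387). A pool of constant size moving from one class to the other therefore cannot be told apart from a smaller pool, because the answer depends on the class taken as the reference. Loss of macrophage-like cells and recruitment of monocyte-like cells were not tested and stay open, as does another difference between the libraries. The hypothesis of recruitment could be tested by labelling blood monocytes before treatment, with libraries of single mice.

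The higher M1-like share may come from monocyte-like cells counted as M1-like. Within the macrophage-like class the ratio of M1-like shares was 1.00 (0.737 to 1.34), and within the monocyte-like class 0.923 (0.750 to 1.14). Monocyte-like cells were 33.4% of M1-like cells in PBS and 83.2% in cmExo aCD11b.

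The T-lineage share was higher in cmExo aCD11b under the rule used but not with the ranked-UMI cut-off alone. The cut-off lay at 6026 UMIs in PBS and 7146 in cmExo aCD11b, and 81.2% of T-lineage cells in PBS and 93.0% in cmExo aCD11b held fewer, against 69.9% and 65.7% of all cells. The ratio was 2.89 (2.60 to 3.23) for cells under the cut-off and 0.772 (0.579 to 1.03) above it, which is consistent with T-lineage cells being lost by the cut-off. Why the ratio is not raised among the deeper cells was not tested.

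Hbb-bs had 5 UMIs in PBS and 2374 in cmExo aCD11b T-lineage cells. Its level was 198% of that in empty droplets, which argues against free RNA as the whole cause. Of these UMIs, 97.8% sat in 1 barcode with over 5% haemoglobin UMIs, so a red cell, or part of one, called as a T-lineage cell may be the source. Over all classes, 17 barcodes in cmExo aCD11b and 1 in PBS passed that level.

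Genes of cytokines, some of them on the M1 or interferon-stimulated list, were also measured over macrophage-like and monocyte-like cells. Tnf fell from 308 to 175 CPM. Il6 had a ratio of 0.816 (0.691 to 0.961), and Cxcl9 fell from 27.6 to 5.30 CPM. Il12b had 66 UMIs in PBS, all in 2 cells, and 1 in cmExo aCD11b, so no change of the class is read from it. Without the subcluster led by genes of neutrophil precursors, an alternative chosen after seeing the data, the ratio was 0.582 for Tnf and 0.0601 for Cxcl9. With no doublets removed, an alternative set beforehand, Cxcl9 no longer differed, so no fall of Cxcl9 is read from these cells. Over all of these cells, Cxcl10 rose from 479.7 to 871 CPM and Ifnb1 from 41 to 93.8 CPM. Over all cells, Ifng rose by a ratio of 2.05 (1.92 to 2.19), Il4 went from 3 to 219 UMIs, and Il12a had 191 and 281 UMIs (ratio 1.18, 0.978 to 1.43). Also over all cells, Ifnb1 (ratio 1.30) and Cxcl10 (1.41) were higher and Tnf (0.412), Il6 (0.728) and Il12b (0.768) lower. Cxcl9 was level (1.05, 0.938 to 1.17). Such sums follow the shares of the classes too, among them the higher T-lineage share. Arg1 also fell in empty droplets, from 924 to 120.4 CPM.

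The genes with the largest ratios in each class were set against free RNA and against the cells that held them, in the library with the higher level. The following had more UMIs than free RNA would give, and no more than 50% of them lay in 5 cells, in subclusters led by markers of other cell types or in barcodes with over 5% haemoglobin UMIs. As UMIs in PBS and cmExo aCD11b, these were Lifr (6 and 51), Slfn5 (12 and 81) and Rtp4 (8 and 51) higher in B-like cells, and Zfyve21 (53 and 0) lower in macrophage-like cells. In monocyte-like cells they were Iigp1 (0 and 82) and Gbp4 (0 and 64) higher and Fam78b (36 and 22) lower, and in neutrophil-like cells Capn11 (0 and 53), 3830403N18Rik (2 and 63) and Csf3 (6 and 96) higher and Slc26a4 (98 and 5), Slc26a9 (48 and 2) and Gm30382 (468 and 32) lower. The genes of T-lineage cells all failed this.

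The remaining genes are not read as changes of a class. Ighg1 in B-like (14 and 176 UMIs), macrophage-like (17 and 66) and monocyte-like cells (0 and 160) and Ighg3 in neutrophil-like cells (17 and 286) held at most 82.9% of the UMIs that free RNA would give in cmExo aCD11b, so free RNA may be their source. Il1a in T-lineage cells (41 and 10) held 86.1% of that level in PBS. Of the UMIs in monocyte-like cells of cmExo aCD11b, 89.8% for Gzma (0 and 147) and 92.7% for Ifng (0 and 123) lay in subclusters led by markers of other cell types, so cells of another type in the class may be the source. For Csta2 (61 and 40), lower there, it was 52.5% in PBS. In macrophage-like cells of cmExo aCD11b, 99.1% of the Hbb-bs UMIs (116 and 976) lay in barcodes with over 5% haemoglobin UMIs, with Hbb-bt, Hba-a1 and Hba-a2 alike in this class and in T-lineage cells, and so did 93.9% of those of Apol11b (5 and 82) in neutrophil-like cells.

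For the others, 5 cells or fewer held over 50% of the UMIs in the library with more. Of the UMIs there, those in the highest 5 cells were Il4 (137 of 168), Gzmf (101 of 101), Gzmc (111 of 113), Csf2 (55 of 61) and Gm156 (115 of 131) in T-lineage cells and Gm39383 (24 of 44), Gcsam (55 of 57), H1fx (62 of 72), Ube2c (160 of 180) and Cdc20 (94 of 110) in B-like cells. They were Marco (221 of 286), Cstdc5 (224 of 277), Cited1 (60 of 68) and Il12b (66 of 66) in macrophage-like, Slc37a2 (38 of 47) and Fabp7 (18 of 29) in monocyte-like and 2010320O07Rik (64 of 81) in neutrophil-like cells.

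Epithelial-like cells, which the paper does not report, made up 1.05% of PBS and 0.748% of cmExo aCD11b cells (ratio 0.711, 0.489 to 1.03).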
